# Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination

**DOI:** 10.1038/s41467-026-71014-w

**Published:** 2026-03-27

**Authors:** Weixing Yan, Yelin Zhao, Hui Li, Li Hong, Qi Jia, Di Zhu, Dong Xiang, Li Du, Lang Hu, Ruixue Bai, Meizhen Xu, Yangyang Tang, Xinzhu Chen, Yiwei Cao, Wenyu Jia, Siyu Wang, Yuting Liu, Jinfeng Ren, Shuai Pan, Yanbiao Shi, Sijia Gao, Fuxing Dong, Jianhong Shi, Jinghua Li, Kuiyang Zheng, Jing Yang, Shuli Zhao, Hui Wang

**Keywords:** Microglial cells, Neuroimmunology, Neurodegeneration

## Abstract

Aging accelerates central nervous system remyelination failure and neurodegeneration. Microglia promote remyelination by phagocytosing myelin debris, but this function is impaired by aging-related CD22 upregulation. However, the molecular mechanisms counteracting premature aging-related microglial dysfunction and remyelination impairment remain unclear. Here, we report that Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination by restraining progressive CD22 upregulation. We identified that microglia-enriched Bhlhe41 was negatively autoregulated and inhibited by *Aurka* loss. *Bhlhe41-* or *Aurka*-deficient young mice exhibited aging-like microglial morphology, phagocytic deficits, progressive CD22 upregulation, and remyelination impairment in cuprizone-induced demyelination model. Conversely, ectopic Bhlhe41 expression induced hypertrophic microglia, and counteracted phagocytic deficits and CD22 upregulation in *Aurka*-deficient microglia. CD22 blockade restored phagocytic function and remyelination in *Bhlhe41*-deficient mice. Notably, a conserved pattern of *CD22* upregulation was observed in human *PCDH9*^high^ microglia subsets with *BHLHE41* downregulation. These findings offer insights into potential therapeutic strategies to combat aging-related neurodegeneration and central nervous system functional decline.

## Abstract (web summary)

In this study, the authors identify an Aurka–Bhlhe41 axis, which prevents microglia from aging-like dysfunction by limiting CD22 upregulation, preserving myelin debris clearance and remyelination, and highlighting a potential therapy target for neurodegeneration.

## Introduction

Aging is a primary risk factor for central nervous system (CNS) degeneration and neurodegenerative diseases, including Alzheimer’s disease (AD), Parkinson’s disease (PD), and multiple sclerosis (MS)^1^. A key pathological feature of these age-related CNS disorders is the accumulation of neurotoxic material, which contributes to neuronal damage and CNS dysfunction^1,2^. In the context of normal aging and MS, inhibitory myelin debris accumulated from demyelination inhibits the maturation of myelinating oligodendrocytes, leading to remyelination failure and neurodegeneration^2^. Microglia, the CNS resident macrophages, play a crucial role in promoting CNS remyelination by phagocytic clearance of myelin debris, thereby restoring neuronal health^2,3^. However, this function deteriorates with aging, which is increasingly recognized as essential to age-related CNS remyelination failure and neurodegeneration^2^.

Microglia, which originate from yolk sac myeloid progenitors before embryonic day 8 (E8) and reside in the brain between E9.5 and E14.5, are self-maintained in adulthood under physiological conditions^4–6^. With aging, microglia exhibit progressive dystrophy along with functional decline^7^. It is well documented that microglial phagocytic function is crucial for maintaining CNS homeostasis and is positively regulated by multiple phagocytic receptors, including triggering receptor expressed on myeloid cells 2 (TREM2), MER proto-oncogene, tyrosine kinase (MERTK) and C-X3-C motif chemokine receptor 1 (CX3CR1), along with Toll-like receptors (TLRs) and scavenger receptors^8–13^. Remarkably, mutations in *TREM2* have been associated with multiple neurodegenerative diseases^14,15^. In contrast, CD22, which is barely detected in young microglia, is upregulated during aging and impairs microglial phagocytic clearance of myelin debris^16^. Targeting CD22 with neutralizing antibodies restores aging microglial function and promotes CNS homeostasis^16^. Nevertheless, the intrinsic molecular mechanisms that counteract premature aging-related microglial dysfunction and CNS remyelination impairment remain poorly understood.

Transcription repressor basic helix-loop-helix family member e41(Bhlhe41), also known as Dec2, has been reported to regulate the molecular clock and sleep length in mammals^17,18^. In the immune system, Bhlhe41 is highly expressed in B-1a cells, alveolar macrophages (AM) and microglia^19–21^. Bhlhe41 regulates the self-renewal of B-1a cells and AM^19,20^, but its function in microglia remains unknown.

In this work, we dissect the intrinsic role of Bhlhe41 in microglial biology by integrating genetic mouse models and a cuprizone (CPZ)-induced demyelination model. We show that loss of *Bhlhe41* leads to premature aging-like microglial dysfunction, including dystrophic-like morphology, phagocytic deficits, progressive CD22 upregulation and remyelination impairment. Unexpectedly, we identify the mitotic kinase aurora kinase A (Aurka) as an upstream regulator of Bhlhe41, establishing an Aurka–Bhlhe41 axis that counteracts premature aging-like microglial dysfunction and promotes remyelination by restraining progressive CD22 upregulation.

## Results

### Bhlhe41 is microglia-enriched and negatively autoregulated

We and others have reported that Bhlhe41 is preferentially expressed in mouse microglia, AM and B-1 lymphocytes in the immune system^19–21^. To further elucidate Bhlhe41 expression in microglia during development, we first analyzed public RNA sequencing data from yolk sac myeloid progenitors and microglia across embryonic, postnatal, and adult stages^22^. *Bhlhe41* is barely detected in yolk sac myeloid progenitors, but notably, it is observed in microglia from embryonic days 11.5 (E11.5) and increases progressively during development (Supplementary Fig. 1a). To validate this finding, we used Bhlhe41 reporter mice, *Bhlhe41*^*dTomato-Cre*^, in which a *dTomato-2A-Cre-polyA* cassette was inserted into the upstream region of the start codon of *Bhlhe41* locus. This resulted in *Bhlhe41* promoter-driven co-expression of dTomato and Cre, with Bhlhe41 translation terminated. In agreement with the RNA sequencing data, we failed to detect dTomato expression in yolk sac myeloid progenitors during E10.5 and E14.5 (Supplementary Fig. 1b). However, dTomato in microglia (Supplementary Fig. 1c) from *Bhlhe41*^*dTomato-Cre/+*^ mice (hereafter referred to as *B41*^HET^ mice) increased in an age-dependent manner (Fig. 1a). Of note, *Bhlhe41* deficiency in *Bhlhe41*^*dTomato-Cre/dTomato-Cre*^ mice (hereafter referred to as *B41*^KO^ mice) increased dTomato levels by 5–10 times in microglia, compared to a twofold increase in AM and peritoneal B-1 cells (Fig. 1a, Supplementary Fig. 1d, e), indicating potential microglia-specific self-repression of *Bhlhe41* promoter activity. Further Western blot (WB) analysis was consistent with potential microglial self-repression of Bhlhe41, with *B41*^HET^ microglia showing only a slight reduction rather than the expected 50%, and complete loss in *B41*^KO^ microglia (Fig. 1b).

**Fig. 1:**
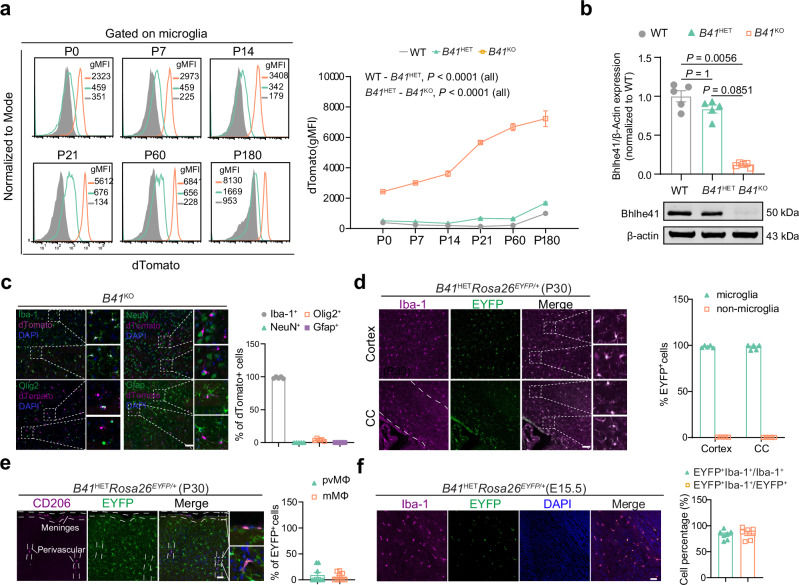
Bhlhe41 is microglia-enriched and negatively autoregulated in the mouse CNS. **a** Flow cytometric analysis of Bhlhe41 expression (dTomato^+^) in microglia from wildtype (WT), *Bhlhe41*^*dTomato-Cre/+*^ (referred to as *B41*^HET^) and *Bhlhe41*^*dTomato-Cre/dTomato-Cre*^ (referred to as *B41*^KO^) mice (*n* = 4 mice per genotype per timepoint) at indicated postnatal (P) days. Fluorescence intensity histograms are normalized to their respective modes. gMFI, geometric mean fluorescence intensity. WT vs *B41*^HET^, *P* < 0.0001 at all timepoints; *B41*^HET^ vs *B41*^KO^, *P* < 0.0001 at all timepoints. **b** Western blot (WB) analysis of Bhlhe41 expression in WT, *B41*^HET^ and *B41*^KO^ microglia (*n* = 5 mice per genotype, 3-months-old). Band intensities were quantified using ImageJ. **c** Immunofluorescence (IF) analysis of Bhlhe41 expression (dTomato^+^) in astrocytes (Gfap^+^), pan-oligodendrocytes (Olig2^+^), neurons (NeuN^+^) and microglia (Iba-1^+^) in the cerebral cortex of *B41*^KO^ mice (*n* = 5 mice) at 8 weeks of age. **d** IF analysis of EYFP^+^ cells in the cerebral cortex and corpus callosum (CC) of *B41*^HET^*Rosa26*^*EYFP/+*^ mice (*n* = 5 mice) at P30. **e** IF analysis of EYFP^+^ perivascular macrophages (pvMΦ, CD206^+^) and leptomeningeal macrophages (mMΦ, CD206^+^) from the cerebral cortex of *B41*^HET^*Rosa26*^*EYFP/+*^ mice (*n* = 3 mice) at P30. Each brain region represents a single data point, and three different regions per mouse were included in the quantification analysis. **f** IF analysis of EYFP^+^ cells in the CNS of *B41*^HET^*Rosa26*^*EYFP/+*^ mouse embryos (*n* = 7 embryos) at E15.5. Data are presented as mean ± SEM. Two-way ANOVA on log2-transformed gMFI values with Bonferroni-corrected post hoc comparisons (**a**); Kruskal–Wallis test with Bonferroni-corrected post hoc comparisons (**b**). dTomato (AF555, **c**), Iba-1 (AF555, **d**, **f**) and CD206 (AF555, **e**) shown in magenta (pseudocolor). Scale bar for IF images: 50 μm. Data are shown for descriptive purposes only with no inferential statistics applied (**c**–**f**). Source data are provided as a Source Data file.

To assess whether Bhlhe41 was specific to microglia in the mouse CNS, we first performed immunofluorescence (IF) analysis of Bhlhe41^+^ cells (dTomato^+^) in the CNS of *B41*^KO^ mice, as dTomato levels in *B41*^HET^ microglia were too low to be detected by IF. Notably, Bhlhe41 expression was enriched in microglia (Iba-1^+^) rather than astrocytes (Gfap^+^) or neurons (NeuN^+^), and was observed to a much lesser extent in pan-oligodendrocyte lineage cells (Olig2^+^) (Fig. 1c). *Bhlhe41* deficiency may affect the analysis of its expression profile in the CNS. To further corroborate this finding, we analyzed *B41*^HET^*Rosa26*^*EYFP/+*^ mice (P7 and P30), in which Bhlhe41-expressing cells were irreversibly and persistently labeled as EYFP^+^ cells. More than 99% of microglia, but only a few other CNS-resident cells and ~10% of CNS-associated macrophages (CAM), including perivascular and leptomeningeal macrophages (CD206^+^) were EYFP^+^ (Fig. 1d, e, Supplementary Fig. 2a). Further analysis revealed >80% of EYFP^+^ fetal microglia in *B41*^HET^*Rosa26*^*EYFP/+*^ mice at E15.5 (Fig. 1f, Supplementary Fig. 2b), corroborating Bhlhe41 expression early in fetal microglia. Altogether, these data demonstrate that Bhlhe41 is microglia-enriched and negatively autoregulated in the mouse CNS, and *B41*^HET^ mice may be a useful genetic tool for targeting and tracing microglia in vivo.

### *Bhlhe41*-deficient young microglia exhibit aging-like *deficits*

Bhlhe41 regulates the self-renewal of B-1a cells and AM^19,20^. To examine whether Bhlhe41 was required for maintaining microglia, we assessed microglial populations in young and middle-aged *B41*^KO^ mice. *Bhlhe41* deficiency did not affect microglial numbers at either age (Fig. 2a, Supplementary Fig. 3a). However, while wildtype (WT) and *B41*^HET^ microglia displayed a typical ramified morphology, young *Bhlhe41*-deficient microglia exhibited aging-like morphology characterized by shorter processes and fewer branch intersections, which became more evident in middle-aged microglia (Fig. 2b, Supplementary Fig. 3b)^7^. To confirm whether this abnormality was due to intrinsic *Bhlhe41* deficiency in microglia, we generated a *Bhlhe41* conditional knockout (KO) mouse, *Bhlhe41*^*fl/fl*^, in which a 2.4 kb genomic region containing the entire *Bhlhe41* coding sequence was *loxP* flanked. Using microglia-specific Cre mice *Cx3cr1*^*Cre*^, we obtained microglia-specific *Bhlhe41* knockout mice, *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/fl*^ (hereafter referred to as *B41*^cKO^), as well as heterozygous controls *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/+*^ (hereafter referred to as *B41*^cHET^), and Cre controls, *Cx3cr1*^*Cre/+*^ (hereafter referred to as WT). WB analysis showed efficient Bhlhe41 ablation in *B41*^cKO^ microglia, while *B41*^cHET^ microglia exhibited only a slight, less-than-expected 50% reduction, consistent with potential microglial self-repression of Bhlhe41 (Fig. 2c). Microglial numbers were comparable across middle-aged WT, *B41*^cHET^ and *B41*^cKO^ mice (Supplementary Fig. 3c). While WT and *B41*^cHET^ microglia retained a ramified morphology, middle-aged *B41*^cKO^ microglia exhibited dystrophic-like features, including spheroidal swelling, de-ramified and fragmented processes^23^ (Supplementary Fig. 3d).

**Fig. 2:**
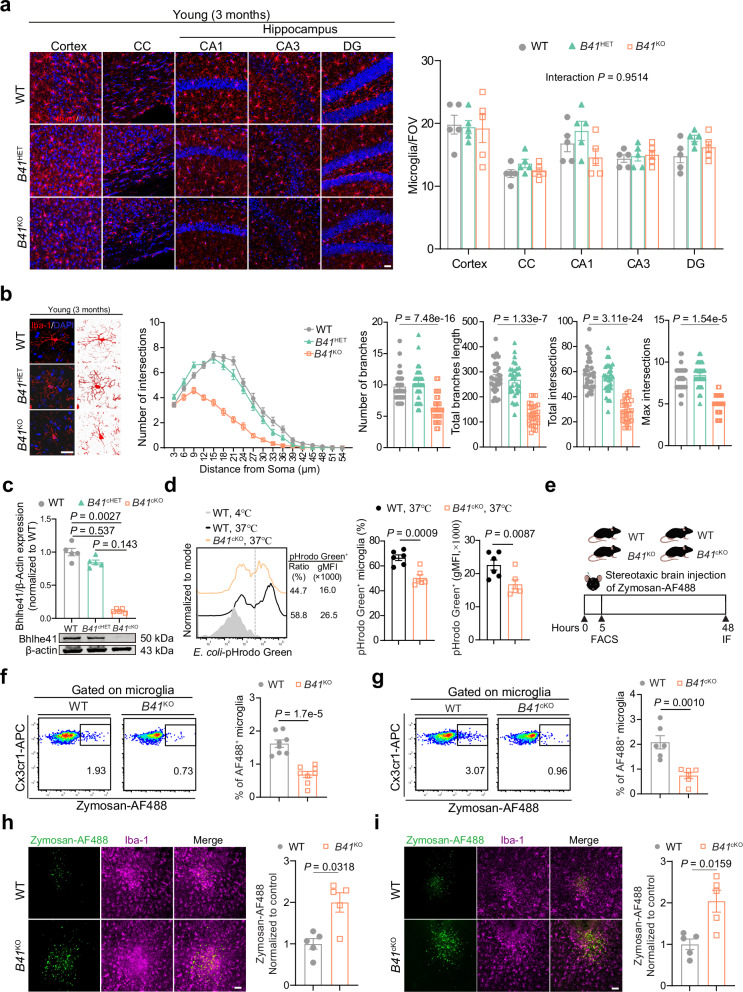
*Bhlhe41*-deficient microglia exhibit aging-like morphology and phagocytic deficits. **a** IF analysis of microglia in cerebral cortex, corpus callosum (CC) and hippocampus of WT, *B41*^HET^ and *B41*^KO^ mice (3-months-old; *n* = 5 mice per genotype). CA, cornu ammonis; DG, dentate gyrus. **b** Sholl analysis of microglial processes and branch intersections of WT, *B41*^HET^ and *B41*^KO^ mice (3 months old; *n* = 6 mice per genotype). Five microglia per mouse were quantified. **c** WB analysis of Bhlhe41 expression in *Cx3cr1*^*Cre/+*^(WT), *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/+*^ (*B41*^cHET^) and *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/fl*^ (*B41*^cKO^) microglia (3-months-old; *n* = 5 mice per genotype). Band intensities were quantified using ImageJ. **d** Flow cytometric analysis of pHrodo Green uptake in enriched microglia from WT and *B41*^cKO^ mice (3-months-old; n = 6 mice per genotype). **e** Schematic representation of in vivo phagocytosis assay. 2 μL of Zymosan conjugated with Zymosan-AF488 (0.5 mg/mL) were stereotaxically injected into the cortex of male *B41*^KO^, *B41*^cKO^ and WT mice (3-months-old), which were sacrificed after 5 hours and 48 hours, respectively, for subsequent analyses. Created in BioRender. Zhao, Y. (2026) https://BioRender.com/osy77p2. **f**, **g** Flow cytometric analysis of microglial phagocytosing Zymosan (AF488^+^) from the entire brain of **f** WT and *B41*^KO^ mice (*n* = 8 mice per genotype) and **g** WT and *B41*^cKO^ (*n* = 6 mice per genotype). **h**, **i** IF analysis of Zymosan clearance (AF488^+^) in the cortex of **h** WT and *B41*^cKO^ mice (*n* = 5 mice per genotype) and **i** WT and *B41*^cKO^ mice (*n* = 5 mice per genotype). Data are presented as mean ± SEM. Poisson generalized linear model (GLM, two-sided) (**a**); linear mixed-effects models (LMM) for continuous data and negative binomial generalized linear mixed-effects models (GLMM) for count data (two-sided) were used, with repeated measures from the same mouse accounted for as a random effect, and Bonferroni-adjusted post hoc pairwise comparisons applied (**b**); Kruskal–Wallis test with Bonferroni-corrected post hoc comparisons (**c**); two-sided unpaired Student’s *t* tests (**f**, **g**). Two-sided Wilcoxon rank-sum test (**d**, **h**, **i**). Iba-1(AF555, **h**, **i**) shown in magenta (pseudocolor). Scale bar for IF images in (**b**) is 10 μm, while the others are 50 μm. Source data are provided as a Source Data file.

Microglial dystrophy suggests potential functional impairment^24^. We therefore assessed whether Bhlhe41 regulates microglial phagocytic function using pHrodo Green–labeled *E. coli* and Alexa fluor 488 (AF488)-labeled Zymosan A (*S. cerevisiae*) as sensitive, generalizable screening targets. pHrodo Green fluoresces only in acidic compartments such as phagosomes, enabling assessment of particle internalization, whereas AF488 is constitutively fluorescent and was used to evaluate overall particle clearance in vivo.

In vitro phagocytosis assay revealed that *B41*^cKO^ microglia exhibit impaired uptake of pHrodo Green–labeled *E. coli*, as evidenced by both a reduced fraction of pHrodo Green^+^ microglia and lower geometric mean fluorescence intensity (gMFI) per cell compared to WT microglia (Fig. 2d). To confirm this finding in vivo, we performed stereotactic injection of AF488-Zymosan into the cerebral cortex of *B41*^KO^ and *B41*^cKO^ mice (Fig. 2e). Unlike the pHrodo-based assay, AF488 is not restricted to acidic compartments and therefore reflects overall particle clearance rather than specific internalization. The injected Zymosan recruits and activates microglia, which phagocytose the Zymosan bioparticles^25^. However, 5 hours after injection, ablation of *Bhlhe41* in both *B41*^KO^ and *B41*^cKO^ mice resulted in fewer microglial phagocytosing Zymosan (Fig. 2f, g). Consistently, accumulated Zymosan was detected at the injection site of both *Bhlhe41*-deficient models (Fig. 2h, i), indicating impaired Zymosan clearance due to loss of *Bhlhe41*.

Taken together, these results demonstrate that Bhlhe41 is essential for maintaining microglial morphology and phagocytic function.

### *Bhlhe41* loss disrupts microglial responses to remyelination

During aging and MS, microglia promote CNS remyelination by facilitating the phagocytic clearance of myelin debris^12^. To examine whether *Bhlhe41* deficiency affects CNS myelination, we utilized the CPZ-induced demyelination model, a toxin-induced, non-immune-mediated system in which demyelination occurs without peripheral immune cell infiltration^26^. Five weeks of CPZ diet exposure induces the loss of myelinating oligodendrocytes, microglial activation and demyelination in the corpus callosum (CC). Subsequent exposure to a CPZ-free diet for two weeks leads to remyelination (Fig. 3a). We analyzed myelination in the CC of WT and *B41*^cKO^ mice using Black Gold II (BGII) staining to assess intact myelin, IF analysis of major basic protein (Mbp) to detect total myelin, and transmission electron microscopy (TEM) analysis to examine unmyelinated and myelinated axons. Despite dystrophic-like morphology and phagocytic deficits in *B41*^cKO^ microglia, myelination in the CC of WT and *B41*^cKO^ mice was comparable under steady-state conditions (Fig. 3b–d). After 5 weeks of CPZ treatment, both WT and *B41*^cKO^ mice exhibited significant but similar demyelination, evidenced by reduced BGII staining and Mbp levels, and increased unmyelinated axons (Fig. 3b–d). However, while WT mice displayed remyelination in the CC after being fed a CPZ-free diet for an additional two weeks, *B41*^cKO^ mice exhibited delayed remyelination in the CC, characterized by a higher proportion of unmyelinated axons (Fig. 3d).

**Fig. 3:**
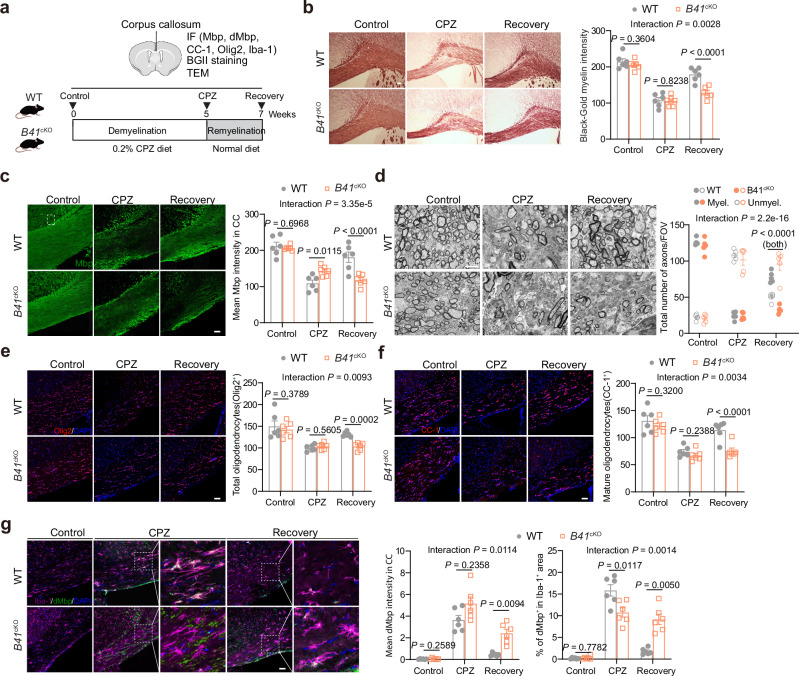
*Bhlhe41* deficiency disrupts microglial responses to remyelination in CPZ-induced demyelination model. **a** Schematic representation of the CPZ-induced demyelination model. Male WT and *B41*^cKO^ mice (3-months-old) were fed a 0.2% CPZ-enriched diet for 5 weeks to induce demyelination (denoted as the CPZ group) or followed by a CPZ-free normal diet for an additional 2 weeks (denoted as the Recovery group). WT and *B41*^cKO^ mice fed a CPZ-free normal diet were sacrificed as the control group. The CC of WT and *B41*^cKO^ mice from the control, CPZ and Recovery groups were collected for the subsequent analyses. Created in BioRender. Zhao, Y. (2026) https://BioRender.com/osy77p2. **b** Representative Black Gold II (BGII) staining images and quantification of myelinated area. **c** Representative IF images of Mbp staining and quantification of Mbp^+^ area. **d** Representative transmission electron microscopy (TEM) images of myelinated and unmyelinated axon ultrastructure. Myelinated and unmyelinated axons were counted in five fields of view (FOV) per mouse and were averaged per mouse. Stacked bar graphs show the numbers of myelinated and unmyelinated axons per FOV. Myelinated and unmyelinated axons: *P* < 0.0001, WT vs *B41*^cKO^. **e**, **f** Representative IF images and quantification of **e** pan-oligodendrocyte lineage cells (Olig2^+^) and **f** mature oligodendrocytes (CC-1^+^). **g** Representative IF images and quantification of the colocalization of degraded Mbp (dMbp) with microglia (Iba-1^+^). Data are presented as mean ± SEM (*n* = 6 mice per genotype per group for all panels except (**d**), where *n* = 5 mice per genotype per group). Iba-1(AF555) shown in magenta (pseudocolor). Two-way ANOVA with Bonferroni-corrected post hoc comparisons (**b**, **c**); LMM with Bonferroni-corrected post hoc comparisons (two-sided, **d**); ART-ANOVA with Bonferroni-corrected post hoc comparisons (**g**); Negative binomial GLM with Bonferroni-corrected post hoc comparisons (two-sided, **e**, **f**). Scale bar for IF images: 50 μm. Source data are provided as a Source Data file.

Microglial clearance of myelin debris is critical for remyelination by promoting the maturation of myelinating oligodendrocytes^11^. We therefore analyzed pan-oligodendrocyte lineage cells (Olig2^+^) and mature oligodendrocytes (CC-1^+^) in the CC of WT and *B41*^cKO^ mice in the CPZ-induced demyelination model. While loss of oligodendrocytes was observed in both WT and *B41*^cKO^ mice during the demyelination phase, mature oligodendrocytes in the CC of *B41*^KO^ mice failed to repopulate during the recovery phase (Fig. 3e, f). We next co-stained degraded Mbp (dMbp), a marker of myelin debris, with Iba-1 to assess microglial phagocytosis. Although overall demyelination was comparable between WT and *B41*^cKO^ mice (Fig. 3b–d), *B41*^cKO^ mice accumulated more myelin debris (dMbp^+^) during the demyelination phase, accompanied by markedly reduced colocalization with microglia (Iba-1^+^), indicating impaired debris uptake (Fig. 3g). During recovery, WT mice exhibited low levels of residual myelin debris, whereas *B41*^cKO^ mice retained elevated debris (Fig. 3g). Notably, increased colocalization of Iba-1 with dMbp in *B41*^cKO^ mice indicates delayed microglial clearance and impaired remyelination (Fig. 3g).

Altogether, these data demonstrate that Bhlhe41 promotes remyelination by facilitating phagocytic clearance of myelin debris.

### *Aurka* loss impairs Bhlhe41, microglial function and remyelination

In a B cell study, we unexpectedly identified that Bhlhe41 expression in B-1 cells was inhibited by loss of *Aurka* (Supplementary Fig. 4a), a mitotic kinase that regulates mitosis and multiple other cellular events in mitotic kinase-dependent and independent manners^27,28^. To examine whether Aurka regulated Bhlhe41 expression in microglia, we analyzed the Bhlhe41 expression (dTomato^+^) in *B41*^HET^*Aurka*^*fl/fl*^ microglia, in which *loxP* flanked the exon 3 of *Aurka* was deleted by *Bhlhe41*-promoter-driven Cre recombinase^29^. Compared to *B41*^HET^*Aurka*^*fl/+*^ microglia, the gMFI of dTomato was markedly reduced in *Aurka*-deficient microglia, reaching the background level observed in WT microglia (Supplementary Fig. 4b). Consistently, WB analysis confirmed that *Aurka* ablation inhibited Bhlhe41 expression in microglia (Supplementary Fig. 4c). To further validate this finding, we generated independent microglia-specific *Aurka* knockout strain, *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^, in which Bhlhe41 expression was similarly diminished (Fig. 4a).

**Fig. 4:**
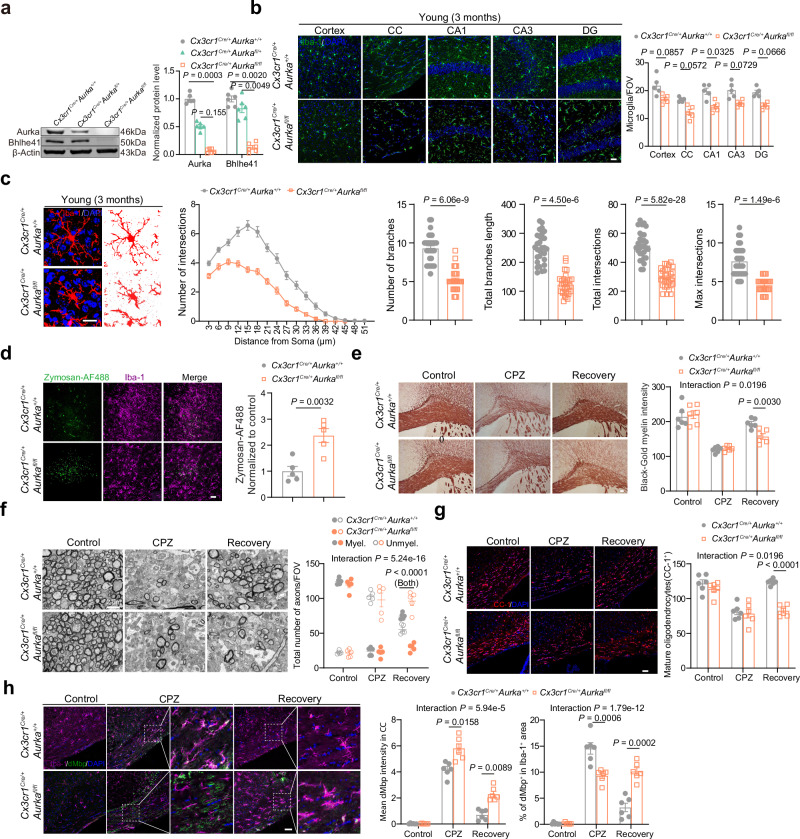
Loss of *Aurka* inhibits Bhlhe41 expression, and disrupts microglial morphology, phagocytic function and responses to remyelination. **a** WB analysis of Aurka and Bhlhe41 expression in microglia from WT, *Cx3cr1*^Cre/+^*Aurka*^*fl/+*^ and *Cx3cr1*^Cre/+^*Aurka*^*fl/fl*^ mice (3-months-old, *n* = 5 mice per genotype). Band intensities were quantified using ImageJ. **b** IF analysis of microglial number in the cerebral cortex, CC and hippocampus of *Cx3cr1*^*Cre/+*^*Aurka*^*+/+*^ and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice (3-months-old, *n* = 5 mice per genotype). **c** Sholl analysis of microglial processes and branch intersections in young WT and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice (3-months-old, *n* = 6 mice per genotype). Five microglia per mouse were quantified. **d** IF analysis of Zymosan clearance (AF488^+^) 48 hours after stereotaxic injection of 2 μL of Zymosan-AF488 (0.5 mg/mL) into the cortex of WT and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice (3-months-old, n = 5 mice per genotype). **e**–**h** The CPZ-induced demyelination model was induced with male WT and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice (3-months-old, *n* = 6 mice per genotype per group) following the experimental design in Fig. 3a. **e** Representative BGII staining images and quantification of myelinated area. **f** Representative TEM images of myelinated and unmyelinated axon ultrastructure. Myelinated and unmyelinated axons were counted in five fields of view (FOV) per mouse, averaged per mouse and shown in stacked bar graphs. **g**, **h** Representative IF images of **g** mature oligodendrocytes (CC-1^+^) and **h** colocalization of dMbp with microglia (Iba-1^+^). Data are presented as mean ± SEM. Kruskal-Wallis test with Bonferroni-corrected post hoc comparisons (**a**); Poisson GLM with Bonferroni-corrected post hoc comparisons (two-sided, **b**, **g**); LMM for continuous data and negative binomial GLMM for count data, with repeated measures from the same mouse accounted for as a random effect and post hoc pairwise comparisons adjusted using the Bonferroni correction (two-sided, **c**); two-sided unpaired Student’s *t* tests (**d**); two-way ANOVA with Bonferroni-corrected post hoc comparisons (**e**); Weighted LMM with Bonferroni-corrected post hoc comparisons (two-sided, **f**); ART-ANOVA with Bonferroni-corrected post hoc comparisons (two-sided, **h**). Iba-1 (AF647) shown in magenta, CD22 (AF555) shown in green (pseudocolor). Scale bar for IF images in (**c**) is 10 μm, while the others are 50 μm. Source data are provided as a Source Data file.

To explore whether inhibited Bhlhe41 expression in *Aurka*-deficient microglia was associated with disrupted mitosis, we analyzed Bhlhe41 expression in microglia deficient in *Aurkb*, another key mitotic enzyme that regulates chromosome segregation and cytokinesis^30^. Loss of *Aurkb* had no effect on Bhlhe41 expression in microglia, suggesting that Bhlhe41 expression is independent of mitosis (Supplementary Fig. 4d). These data demonstrate that Aurka controls Bhlhe41 expression in microglia.

This finding led us to examine the role of Aurka in regulating microglial number, morphology and phagocytic function. We first investigated microglial numbers and morphology in both *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^ mice. Compared to WT mice, both young and middle-aged *Aurka*-deficient mice exhibited decreased microglial numbers and a rod-like morphology with diminished processes and branch intersections (Fig. 4b, c, Supplementary Fig. 5). *Aurka* deficiency leads to stalled mitosis with a consequence of arrested proliferation and increased apoptosis^31^. Therefore, we sought to examine if decreased microglia by *Aurka* deficiency was due to impaired mitosis and cell apoptosis. Considering that microglia proliferate explosively during the first two weeks^32^, we performed IF analysis of microglia in *B41*^HET^*Aurka*^*fl/fl*^ mice at P13. *Aurka* deficiency at P13 had no effect on microglial numbers yet (Supplementary Fig. 6a). However, this resulted in disturbed microglial proliferation in the cortex and increased apoptotic microglia in the cortex, subventricular zone (SVZ) and CC (Supplementary Fig. 6a, b). Loss of *Aurka* impaired microglial mitosis, identified by increased microglia positive for phospho-Histone H3, a marker for mitosis (Supplementary Fig. 6c). Despite unchanged microglia population, *B41*^HET^*Aurka*^*fl/fl*^ microglia at P13 displayed a rod-like morphology with reduced processes and branch intersections (Supplementary Fig. 6d). Notably, compared to infant *B41*^HET^*Aurka*^*fl/fl*^ mice and adult *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice, less rod-like microglia were observed in young and middle-aged *B41*^HET^*Aurka*^*fl/fl*^ mice (Fig. 4b, Supplementary Fig. 5 and 6). Altogether, Aurka regulates microglia development in a mitotic kinase-dependent manner.

We next examined whether Aurka regulated microglial phagocytic function and responses to remyelination. To test this, we performed in vivo phagocytosis analysis by stereotactic injection of Zymosan-AF488 into the cortex of WT and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice, followed by IF analysis 48 hours post injection. *Aurka* deficiency resulted in increased extracellular accumulation of Zymosan (AF488^+^), suggesting that Aurka promotes microglial phagocytosis (Fig. 4d).

Using *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ mice, we further examined whether *Aurka* deficiency impaired remyelination in CPZ-indued demyelination model, following the experimental design in Fig. 3a. At steady-state condition, the myelination was unaffected by *Aurka* deficiency (Fig. 4e, f). After CPZ treatment, both WT and *Aurka-*deficient mice exhibited significant but comparable demyelination in the CC (Fig. 4e, f). During recovery, *Aurka*-deficient mice remained exacerbated demyelination (Fig. 4e, f). Consistently, mature oligodendrocytes (CC-1^+^) failed to repopulate in the CC of *Aurka-*deficient mice during recovery (Fig. 4g). Further co-staining of dMbp with Iba-1 showed that, similar to *B41*^cKO^ mice, *Aurka*-deficient mice accumulated myelin debris (dMbp^+^) during both demyelination and recovery (Fig. 4h). Colocalization of dMbp with Iba-1 was initially reduced during demyelination but increased during recovery (Fig. 4h), indicating delayed microglial clearance of myelin debris and impaired remyelination. These data collectively suggest that Aurka is required for remyelination by sustaining microglial clearance of myelin debris.

### Premature CD22 upregulation in *Bhlhe41*- or *Aurka*-KO microglia

To understand the molecular mechanisms by which Bhlhe41 maintained microglial phagocytosis, we performed gene expression microarray (GEM) analysis of young *B41*^HET^ and *B41*^KO^ microglia. 

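Microglia sorted as live CD45 loCx3cr1+CD11b+ cells from the brains of 3-month-old mice were analyzed on 6 SurePrint G3 Mouse arrays, 3 for *B41* HET and 3 for *B41* KO, and according to the Methods each sample was pooled from 10 to 15 mice. The array is hybridised with RNA in 1 colour, so that each probe gives a single fluorescence intensity per sample. All 6 arrays lay on 1 slide. The 3 *B41* HET arrays and the array of *B41* KO replicate 1 lay in row 1 of the slide, and the other two *B41* KO arrays lay in row 2. The authors deposited the scanner output, whose intensities are background-subtracted within each array but not normalized between arrays, and a table of their processed log2 values. After control spots and spots with an outlier flag were left out, the log2 intensities were quantile normalized, spots of one probe were averaged, and the genotypes were compared with limma and Benjamini-Hochberg adjustment over all probes, as the Methods describe for normalization and test. A probe was called at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more, the threshold given in the Methods. Where a gene had several probes, the probe with the highest mean signal over the 6 arrays stood for the gene. Between 39654 and 42719 of the 56605 probes on an array were well above background, or 70.1% to 75.5%, and 0 spots were saturated. The number of arrays limits the precision of every value.

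The targeted gene was read first in every sample. The brightest *Bhlhe41* probe gave log2 signals of 7.95, 7.87 and 7.65 in the samples labelled *B41* HET and of 8.56, 7.84 and 8.21 in the samples labelled *B41* KO, a log2 fold change of 0.38 (standard error 0.20, adjusted p = 0.330 from limma with Benjamini-Hochberg adjustment). The other *Bhlhe41* probe gave 7.86, 7.58 and 7.40 in the samples labelled *B41* HET and 7.96, 7.91 and 7.95 in the samples labelled *B41* KO, a log2 fold change of 0.33 (standard error 0.13, adjusted p = 0.204). Neither probe was lower in the samples labelled *B41* KO, so this transcript does not check the labels, which were used as given. The paper describes an allele that ends translation of Bhlhe41 upstream of its start codon, and shows the loss of the protein in Fig. 1b.

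Of 56601 probes tested, 2883 were called, 971 higher and 1912 lower in the samples labelled *B41* KO. Counted by gene, 1287 of 23462 genes were called, 337 higher and 950 lower. In 29.6% of all tested probes the 3 samples of one genotype lay above all 3 of the other, where chance gives 10%. The correlation of log2 signals across probes, which are not independent replicates, was 0.993 to 0.995 between samples of one genotype and 0.983 to 0.988 between genotypes. With the slide row as a block, a fit that rests on 1 *B41* KO array against the 3 *B41* HET arrays, 202 genes were called.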

Next, we identified reliable differentially expressed (DE) genes by comparing in-house GEM data with public bulk RNA sequencing data from *Bhlhe40/Bhlhe41* double knockout microglia^33^. This led to the identification of 122 shared DE genes (Supplementary Data 1, Fig. 5a). 

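Of the 122 genes in Supplementary Data 1, 68 are listed as higher and 54 as lower in *B41* KO microglia. For 121 of them a tested probe carried the gene's name, and *Hist1h2bg* matched none. By the brightest probe of each gene, 113 genes changed in the listed direction between the samples labelled *B41* HET and *B41* KO and 8 in the opposite direction, and among those 8 the lowest adjusted p in limma was 0.584, for *Smyd2*. The threshold on fold change and adjusted p was passed by 80 genes in the listed direction, 41 higher and 39 lower, and was not passed by the other 41. Adjusted over the list alone, 100 genes had an adjusted p of 0.05 or less. The paper chose the list on these samples, so neither count is independent evidence. The choice of probe mattered, because 67 of the genes had several probes. Naming mattered too. Among the 8, the paper's values for *Cask*, *Lpl*, *Masp1*, *Slc7a11* and *Smyd2* matched a probe not named here for the gene. For *Fgf1*, *Kcnip3* and *Trpm1* they matched a named probe other than the brightest. The *Slc7a11* probe used was not well above background on any array. With the probe of the lowest p standing for each gene, 109 genes were called in the listed direction. With the slide row as a block, 18 genes were called. The median absolute log2 fold change over the genes was 0.74 by the brightest probe, and the median over the paper's reported values is 0.93. Values of the double knockout microglia were not analysed here.

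**Figure D1:**
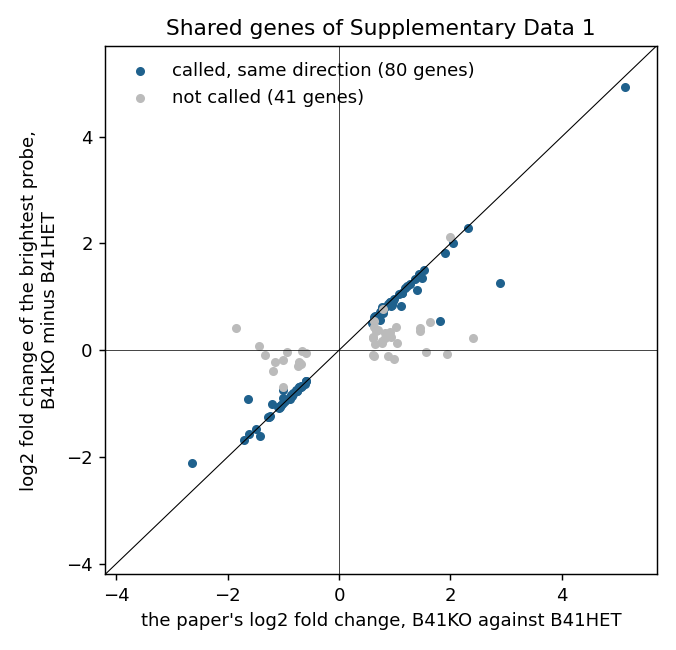
Log2 fold change of each of 121 shared genes by its brightest probe, samples labelled B41KO minus samples labelled B41HET, against the log2 fold change the paper lists in Supplementary Data 1. Each point is a gene, blue for the 80 called in the listed direction and grey for the 41 not called, and the diagonal marks equal values.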

*Cacng1*, which regulates calcium ion transmembrane transport, and *Upk1b*, which encodes a microglia-specific membrane receptor^34,35^, ranked as the top upregulated and downregulated genes, respectively. 

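*Cacng1* is measured by a single probe. Its log2 signal was 7.51 ± 0.09 (SD, n = 3) in the samples labelled *B41* HET and 12.45 ± 0.03 (SD, n = 3) in the samples labelled *B41* KO, a log2 fold change of 4.93 (standard error 0.08, adjusted p = 0.000114 from limma with Benjamini-Hochberg adjustment). The lowest sample labelled *B41* KO lay 4.83 above the highest sample labelled *B41* HET (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). *Cacng1* had the largest increase of all 23462 genes tested. *Upk1b* fell from 9.57 ± 0.13 (SD, n = 3) in the samples labelled *B41* HET to 7.46 ± 0.16 (SD, n = 3) in the samples labelled *B41* KO, a log2 fold change of -2.12 (standard error 0.12, adjusted p = 0.00183). Its dimmer probe gave a log2 fold change of -2.59 (adjusted p = 0.00196). *Upk1b* had the largest decrease among the shared genes and ranked 51 from the lowest among all genes. Neither gene lost its call when any 1 sample was left out, with log2 fold changes from 4.88 to 4.96 for *Cacng1* and from -2.20 to -2.04 for *Upk1b*.

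The largest changes were ranked by fitted fold change among the brightest probe of each gene and all unnamed probes, where called without overlap between the genotypes. Where the probe was not well above background on any array of one genotype, its fold is a lower bound, set against the lowest signal among probes well above background on each of those arrays or the probe's own signal where that was higher. After *Cacng1*, this order gave *Ccnb1-ps*, at least 4.60-fold, A_30_P01019676, at least 2.70-fold, A_52_P318073, with a log2 fold change of 2.64 (adjusted p = 0.00133), and *Zc2hc1b*, at least 4.34-fold. The 3 with a bound were not well above background in the samples labelled *B41* HET, and no table names the 2 probes given by their identifiers. The bounds do not rank these genes against others. The call of A_30_P01019676 was lost under 8 of 14 alternatives. The 5 largest decreases were all on probes without a gene name. The 2 of them that were well above background on all 6 arrays were A_55_P2214124, with a log2 fold change of -4.63 (adjusted p = 0.000550), and A_55_P2002744, with one of -4.38 (adjusted p = 0.000114).

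**Figure D2:**
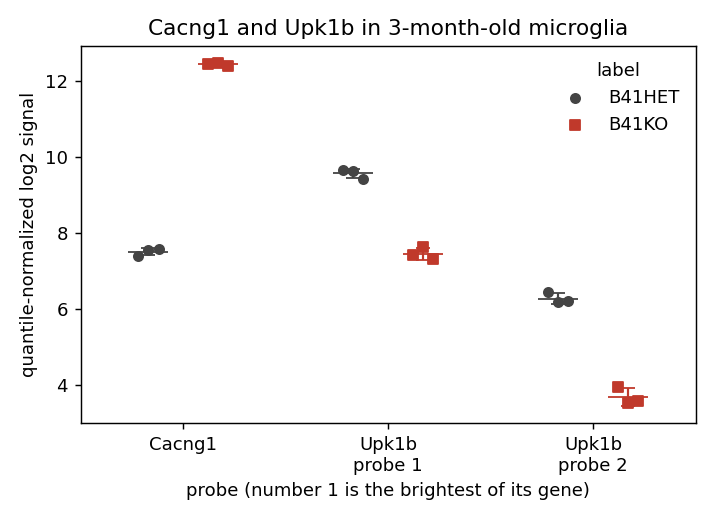
Quantile-normalized log2 signal of the Cacng1 probe and both Upk1b probes in each sample, with circles for samples labelled B41HET and squares for samples labelled B41KO, and the mean with the SD of 3 samples. The samples of the 2 genotypes do not overlap on any of the 3 probes.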

Several DE genes including *Plaur*, *Ptprg*, *Ccr5*, *Fcgr2b* and *Ciita* have been associated with microglial biology (Supplementary Data 1, Fig. 5a)^36–40^.

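*Plaur* rose from a log2 signal of 8.18 ± 0.08 (SD, n = 3) in the samples labelled *B41* HET to 10.00 ± 0.02 (SD, n = 3) in the samples labelled *B41* KO, a log2 fold change of 1.83 (standard error 0.07, adjusted p = 0.000907 from limma with Benjamini-Hochberg adjustment). *Fcgr2b* fell by 0.75 on the log2 scale (standard error 0.11, adjusted p = 0.0234) on its brightest probe and by 1.02 (adjusted p = 0.00857) on the other. On the brightest probe, the adjusted p of *Fcgr2b* lay between 0.0486 and 0.0931 with 1 sample left out, and the gene stayed called only without *B41* HET replicate 3. In both genes every sample labelled *B41* KO lay on the same side of every sample labelled *B41* HET.

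For *Ciita* and *Ptprg* the probes differed. The brightest *Ciita* probe had a log2 fold change of -0.19 (standard error 0.08, adjusted p = 0.226), which did not pass the threshold, and the other *Ciita* probe had one of -0.99 (standard error 0.20, adjusted p = 0.0452), which did. The brightest *Ptprg* probe had a log2 fold change of 0.14 (standard error 0.15, adjusted p = 0.652), within the spread of the samples, and fell to -0.002 without *B41* HET replicate 3. The dimmer *Ptprg* probe, which was well above background on 2 of the 3 arrays labelled *B41* HET, rose by 1.03 (standard error 0.22, adjusted p = 0.0508) and did not pass the threshold on adjusted p.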

**Fig. 5:**
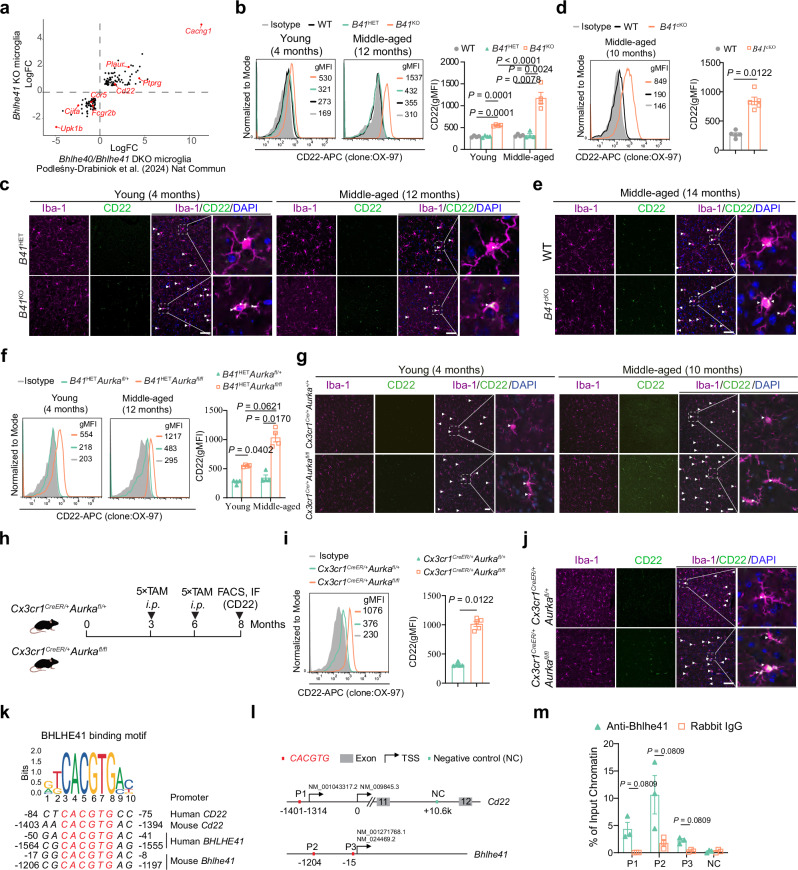
*Bhlhe41*- or *Aurka*-deficiency induces premature and progressive CD22 upregulation in microglia with age. **a** Gene expression microarray analysis (GEM) of microglia from *B41*^HET^ and *B41*^KO^ mice (3-months-old). Shared differentially expressed genes (DEGs) were identified by comparing DEGs from the in-house GEM data and public bulk RNA sequencing data from *Bhlhe40*/*Bhlhe41* double knockout (DKO) microglia. **b**–**g** Flow cytometric analysis (**b**, **d**, **f**) or representative IF images (**c**, **e**, **g**) of CD22 expression on (**b**, **c**) young and middle-aged WT, *B41*^HET^ and *B41*^KO^ microglia (*n* = 4 mice per genotype per age), **d**, **e** middle-aged WT and *B41*^cKO^ microglia (*n* = 5 mice per genotype), **f** young and middle-aged *B41*^HET^*Aurka*^*fl/+*^ and *B41*^HET^*Aurka*^*fl/fl*^ microglia (*n* = 4 mice per genotype per age), **g** middle-aged *Cx3cr1*^*Cre/+*^*Aurka*^*fl/+*^ and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ microglia (*n* = 3 mice per genotype). **h**–**j** *Cx3cr1*^*CreER/+*^*Aurka*^*fl/+*^ and *Cx3cr1*^*CreER/+*^*Aurka*^*fl/fl*^ mice injected with tamoxifen (TAM, 75 mg/kg) for 5 consecutive days at 3 and 6 months of age, were sacrificed at 8 months for flow cytometry (**i**, **j**) IF analysis of CD22 expression on microglia (*n* = 4 mice per genotype). Created in BioRender. Zhao, Y. (2026) https://BioRender.com/osy77p2. White arrows indicate areas of colocalization between CD22 and Iba-1, appearing as yellow. **k** Identification of the BHLHE41-binding motif *CACGTG* in the promoters of human and mouse *CD22* and *BHLHE41* using JASPAR database. **l** Schematic representation of mouse *Bhlhe41* and *Cd22* promoters showing P1-P3 containing the BHLHE41-binding motif and a negative control region (NC) used for Chromatin immunoprecipitation (ChIP)-qPCR. TSS, transcription start site. **m** ChIP was performed on fragmented chromatin of microglia pooled from 10 to 15 WT mice (3-months-old) per experiment (*n *= 3 biological replicates). Microglia were enriched by 40% Percoll and immunoprecipitated with an anti-Bhlhe41 antibody or rabbit IgG control. Enrichment of P1, P2, P3 and NC regions was analyzed by qPCR. Data are presented as mean ± SEM. Non-parametric ART-ANOVA with Bonferroni-corrected post hoc comparisons (two-sided, **b**, **f**); Two-sided Wilcoxon rank-sum test (**d**, **i**, **m**). Iba-1 (AF647) shown in magenta, CD22 (AF555) shown in green (pseudocolor). Scale bar for IF images: 50 μm. Source data are provided as a Source Data file.

Notably, *Cd22*, an aging-related phagocytic repressor^16^, was upregulated in young *B41*^KO^ microglia (Supplementary Data 1, Fig. 5a). 

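*Cd22* is measured by 3 probes. The brightest gave a log2 signal of 11.46 ± 0.06 (SD, n = 3) in the samples labelled *B41* HET and 11.69 ± 0.08 (SD, n = 3) in the samples labelled *B41* KO, a log2 fold change of 0.24 (standard error 0.08, adjusted p = 0.145 from limma with Benjamini-Hochberg adjustment), which passed neither part of the threshold. The second probe rose from 8.01 ± 0.13 (SD, n = 3) to 8.35 ± 0.01 (SD, n = 3), a log2 fold change of 0.34 (standard error 0.09, adjusted p = 0.0838). The third and dimmest rose from 6.35 ± 0.16 (SD, n = 3) to 6.93 ± 0.13 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.12, adjusted p = 0.0450), and passed the threshold. On all 3 probes every sample labelled *B41* KO lay above every sample labelled *B41* HET (two-sided exact permutation test on the brightest probe, p = 0.1, the smallest p that 3 samples against 3 allow). The brightest probe stayed positive with each sample left out in turn, between 0.20 and 0.28, without passing the threshold. The dimmest probe lost its call with any 1 sample left out (adjusted p from 0.0714 to 0.134). It also lost it with the replicate number as a block (adjusted p = 0.0955) and with normexp background correction (log2 fold change 0.36). With the slide row as a block, which rests on 1 *B41* KO array, its log2 fold change was 0.70. The call held with each array shifted to its 75th percentile (adjusted p = 0.0429) and on the authors' processed values (adjusted p = 0.0412). It also held with a filter on dim probes (adjusted p = 0.0217), trend and robust variance (0.0234) and outlier spots kept (0.0451). The mean over the 3 probes rose by 0.39 (adjusted p = 0.0444), below the fold threshold. Over all alternatives, which differ in the probe that stands for *Cd22*, the adjusted p ranged from 0.0410 to 0.606. From the increase of *Cd22* together with its expression in young and aged microglia (Supplementary Fig. 7a), the paper hypothesizes that Bhlhe41 represses CD22 in young microglia.

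**Figure D3:**
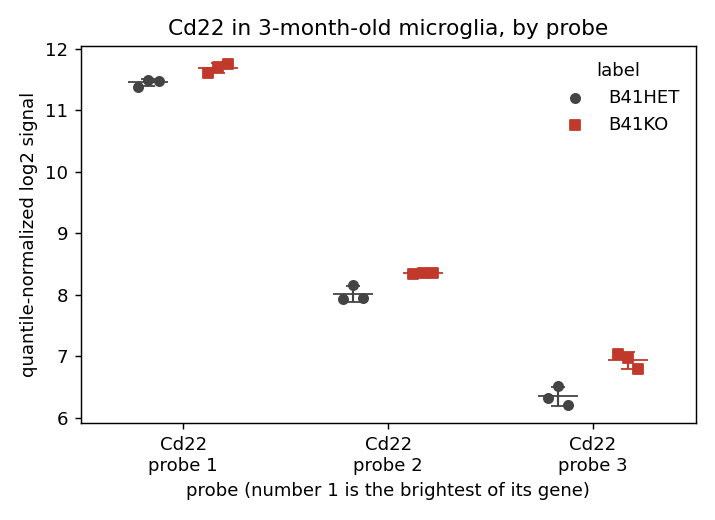
Quantile-normalized log2 signal of the 3 Cd22 probes in each sample, with circles for samples labelled B41HET and squares for samples labelled B41KO, and the mean with the SD of 3 samples. On each probe the 3 samples labelled B41KO lie above the 3 labelled B41HET, by log2 fold changes of 0.24, 0.34 and 0.59 from the brightest probe to the dimmest.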

In line with prior reports, we confirmed that CD22 expression in the mouse CNS was microglia-specific, being barely detectable in young microglia but prominent in aged populations (Supplementary Fig. 7a). This observation prompted us to hypothesize that Bhlhe41 represses CD22 expression in young microglia. Flow cytometric analysis validated this hypothesis, showing that CD22 was barely detected on both young and middle-aged (10–14 months) WT and *B41*^HET^ microglia (Fig. 5b). In contrast, CD22 was prematurely upregulated on young *B41*^KO^ microglia, and this upregulation was accelerated on middle-aged *B41*^KO^ microglia (Fig. 5b, Supplementary Fig. 7b). IF analysis confirmed that *B41*^KO^ microglia with dystrophic-like morphology exhibited CD22 upregulation (Fig. 5c). Further studies using *B41*^cKO^ mice corroborated an intrinsic effect of Bhlhe41 on CD22 suppression in microglia (Fig. 5d, e, Supplementary Fig. 7c). Nevertheless, CD22 expression was unaffected on *Bhlhe41*-deficient AM and B-1 cells (Supplementary Fig. 8), indicating microglia-specific CD22 suppression by Bhlhe41.

Considering inhibited Bhlhe41 expression in *Aurka*-deficient microglia, we further analyzed CD22 expression on *B41*^HET^*Aurka*^*fl/fl*^ microglia. Indeed, *Aurka* deficiency induced premature and progressive CD22 upregulation on young and middle-aged microglia (Fig. 5f). Given that CD22 upregulation on *B41*^HET^*Aurka*^*fl/fl*^ microglia might be affected by heterozygous deletion of *Bhlhe41*, we analyzed CD22 expression on *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ microglia. Consistently, CD22 upregulation was observed on rod-like *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ microglia (Fig. 5g). To further examine whether CD22 was upregulated on *Aurka-*deficient microglia that bypassed neonatal developmental deficits, we generated tamoxifen-inducible microglia-specific *Aurka* knockout model, *Cx3cr1*^*CreER/+*^*Aurka*^*fl/fl*^ (Fig. 5h). CD22 was upregulated upon tamoxifen-induced ablation of *Aurka* in adult microglia, despite a modest reduction in microglial numbers (Fig. 5i-j, Supplementary Fig. 9).

Bhlhe41 represses transcription through binding to the E-box motif *CACGTG*^19,20^. Notably, the promoters of human and murine *CD22* and *BHLHE41* contain the *CACGTG* motif (Fig. 5k). Therefore, we performed chromatin immunoprecipitation (ChIP)-qPCR analysis to determine whether Bhlhe41 is bound to the three sites, P1 in the *Cd22* promoter, and P2 and P3 in the *Bhlhe41* promoter (Fig. 5l). While a negative control DNA fragment located in intron 11 of *Cd22* was not enriched, ChIP-qPCR analysis revealed significant enrichment of P1, P2, and P3 in fragmented chromatin from purified microglia immunoprecipitated with anti-Bhlhe41 polyclonal antibody (Fig. 5m), indicating that Bhlhe41 directly binds to its own promoter and the *Cd22* promoter.

Taken together, Aurka and Bhlhe41 prevents premature aging-related CD22 upregulation in microglia.

### Bhlhe41 reverses Aurka-loss-induced CD22 and microglial deficits

To address whether *Aurka*-deficient microglial deficits was dependent on Bhlhe41, we generated *Bhlhe41* transgenic mice, *Rosa26*^*Bhlhe41-EYFP*^ (hereafter referred to as *R26*^*B41-EYFP*^). In *R26*^*B41-EYFP*^ mice, a *CAG* promoter-*loxP*-*PGK*-*Neo*-*6xSV40 pA*-*loxP*-Kozak-*Bhlhe41* CDS-*P2A*-*EYFP*-*WPRE*-*BGH pA* cassette was integrated into the *Rosa26* locus (Supplementary Fig. 10a). Upon Cre recombinase-mediated removal of the *loxP*-flanked DNA cassette, which prevents the expression of the downstream bicistronic sequences, Bhlhe41 and EYFP were independently co-expressed. WB analysis confirmed ectopic Bhlhe41 expression in microglia from microglia-specific *Bhlhe41* transgenic mice, *B41*^HET^*R26*^*B41-EYFP/+*^ (Supplementary Fig. 10b).

Ectopic Bhlhe41 expression mildly increased microglial numbers in the CA1 and CC of *B41*^HET^*R26*^*B41-EYFP/+*^ mice (Supplementary Fig. 11a). Of note, *B41*^HET^*R26*^*B41-EYFP/+*^ microglia displayed enlarged somas with thicker, shorter and more ramified processes, a typical hypertrophic morphology^24,41,42^ (Fig. 6a). Additionally, CD68, an activation marker of microglia, was induced in *Bhlhe41* transgenic microglia (Supplementary Fig. 11b). Using *R26*^*B41-EYFP*^ mice, we next rescued Bhlhe41 expression in *Aurka*-deficient microglia by generating *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice. In *Aurka*-deficient microglia, ectopic Bhlhe41 expression resulted in a morphology change from rod-like microglia to ramified microglia with long and branched processes (Fig. 6b). Collectively, these data reinforce the role of Bhlhe41 in maintaining microglial morphology and homeostasis and demonstrate that Bhlhe41 is sufficient to restore morphology deficits in *Aurka*-deficient microglia.

**Fig. 6:**
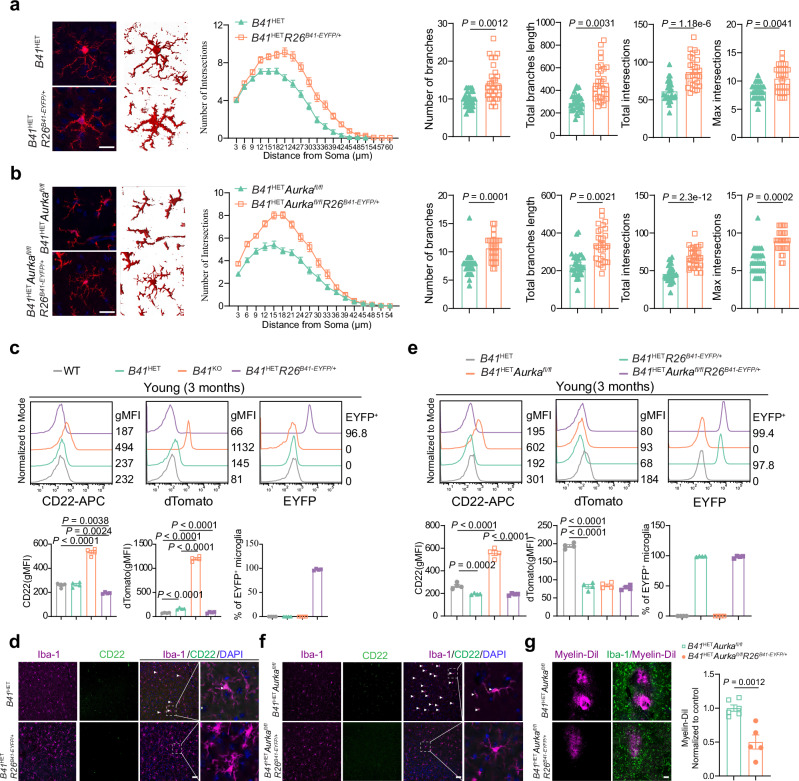
Ectopic Bhlhe41 expression induces hypertrophic microglia and reverses CD22 upregulation and phagocytic deficits in *Aurka*-deficient microglia. **a**, **b** Sholl analysis of microglial processes and branch intersections in **a** young *B41*^HET^ and *B41*^HET^*R26*^*B41-EYFP/+*^ mice (3-months-old) and **b** young *B41*^HET^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^ *R26*^*B41-EYFP/+*^ mice (3-months-old). *n* = 6 mice per genotype. Five microglia per mouse were quantified. **c**–**f** Flow cytometric analysis of CD22 and Bhlhe41 (dTomato^+^) expression in **c** young WT, *B41*^HET^, *B41*^KO^ and *B41*^HET^*R26*^*B41-EYFP/+*^ mice (3-months-old), **e** young *B41*^HET^, *B41*^HET^*R26*^*B41-EYFP/+*^, *B41*^HET^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice (3-months-old). Representative IF images of CD22 expression in microglia from **d** young *B41*^HET^ and *B41*^HET^*R26*^*B41-EYFP/+*^ mice (3-months-old), **f** young *B41*^HET^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice (3-months-old). *n* = 4 mice per genotype. Fluorescence intensity histograms are normalized to their respective modes. White arrows indicate areas of colocalization between CD22 and Iba-1, appearing as yellow. **g** Stereotaxic injection of 1 μL of myelin conjugated with Dil (Myelin-Dil, 20 mg/mL) into the cortex of male *B41*^HET^*Aurka*^*fl/fl*^ (3-months-old, n = 6 mice) and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice (3-months-old, *n* = 5 mice), followed by sacrifice 48 hours after injection for IF analysis of myelin clearance (Dil^+^). Data are presented as mean ± SEM. LMM for continuous data and negative binomial GLMM for count data (two-sided) were used, with repeated measures from the same mouse accounted for as a random effect and Bonferroni-corrected post hoc comparisons (**a**, **b**); one-way ANOVA with Bonferroni-corrected post hoc comparisons (**c**, **e**); dTomato data were log2-transformed prior to analysis (**c**, **e**); two-sided unpaired Student’s *t* test (**g**). Iba-1 (AF647, **d**, **f**), Myelin-Dil (**g**) shown in magenta, CD22 (AF555) shown in Green (pseudocolor). Scale bar for IF images in (**a**, **b**) is 10 μm, while the others are 50 μm. Source data are provided as a Source Data file.

*Bhlhe41* deficiency enhanced *Bhlhe41* promoter activity and CD22 expression (Figs. 1a and  5b–e). Hence, we investigated whether ectopic Bhlhe41 expression inhibited *Bhlhe41* promoter activity and CD22 expression. The gMFI of dTomato in *B41*^HET^*R26*^*B41-EYFP/+*^ microglia was decreased to background levels observed in WT microglia, supporting potential Bhlhe41 self-repression in microglia (Fig. 6c). In contrast to CD22 upregulation on *B41*^KO^ microglia, ectopic Bhlhe41 expression suppressed CD22 expression (Fig. 6c, d), corroborating that Bhlhe41 represses its own expression as well as CD22 expression in microglia.

To assess whether Aurka-mediated CD22 suppression was dependent on Bhlhe41, we analyzed *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ microglia. More than 97% of EYFP^+^ microglia from *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice corroborated the fact that *B41*^HET^*Aurka*^*fl/fl*^ microglia have undergone efficient DNA recombination (Fig. 6e). As expected, ectopic Bhlhe41 expression reversed CD22 upregulation on *Aurka*-deficient microglia (Fig. 6e, f), suggesting that Aurka suppresses CD22 expression on microglia through Bhlhe41.

To further investigate whether ectopic Bhlhe41 expression restored microglial phagocytic function in *Aurka*-deficient mice, we performed in vivo phagocytosis analysis by stereotactic injection of purified myelin conjugated with Dil (Myelin-Dil) into the cortex of *B41*^HET^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice. After 48 hours post injection, the injection site of *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^ mice displayed reduced accumulation of injected myelin (Dil^+^), suggesting that Aurka-mediated microglial phagocytosis is dependent on Bhlhe41 (Fig. 6g).

Altogether, these data demonstrate that Aurka maintains microglial morphology, phagocytic function and CD22 suppression through Bhlhe41.

### CD22 blockade restores CNS repair in *Bhlhe41*-deficient mice

To investigate whether phagocytic deficits in *Bhlhe41*- or *Aurka*- deficient microglia were ascribed to CD22 upregulation, we conducted in vivo phagocytosis by stereotaxic co-injection of Myelin-Dil with either an IgG isotype control or anti-CD22 blocking antibody into opposite brain hemispheres of the same *B41*^cKO^ or *B41*^HET^*Aurka*^*fl/fl*^ mice, respectively (Fig. 7a). After 48 hours post injection, CD22 blockade robustly reduced the accumulation of injected myelin (Dil^+^) in *B41*^cKO^ or *B41*^HET^*Aurka*^*fl/fl*^ mice (Fig. 7b, c), suggesting that phagocytic deficits in *Bhlhe41*- or *Aurka*-deficient microglia are dependent on CD22 upregulation.

**Fig. 7:**
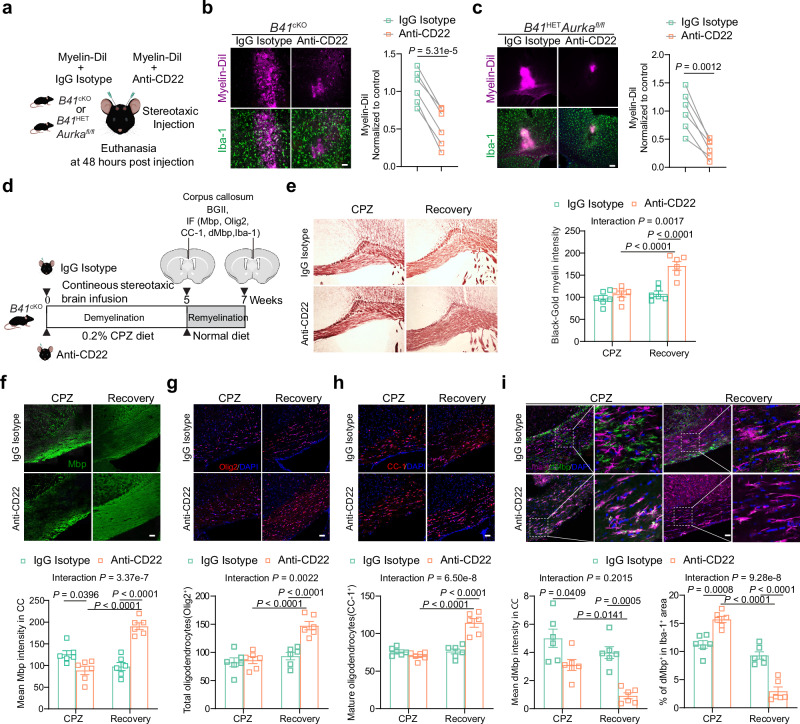
CD22 blockade rescues phagocytic function and remyelination in *Bhlhe41*-deficient mice. **a** Schematic representation of stereotaxic co-injection of 1 µL of Myelin-Dil (20 mg/mL) equally mixed with 1 µL of either an IgG isotype control (1 mg/mL) or anti-CD22 antibody (1 mg/mL) into opposite brain hemispheres of male *B41*^cKO^ or *B41*^HET^*Aurka*^*fl/fl*^ mice (3-months-old), respectively. **b**, **c** IF analysis of myelin clearance (Dil^+^) in the injection sites of **b** *B41*^cKO^ or **c** *B41*^HET^*Aurka*^*fl/fl*^ mice treated with either an IgG isotype control or anti-CD22 blocking antibody for 48 hours. *n* = 6 mice per group. **d** Schematic representation of long-term CD22 blockade in male *B41*^cKO^ mice in the CPZ-induced demyelination model. *B41*^cKO^ mice (3-months-old) underwent 7 weeks of continuous stereotaxic brain infusion of 2 µL of either an IgG isotype control (100 µg/mL) or anti-CD22 blocking antibody (100 µg/mL) every three days while being fed a 0.2% CPZ-enriched diet for 5 weeks, or followed by a CPZ-free normal diet for an additional 2 weeks. The CC of IgG isotype control- and anti-CD22-treated *B41*^cKO^ mice (*n* = 6 mice per group) from CPZ and Recovery groups were collected for the analyses for **e** BGII staining, and IF analysis of **f** Mbp, **g** pan-oligodendrocyte lineage cells (Olig2^+^) and **h** mature oligodendrocytes (CC-1^+^), and **i**) colocalization of dMbp with Iba-1. Data are presented as mean ± SEM. Two-sided paired Student’s *t* test (**b**, **c**); two-way ANOVA with Bonferroni-corrected post hoc comparisons (**e**, **f**, **i**). Negative binomial GLM with Bonferroni-corrected post hoc comparisons (two-sided, **g**); Poisson GLM with Bonferroni-corrected post hoc comparisons (two-sided, **h**). Created in BioRender. Zhao, Y. (2026) https://BioRender.com/osy77p2. Myelin-Dil (**b**, **c**) shown in magenta, Iba-1 (AF594, **i**) shown in magenta (pseudocolor). Scale bar for IF images:50 μm. Source data are provided as a Source Data file.

To further assess whether long-term CD22 inhibition restored remyelination in *Bhlhe41*-deficient mice, we stereotaxically infused either an IgG isotype control or anti-CD22 blocking antibody every three days into the brain of *B41*^cKO^ mice, which were meanwhile fed CPZ-enriched diet for 5 weeks, or followed by CPZ-free normal diet for an additional 2 weeks (Fig. 7d). During demyelination, BGII staining showed comparable overall demyelination between IgG- and anti-CD22-treated mice, although Mbp signal was slightly reduced, indicating that anti-CD22 did not significantly affect myelin loss (Fig. 7e, f). In contrast, during the recovery phase, anti-CD22 treatment markedly enhanced remyelination, as evidenced by increased BGII and Mbp staining and elevated numbers of mature oligodendrocytes (CC-1^+^), compared to IgG-treated controls (Fig. 7e–h). Colocalization analyses further revealed that anti-CD22 treatment enhanced microglia-mediated clearance of myelin debris (Fig.7i). Collectively, these results indicate that long-term CD22 blockade facilitates microglia-mediated clearance of myelin debris and promotes remyelination in Bhlhe41-deficient mice.

Taken together, CD22 blockade restores phagocytic function in *Bhlhe41*- and *Aurka*-deficient microglia and remyelination in *Bhlhe41*-deficient mice.

### Elevated *CD22* in human *PCDH9*^high^ microglia with low *BHLHE41*

To extend our studies from mouse to human microglia, we analyzed whether *BHLHE41* is specific to microglia in human CNS using public single-cell RNA sequencing (scRNA-seq) data from healthy white matter^43^. *BHLHE41* is highly expressed in human microglia, with lower expression levels observed in certain oligodendrocytes, neurons, and astrocytes (Fig. 8a, b). Additionally, co-expression of *BHLHE41* with microglia-specific genes (*P2RY12* and *TMEM119*) was observed in a small fraction of CAM (Fig. 8a). Furthermore, analysis of two independent scRNA-seq datasets from human fetal brains revealed high *BHLHE41* expression in fetal microglia (Supplementary Fig. 12)^44,45^. These findings suggest that *BHLHE41* is highly expressed in human CNS microglia starting early in development.

**Fig. 8:**
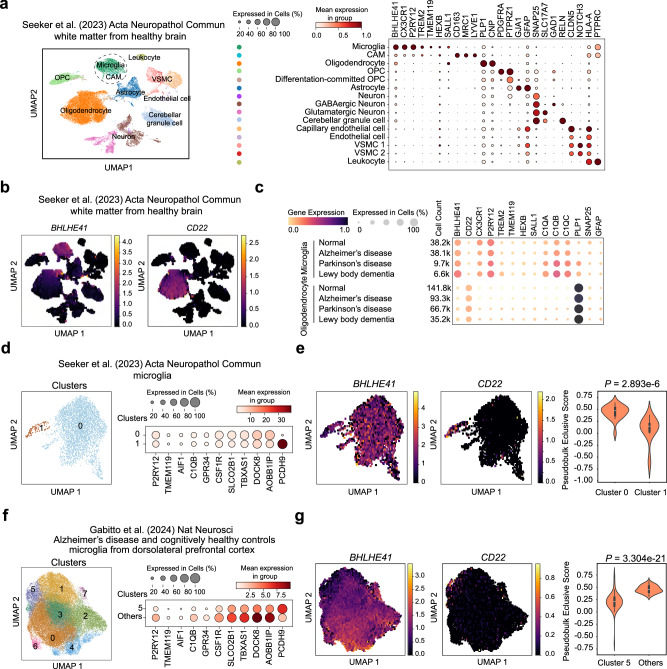
*CD22* upregulation in human *PCDH9*^high^ microglia subsets with *BHLHE41* downregulation. **a**, **b** Analysis of the expression pattern of *BHLHE41* and *CD22* in human CNS cells using single-cell RNA sequencing (scRNA-seq) data from healthy white matter. **a** The UMAP plot shows clusters of various cell types. The dot plot depicts the expression of *BHLHE41* and marker genes across various cell types. CAM, CNS-associated macrophages; OPC, oligodendrocytes progenitor cells; VSMC, Vascular smooth muscle cells. **b** The UMAP plot shows the expression pattern of *BHLHE41* and *CD22* in human CNS cells. **c** The dot plot showing the expression of *BHLHE41* and *CD22* in microglia and oligodendrocytes using scRNA-seq data from patients with neurodegenerative diseases and cognitively healthy controls. **d**–**g** human microglia subclusters in scRNA-seq data from **d**, **e** healthy white matter (*n* = 20 donors), and **f**, **g** the prefrontal cortex of patients with Alzheimer’s disease and cognitively healthy controls (*n* = 83 donors). **d**, **f** UMAP plots depict microglial subclusters, and dot plots illustrate the expression of microglial marker genes and *PCDH9* across microglial subsets. **e**, **g** UMAP plots visualize the expression pattern of *BHLHE41* and *CD22* in human microglial subclusters (left panel). Violin plots illustrate donor-level *BHLHE41-CD22* Tendency Scores computed using a pseudobulk approach (mean score per donor × cluster) (right panel). Positive values indicate bias toward *BHLHE41*, negative toward *CD22*, and values near zero indicate balanced expression. Two-sided Wilcoxon rank-sum test was used to compare the Tendency Score between two clusters (**e**, **g**).

Nevertheless, analysis of public scRNA-seq data from either healthy white matter^43^ or brains of patients with AD^46^, PD, and LBD^47^ showed that *CD22* is barely expressed in human microglia (Fig. 7b, c). Intriguingly, oligodendrocytes from both cognitively healthy subjects and patients with neurodegenerative diseases, which weakly express *BHLHE41*, exhibit high *CD22* expression (Fig. 7b, c). These data suggest an inverse expression pattern of *CD22* and *BHLHE41* in human microglia and oligodendrocytes.

To further refine the analysis of *BHLHE41* and *CD22* expression in microglia, we performed sub-cluster analysis of 3690 microglia from healthy white matter^43^. A *PCDH9*^high^ microglia sub-population, which express multiple microglia marker genes *APBB1IP*^48^, *TBXAS1*^49^, *SLCO2B1*^50^, *DOCK8*^51^, *CSF1R* and *P2RY12*^52^, exhibits decreased *BHLHE41* expression but upregulated *CD22* expression (Fig. 8d, e, Supplementary Fig. 13a). Given that oligodendrocytes also highly express *PCDH9* and *CD22* (Supplementary Fig. 13a), we further validated this finding using independent scRNA-seq data from the dorsolateral prefrontal cortex of patients with AD and cognitively healthy subjects, which covers 40754 microglia (Supplementary Fig. 13b, c). Consistently, the sub-cluster analysis identified *PCDH9*^high^ microglia sub-population, in which *BHLHE41* is downregulated while *CD22* is upregulated, independent of health condition (Fig. 8f, g, Supplementary Fig. 13d).

Taken together, *BHLHE41* is downregulated in human *PCDH9*^high^ microglia subsets with *CD22* upregulation.

## Discussion

Here, we identified Bhlhe41, as a microglia-enriched transcription repressor in the mouse CNS, subject to negative autoregulation and was inhibited by *Aurka* deficiency. Aurka-Bhlhe41 axis in young mice maintained microglial function and responses to remyelination through inhibiting premature and progressive CD22 upregulation. Furthermore, we showed that a conserved expression pattern of *CD22* upregulation with *BHLHE41* downregulation in human *PCDH9*^high^ microglia subsets.

With aging, microglial dysfunction is ascribed to CNS remyelination failure and neurodegeneration^2,7^. We identified that *Aurka* or *Bhlhe41*-deficient young microglia displayed aging-like phenotypes, including microglial dystrophy and phagocytic deficits, and progressive CD22 upregulation, the latter of which is restricted to aging microglia^16^. Thus, the significance of this study lies in the identification of Aurka-Bhlhe41 as a safeguard that counteracts premature aging-like microglial dysfunction and remyelination impairment. Furthermore, we demonstrated that ectopic Bhlhe41 expression led to hypertrophic morphology and the expression of the activation marker CD68. These findings suggest that Bhlhe41 functions as a negative feedback mechanism, limiting excessive microglial phagocytosis while maintaining the phagocytic function.

The conserved high expression pattern of BHLHE41 in human and mouse microglia across different developmental stages suggests its potential role in regulating human microglial phagocytosis through suppressing CD22. We and others identified that *CD22*, inhibited by Bhlhe41 in mouse microglia, is almost specifically expressed by oligodendrocytes but not microglia in human CNS^53^. This discrepancy supports the notion of divergent microglial phenotypes across species. Nevertheless, this discrepancy may be explained by a more pronounced CD22 suppression by BHLHE41 in human microglia. Despite this, we observed *CD22* upregulation in human *PCDH9*^high^ microglial sub-population with decreased expression of *BHLHE41*. A previous study reports that human *PCDH9*^high^ microglial sub-population might be associated with myelination, but its function remains unknown^54^. Further studies are warranted to expand this analysis to more neurological diseases and elucidate its function. It is noteworthy that distinguishing between microglia-derived surface CD22 and oligodendrocyte-derived soluble CD22 bound to human microglia is necessary^53^.

Mutations in BHLHE41, e.g P384R and Y362H are associated with shorter sleep length and decrease sleep length of transgenic mice expressing P384R-BHLHE41 or Y362H-BHLHE41^17,55,56^. Unlike microglia-enriched Bhlhe41 expression in the mouse CNS, BHLHE41 is also expressed in human oligodendrocytes and neurons, supporting that mutated BHLHE41 in non-microglia cells from CNS may contribute to shorter sleep duration^55,57–59^. Of note, transgenic mice expressing P384R-BHLHE41 exhibit longer wakefulness upon knockout of *Bhlhe41*, suggesting that *Bhlhe41*-deficient microglia promote longer wakefulness caused by P384R-BHLHE41. Recent findings identify an association of microglial phagocytosis with sleep and prolonged sleep duration by microglia depletion^60–65^. Hence, it is worth exploring the function of P384R-BHLHE41 in regulating microglial identity and its association with sleep duration. Additionally, whether mutations in BHLHE41 are associated with neurodegeneration and neurodegenerative diseases need to be further elucidated.

An intriguing and unexpected finding in this study is that the mitotic kinase Aurka maintains Bhlhe41expression in microglia. In addition to regulate mitosis during the phase of G2 to M transition, Aurka also acts as a non-mitotic regulator in controlling multiple cellular events such as neurite extension in post-mitotic neurons and primary cilium disassembly at G0/G1 phase^27,28,66,67^. Here, we have shown impaired mitosis in *Aurka*-deficient infant microglia, suggesting that Aurka regulates microglia development in a mitotic kinase-dependent manner. Nevertheless, the molecular mechanism by which Bhlhe41 is controlled by Aurka is still unknown. Given that Bhlhe41 expression remains unchanged in *Aurkb*-deficient microglia, we speculate that Aurka might regulate Bhlhe41 expression in a mitosis-independent manner.

Our findings define an Aurka–Bhlhe41 axis that is crucial for safeguarding young microglial function and promoting myelin repair, yet several limitations highlight important directions for future work. First, while our loss- and gain-of-function studies together with ChIP–qPCR strongly support that Bhlhe41 represses the activity of self- and CD22 promoters, direct mechanistic confirmation, such as promoter–luciferase reporter assays demonstrating transcriptional repression, remains to be established. Second, although CD22 expression in the mouse CNS is largely restricted to microglia, we cannot fully exclude potential contributions from other CD22-expressing cells, such as peripheral B cells, during CD22 blockade in the cuprizone-induced demyelination model. Our intracerebral CD22 blockade targets the local CNS compartment, but a microglia-specific CD22 deletion model will be required to definitively rule out systemic or off-target effects. Third, our work focused on the CPZ-induced demyelination model in young mice. However, whether Bhlhe41 regulates CNS remyelination under physiological aging conditions remains unknown and represents an important future direction. Finally, although we identified a subset of *PCDH9*⁺ human microglia expressing *CD22*, validating the presence and functional relevance of this population in human brain tissue or in neurodegenerative disease contexts will be essential for translating these findings to human biology.

In summary, these findings reveal that the Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and remyelination impairment by inhibiting progressive CD22 upregulation. These findings offer insights into potential therapeutic strategies to combat age-related neurodegeneration and CNS functional decline.

## Methods

### Mice

*Cx3cr1*^*Cre*^ mice (Stock ID: 025524, JAX) and *Cx3cr1*^*CreER*^ mice (Stock ID: 021160, JAX) were obtained from the Jackson Laboratory. *Bhlhe41*^*dTomato-Cre/+*^ (referred to as *B41*^HET^) and *Aurka*^*fl/fl*^ mice were generated as previously reported^21,29^. *Bhlhe41*^*fl/fl*^, *Aurkb*^*fl/fl*^, and *Rosa26*^*Bhlhe41-EYFP/+*^ (referred to as *R26*^*B41-EYFP/+*^) mice were generated by Cyagen Biosciences Inc. using CRISPR-Cas9 technology. To generate *Bhlhe41*^*fl/+*^ mice, a targeting vector with homologous arms and a 2.4 kb genomic region containing the entire *Bhlhe41* coding sequence flanked by *loxP* sites was constructed by PCR using BAC clone RP23-133A9 as the template. To generate *Aurkb*^*fl/+*^mice, a targeting vector with homologous arms and exons 2-6 flanked by *loxP* sites was constructed by PCR using BAC clone RP24-281K2 as the template. To generate *Bhlhe41* transgenic mice, *R26*^*B41-EYFP/+*^, a targeting vector with homologous arms and a *CAG* promoter-*loxP*-*PGK*-*Neo*-*6xSV40 pA*-*loxP*-Kozak-*Bhlhe41* CDS-*P2A*-*EYFP*-*WPRE*-*BGH pA* cassette was integrated into the intron 1 of *Rosa26* locus. Mice production was performed by co-injection of ribonucleoprotein complexes and the targeting vector into fertilized eggs. Primers for in-house generated mouse genotyping were designed in-house, synthesized by Sangon Biotech and listed in Supplementary Table 1. In-house generated mice in this study are available upon request.

*Bhlhe41*^*fl/fl*^ mice were crossed with *Cx3cr1*^*Cre*^ mice for generating microglia-specific *Bhlhe41* knockout mice *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/fl*^ mice (referred to as *B41*^cKO^). *Aurka*^*fl/fl*^ mice were crossed with *B41*^HET^, *Cx3cr1*^*Cre*^, or *Cx3cr1*^*CreER*^ to generate microglia-specific *Aurka* knockout mice, *B41*^HET^*Aurka*^*fl/fl*^, *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ and *Cx3cr1*^*CreER/+*^*Aurka*^*fl/fl*^. *R26*^*B41-EYFP/+*^ mice were crossed with *B41*^HET^, or *B41*^HET^*Aurka*^*fl/+*^ mice to generate *B41*^HET^*R26*^*B41-EYFP/+*^ and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^mice. *Aurkb*^*fl/fl*^ mice were crossed with *B41*^HET^ mice to generate microglia-specific *Aurkb* knockout mice *B41*^HET^*Aurkb*^*fl/fl*^. To avoid germline recombination, only female *Bhlhe41*^*dTomato-Cre*^ mice or female offspring carrying the Cre allele were used for breeding with floxed mice. Wildtype (WT), *Cx3cr1*^*Cre/+*^, *B41*^HET^, *Cx3cr1*^*Cre/+*^*Bhlhe41*^*fl/+*^ (referred to as *B41*^cHET^), *B41*^HET^*Aurka*^*fl/+*^, *Cx3cr1*^*Cre/+*^*Aurka*^*fl/+*^, *Cx3cr1*^*CreER/+*^*Aurka*^*fl/+*^, *or B41*^HET^*Aurkb*^*fl/+*^ littermates were used as control mice. *Cx3cr1*^*CreER/+*^*Aurka*^*fl/fl*^ mice were injected with tamoxifen (TAM, 75 mg/kg) for five consecutive days at 3 months and 6 months of age, respectively.

All mice were maintained on the C57BL/6 genetic background and maintained in a specific pathogen-free (SPF) conditions in plastic cages (22 ± 2 °C; 50 ± 10% humidity; 12-h light/dark cycle) with ad libitum access to food and water. Sex-matched mice of different genotypes were used in all experiments, except for cuprizone-induced demyelination and in vivo phagocytosis assays, which were performed exclusively in male mice to minimize biological variability. Age of mice used in each experiment is specified in figure legends. All mouse experiments were performed in accordance with the guidelines and regulations of Xuzhou Medical University and were approved by the Animal Experimental Ethics Committee of Xuzhou Medical University (Approval no: 202211S011).

### Cuprizone-induced demyelination model

For the cuprizone (CPZ)-induced demyelination model, male WT and *B41*^cKO^ littermates, or *Cx3cr1*^*Cre/+*^*Aurka*^*+/+*^ and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ littermates, were fed regular chow mixed with 0.2% CPZ (Sigma, Cat: 14690) for 5 weeks to induce demyelination (denoted as the CPZ group), or followed by a CPZ-free normal diet for an additional 2 weeks to induce remyelination (denoted as the Recovery group). Mice fed a CPZ-free normal diet were sacrificed as the control group and sacrificed at the end of the experiment. The corpus callosum (CC), identified as the white matter tract between the lateral ventricles in coronal brain sections, was analyzed for myelination by immunofluorescence analysis of intact (Mbp^+^) and degraded (dMbp^+^) myelin, Black Gold II (BGII) staining of intact myelin, and electron microscopy assessment of myelinated and unmyelinated axons. For Mbp and BGII staining, myelin density was quantified as the total staining intensity within the CC. Myelin debris was defined as the dMbp^+^ immunostained area above background threshold and expressed as a percentage of the total CC area. Microglial engulfment of myelin debris was assessed by quantifying the area of dMbp^+^ signal colocalized within Iba-1^+^ microglia. Three sections containing the CC per mouse were analyzed. For immunofluorescence quantifications, two non-overlapping fields of view (FOV) were acquired per section at identical settings. Values from multiple FOV were averaged to generate a single value per mouse, which was used for statistical analysis. All image acquisition and quantifications were performed in a blinded manner.

### In vitro phagocytosis assay

For in vitro phagocytosis assays, microglia were enriched from the brain of WT and *B41*^cKO^ mice by 40% Percoll. Enriched microglia were seeded in duplicated 96-well plates (1 × 10^5^ cells per well) and in vitro cultured in RPMI 1640 complete medium containing 10% FBS and 200 μg/mL *E.coli* Bioparticles conjugated with pHrodo Green (ThermoFisher Scientific, Cat: P35366). One plate was cultured at 37 °C and the other plate at 4 °C as a negative control. After one hour, enriched microglia were washed with pre-cold phosphate buffer solution (PBS) and stained with antibodies for microglial surface markers. Microglial phagocytosis was assessed by flow cytometric analysis of pHrodo Green^+^ microglia by pre-gating live microglia (CD45^lo^CD11b^+^Cx3cr1^+^).

### In vivo phagocytosis assays

In vivo phagocytosis assays were performed by stereotaxic injection of phagocytic target material, Zymosan A conjugated with Alexa fluor 488 (Zymosan-AF488, ThermoFisher Scientific, Cat: Z23373) or myelin conjugated with Dil (Myelin-Dil) into the indicated mice using a stereotaxic apparatus (RWD Life Science, Cat: 68507).

For the preparation of Myelin-Dil, CNS myelin was isolated as previously described^68,69^. Briefly, crude brain homogenates from WT mice underwent sucrose density gradient ultracentrifugation and hypoosmotic shocks in hypotonic buffers and low-speed centrifugation to remove myelin sheaths from axons, followed by repeated sucrose density gradient ultracentrifugation. Myelin was quantified by the BCA Protein Assay Kit (Beyotime Biotechnology, Cat: P0012). Next, purified myelin pellets were conjugated with Dil by incubation of 10 mg of myelin with 5 µg/mL Dil (Yuanye, Cat: S25170) in PBS for 10 min at room temperature, followed by washing with PBS three times and centrifugation to remove free dye.

For the in vivo analysis of microglial phagocytosis in *Bhlhe41-* or *Aurka*-deficient mice, 2 µL of Zymosan-AF488 (2 mg/mL) was stereotactically injected into male WT and *B41*^cKO^ littermates, or male *Cx3cr1*^*Cre/+*^*Aurka*^*+/+*^ and *Cx3cr1*^*Cre/+*^*Aurka*^*fl/fl*^ littermates. For the in vivo phagocytosis analysis of *Aurka*-deficient microglia with Bhlhe41 overexpression, 1 µL of Myelin-Dil was stereotactically injected into male *B41*^HET^*Aurka*^*fl/fl*^ and *B41*^HET^*Aurka*^*fl/fl*^*R26*^*B41-EYFP/+*^mice. For in vivo phagocytosis assays by CD22 blockade, 1 µL of Myelin-Dil (20 mg/mL) pre-mixed with 1 µL either an IgG isotype control (1 mg/mL) or anti-CD22 antibody (1 mg/mL) were injected into opposite brain hemispheres of male *B41*^cKO^ or *B41*^HET^*Aurka*^*fl/fl*^ mice, respectively.

Briefly, mice pre-anesthetized with pentobarbital sodium (90 mg/kg body weight) were positioned on a stereotactic apparatus. Subsequently, the skulls were exposed with a hole drilled at the injection site using aseptic technique. The phagocytic target solution, or the antibody–phagocytic target solution was injected into the cerebral cortex of the mice through a micro-syringe pump (Quintessential Injector, Stoelting, Cat: 53311) at ±2 mm lateral, 0 mm anterior–posterior, and −1.5 mm deep relative to the bregma at a rate of 200 nL/min. The needle was slowly withdrawn after remaining in place for an additional 10 min to allow for diffusion. For flow cytometric analysis of phagocytic microglia, mice were sacrificed and transcardially perfused with PBS after 5 hours, followed by flow cytometric analysis of 40% Percoll-enriched microglia from the entire brain. For IF analysis of the clearance of phagocytic target material, mice were euthanized after 48 hours and were transcardially perfused with 4% paraformaldehyde (PFA). The entire injection site was sectioned at 40 μm in thickness using vibrating microtome (Leica, Cat: VT100S). The entire injection site was sectioned using vibrating microtome for IF analysis. Six to eight consecutive sections, separated by 40 µm, were then quantified to determine the overall target clearance over the injection site. All quantitative analyses were performed in a double-blind analysis, during which sections without significant Iba-1^+^ microgliosis at the injection site margin were excluded. Each dot represents an average fluorescence intensity of at least six consecutive slides from one mouse.

### In vivo BrdU assay analysis

Infant WT, *B41*^HET^*Aurka*^*fl/+*^ and *B41*^HET^*Aurka*^*fl/fl*^ mice (P10) were intraperitoneally injected with 100 µL of BrdU solution (10 mg/mL, Bestbio, Cat: BB-4261) once every 12 h for 3 consecutive days. Eight hours post last injection, mice were sacrificed for the analysis of microglial proliferation.

### Immunofluorescence analysis

Mice pre-anesthetized with pentobarbital sodium were perfused with 4% PFA. Brains were dissected out and post-fixed in 4% PFA overnight, followed by treatment with 30% sucrose for 48 hours. Next, brains were sectioned at 20 μm in thickness using freezing microtome (Leica, Cat: CM1950). Sections were blocked with 10% goat serum, 1% bovine serum albumin (BSA), 0.3% Triton-X in PBS for 1 hour at room temperature before applying the primary antibody mix diluted in blocking buffer overnight at 4 °C. To assay Bhlhe41 expression in CNS, sections were labeled with mouse Anti-NeuN (1:100, Millipore, Cat: MAB377), mouse anti-Gfap (1:200, Biolegend, Cat: 644702) and rabbit anti-Olig2 (1:500, Proteintech, Cat: 13999-1-AP). To examine microglial morphology and numbers, sections were stained with rabbit anti-Iba-1 (1:500, Wako, Cat: 019-19741). To further characterize microglia, sections were labeled with goat anti-dTomato (1:100, Biorbyt, Cat: orb182397) or rabbit anti-RFP (1:200, Rockland, Cat: 600-401-379S), rat anti-CD206 (1:200, Bio-Rad, Cat: MCA2235), rat anti-BrdU (1:400, Abcam, Cat: ab6326), mouse anti-phospho-Histone H3(Ser10) (1:200, Cell Signaling Technology, Cat: 9706S), rat anti-CD68 (1:500, Abcam, Cat: ab53444,) and mouse anti-CD22 (1:500, Abcam, Cat: ab181771). For the analysis of brains from mice following cuprizone-induced demyelination, sections were stained with rat anti-Mbp (1:1000, Abcam, Cat: ab7349), mouse anti-APC (1:100, CC-1, Merck, Cat: OP80), rabbit anti-degraded myelin basic protein antibody (1:2000, Merck, Cat: AB5864) and rabbit anti-Olig2 (1:500, Proteintech, Cat: 13999-1-AP). Sections were stained overnight and then washed five times at room temperature. Next, sections were stained with matched AF488 (1:500, ThermoFisher Scientific, Cat: A-21206/A-11006), AF555 (1:500, ThermoFisher Scientific, Cat: A-31572/A-21422), AF647 (1:500, ThermoFisher Scientific, Cat: A-32733)-conjugated secondary antibody for 2 hours at room temperature. TUNEL staining was performed according to manufacturer’s instructions (Roche, Cat: 12156792910) after incubation with secondary antibodies. Following washing five times, sections were mounted with DAPI mounting medium (Abcam, Cat: ab104139) and fluorescent images were acquired using a confocal laser-scanning microscope (Zeiss LSM710 and Leica STELLARIS 5) and processed with ZEISS ZEN (v3.9) and Leica Application Suite X (v4.6.1), respectively.

### Long-term CD22 blockade assay

Mice pre-anesthetized with pentobarbital sodium were positioned in a stereotaxic device. To continuously inject antibodies into the lateral ventricle, a guide cannula (RWD Life Science, Cat: 62003) was implanted at +1 mm lateral, −0.3 mm anterior–posterior, and −3 mm deep relative to bregma. The guide cannula and anchoring screws were fixed with dental cement and capped by a threaded plastic cap (RWD Life Science, Cat: 62102) to prevent clogging. After surgery, mice received antibiotic treatment (Penicillin V potassium, 200 U/g, Solarbio, Cat: p7480) and were allocated a recovery period of one week. Then the mice were given 2 µL of anti-CD22 antibody (100 µg/mL, BioXCell, Cat: BE0011) or IgG isotype control antibody (100 µg/mL, BioXCell, Cat: BE0083) every 3 days for 7 weeks, using an injector cannula (RWD Life Science, Cat: 62203) connected to the guide cannula, while being fed a 0.2% CPZ-enriched diet for 5 weeks followed by a CPZ-free normal diet for an additional 2 weeks.

### Transmission electron microscopy

Mice from CPZ-induced demyelination model were deeply anesthetized using sodium pentobarbital and subsequently transcardially perfused with PBS to remove blood, followed by perfusion with EM fixative (Cat: G1102-100 mL, Servicebio). The central region of the CC was dissected (1 mm in thickness), promptly fixed in EM fixative and washed with PBS. Post-fixation was conducted using 1% osmium tetroxide for two hours. The tissue was subsequently rinsed with double-distilled water and dehydrated through a graded series of ethanol and acetone. The samples were then infiltrated with varying concentrations of epoxy resin and polymerized sequentially at 37 °C for 24 hours, 45 °C for 24 hours, and finally at 60°C for 24 hours. Ultrathin sections with a thickness of 80 nm were prepared and treated with uranyl acetate and lead citrate before being examined using a transmission electron microscope (TEM, Hitachi HT7800) and processed with the Hitachi TEM system. TEM images of the CC were used to identify myelinated axons, defined by the presence of intact multilamellar myelin sheaths, and unmyelinated axons, including axons with unstructured myelin exhibiting lamellar splitting, disintegration or vacuolar formation^70^. For each mouse, three non-overlapping FOV per section were analyzed at identical magnification. The numbers of myelinated and unmyelinated axons were manually counted, averaged per mouse and used to assess demyelination and remyelination.

### Flow cytometric analysis

Prior to flow cytometric analysis, cell suspensions were made from yolk sac, brain, spinal cord, bronchoalveolar lavage fluid (BALF) and peritoneal cavity. Briefly, whole brains from embryos, newborn and adult mice were minced and mechanically dissociated by gentle homogenization, followed by suspension in 40% Percoll and centrifugation at 800 × *g* for 30 minutes at room temperature. Yolk sac from embryos were minced and incubated with 0.5 mg/mL Collagenase IV (ThermoFisher Scientific, Cat: 17104019) in RPMI 1640 medium with 1% FBS for one hour. BALF were collected by inserting a canula into the trachea following opening the chest cavity. 1 mL of pre-chilled PBS with 2 mM EDTA was used to flush the lung three times. Cell pellets were collected and washed using PBS with 1% FBS and 2 mM EDTA and filtered through 70 μm mesh prior to labeling for flow cytometric analysis. Data were acquired on BD FACSAria III using BD FACS DIVA software (v9).

For the surface staining, Anti-CD16/CD32 antibody was used as Fc blocker, while Zombie Aqua™ Fixable Viability Dye (FVD, Biolegend, Cat: 423102) was used to label dead cells. The following markers were used for cell identification: yolk sac myeloid cells (FVD^-^CD45^+^CD11b^+^Cx3cr1^+^), microglia (FVD^−^^-^CD45^lo^Cx3cr1^+^CD11b^+^), alveolar macrophage (FVD^-^SSC^hi^CD45^+^CD11b^lo^CD11c^+^CD24^−^) and peritoneal B-1 cells (FVD^-^CD45^+^CD19^+^B220^lo^). For the analysis of CD22 expression, microglia from the brains of young mice (2–4 months) and middle-aged mice (10–14 months) of different genotypes were enriched by 40% Percoll and labeled with antibodies for microglia markers and APC anti-mouse CD22 Antibody (clone OX-97, BioLegend, Cat: 126110), or matching APC Rat IgG1, κ Isotype Ctrl Antibody (BioLegend, Cat: 400411). For the validation of CD22 expression, InVivoMab anti-mouse CD22 Antibody (clone Cy34.1, BioXcell, Cat: BE0011) were in-house labeled with PacBlue succinimidyl ester (AAT, Cat: 570) according to the instructions by the manufacturers. Excess PacBlue dye was removed using Bio-Spin P-6 gel desalting column (Bio-Rad, Cat: 7326227). Flow cytometric data were analyzed using Flowjo (v10.8.1). For visualization in histogram overlays, fluorescence intensity data were normalized to the mode of each distribution to standardize peak heights, thereby enabling direct visual comparison of expression distribution shapes across samples independent of cell count.

### Western blot

For the analysis of *Bhlhe41* and *Aurka* expression, microglia were purified by flow cytometric sorting of FVD^-^CD45^lo^Cx3cr1^+^CD11b^+^ cells on FACSAria III (BD Biosciences). For the validation of *R26*^*B41-EYFP*^ mice, primary microglia from adult WT, *B41*^KO^ and *B41*^HET^*R26*^*B41-EYFP/+*^ mice were purified by flow cytometric sorting. Purified cells were lysed with RIPA lysis buffer with Protease and phosphatase inhibitor cocktail (Beyotime Biotechnology, Cat: P1045). The supernatant was collected after centrifugation at 12,000 × *g* for 5 minutes. The protein concentration of the supernatant was assayed using BCA protein assay kit (Beyotime Biotechnology, Cat: P0012S). Equal amounts of protein from each group were mixed with 5× loading buffer and heated at 95 °C for 5 minutes prior to loading onto the SDS-PAGE gel. The separated proteins were then transferred to a nitrocellulose membrane, which was blocked with 5% BSA at room temperature for 2 hours and stained with rabbit anti-Bhlhe41 polyclonal Antibody (1:1000, Proteintech, Cat: 12688-1-AP), anti-β-actin (1:50000, Proteintech, Cat: 66009-1), rabbit anti-Aurka polyclonal Antibody (1:1000, Novus, Cat: NBP-1-51843) and Anti-GAPDH (1:5000, Sangon Biotech, Cat: D190090) at 4 °C for overnight. The membranes were washed three times (5 min each) by Tris-buffered saline with Tween 20 (TBST) and stained with Goat Anti-Mouse/Rabbit lgG Dylight 800 (1:10000, Abbkin, Cat: A23910/A23920) at room temperature for 2 hours. The membranes were scanned using a Western blot imaging system (Odyssey CLXL1-CDR). Image acquisition was performed using Image Studio (V5.5). Band intensities were quantified using ImageJ (v1.54).

### Histological analysis

BGII myelin staining was used to assess myelination in the corpus callosum of mice subjected to the CPZ-induced demyelination model. Briefly, coronal brain sections (20 μm) were cut on a Leica CM1950 cryostat, mounted on gelatin-coated slides and oven-dried at 60 °C for 30 minutes. Sections were rehydrated in deionized water (2 minutes), stained in pre-heated BGII solution (Biosensis, Cat. BSS-TR-100-BG) at 60 °C for 12 minutes, rinsed in deionized water (3 × 5 minutes) and immersed in stop solution (2 minutes). Samples were dehydrated in graded ethanol (70%, 95% and 100%, each for 3 minutes), cleared in xylene (3 minutes) and coverslipped with neutral balsam mounting medium. Myelinated fibers were imaged by brightfield microscopy. Quantification of myelinated fibers was performed by measuring optical density in the CC using ImageJ.

### GEM analysis

Microglia were purified by flow cytometric sorting of FVD^-^CD45^lo^Cx3cr1^+^CD11b^+^ cells from 40% percoll-enriched cells from the brains of young *B41*^HET^ and *B41*^KO^ mice (10−15 mice per sample). Total RNA was extracted using a miRneasy Mini Kit (Qiagen, Cat: 217084) and quantified with NanoDrop 2000 Spectrophotometer (ThermoFisher Scientific). The cRNA was prepared using a LowInput QuickAmp Labeling Kit (Agilent, Cat: 5190-2305). GEM analysis was performed using SurePrint G3 Mouse Gene Expression v2 8x60K Microarray (Agilent, Cat: G4852B). The GEM data was quantile normalized, and the differential expression analysis was performed using R package *Limma* (v3.54.2)^71^. In-house generated GEM data was compared with public bulk RNA sequencing data from *Bhlhe40*/*Bhlhe41* double knockout microglia. Shared differentially expressed genes were defined as genes with an absolute fold-change (logFC) ≥ 0.5 and an adjusted *P* value ≤ 0.05.

### ChIP coupled with qPCR (ChIP-qPCR)

Putative BHLHE41-binding sites in the promoters of human and mouse *BHLHE41* and *CD22*, which were retrieved from UCSC Genome Browser, were identified using JASPAR database. For the validation of putative Bhlhe41-binding sites, ChIP coupled with qPCR (ChIP-qPCR) analysis was performed with microglia enriched by 40% Percoll from WT mice using a ChIP Assay Kit (Beyotime, Cat: P2078). Briefly, enriched microglia were fixed with 1% PFA for 10 min before quenching with 1× glycine solution for 5 min. The nuclei were isolated using 1× SDS lysis buffer with 1× PMSF protease inhibitor and sonicated on ultrasonic homogenizer to result in chromatin fragments ranging from 200 bp to 800 bp. 1% of total chromatin fragments were preserved as Input DNA for qPCR analysis. chromatin fragments were blocked with salmon sperm DNA and immunoprecipitated using 2 μg of rabbit anti-Bhlhe41 polyclonal antibody (Proteintech, Cat: 12688-1-AP) or rabbit IgG (Sangon Biotech, Cat: D110502) overnight at 4 °C. Protein-DNA complexes bound to Protein A/G agarose were washed, and the crude DNA was used for qPCR analysis. Enrichment of the putative Bhlhe41-binding sites in the promoters of *Bhlhe41* and *CD22*, as well as negative control regions was analyzed by qPCR analysis using Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Cat: Q712) on a LightCycler 480 (Roche). The specific qPCR primers were designed in-house, synthesized by Sangon Biotech and are shown in Supplementary Table 2. All IP signals were normalized relative to the signal from the input chromatin.

### scRNA-seq data analysis

For the analysis of *BHLHE41* expression in microglia and oligodendrocytes from human post-mortem white matter^43^, the dorsolateral prefrontal cortex from patients with AD^46^, the substantia nigra pars compacta from patients with PD and LBD^47^, and fetal cerebellum^44,45^, dot plots were generated using Cellxgene platform (https://cellxgene.cziscience.com/gene-expression)^72^. For the analysis of *BHLHE41* and marker genes of microglia and oligodendrocytes from patients with AD, UMAP plots were generated by Cellxgene (https://cellxgene.cziscience.com/e/100c6145-7b0e-4ba6-81c1-ffebed0d1ac4.cxg/)^46^.

The scRNA-seq data from human post-mortem white matter and the dorsolateral prefrontal cortex from patients with AD were retrieved from Cellxgene^43,46^.The public scRNA-seq data were preprocessed and normalized using the ln(CPTT + 1) transformation of raw counts, where CPTT is Counts Per Ten Thousand^72^. Cells with more than 10% mitochondrial genes and fewer than 200 detected genes per cell were removed. Genes expressed in fewer than three cells were excluded before identifying the top 2000 variable genes in the dataset.

For the analysis of scRNA-seq data from human post-mortem white matter from healthy brains (*n* = 20 donors)^43^, two rounds of clustering were performed. In the first round, all cell types from the white matter were included to study the distribution of genes of interest across different cell types. In the second round, microglia were subclustered with a resolution of 0.05. For the analysis of scRNA-seq data from microglia from patients with AD (*n* = 83 donors)^46^, non-microglia contaminants characterized by high expression of *LYVE1*, *MRC1*, and *CD163* (cluster 13), *SKAP1* and *ETS1* (cluster 15), and *FCN1*, *VCAN*, and *FGR* (cluster 16) were removed prior to sub-cluster analysis. Microglial sub-cluster analysis was performed with a resolution of 0.4. The mean expression of genes of interest was visualized using dot plots and UMAP plots. A *BHLHE41*-*CD22* Tendency Score was calculated for each cell as the log-transformed expression of *BHLHE41* minus that of *CD22*. Positive values indicated a bias toward *BHLHE41* expression, negative values toward *CD22*, and values near zero reflected balanced expression. Donor-level pseudobulk scores were obtained by averaging the tendency score across all cells within each donor × cluster combination. For comparisons between two clusters, donor-level scores were tested using a two-sided Wilcoxon rank-sum test. The scRNA-seq data analysis was performed using the Scanpy v1.11.5 package in Python (v3.12)^73^.

### Statistical analysis

Statistical analyses were performed using R (v4.2.2) with the following packages: *lme4* (v1.1-33), *lmerTest* (v3.1-3), *emmeans* (v1.11.1), *DHARMa* (v0.4.7), MASS (v7.3-60), *nlme* (v3.1-162), *rstatix* (v0.7.2) and *ARTool* (v0.11.2). Data are presented as mean ± SEM unless stated otherwise. Genotype, treatment/model phase, CNS region and axon status were treated as categorical variables. Prior to analysis, data distributions were assessed using Q-Q plots and/or Shapiro-Wilk test, and homogeneity of variance was evaluated using Levene’s test. When appropriate, outcome variables were log2-transformed to meet normality assumptions.

For bounded or non-normal continuous outcomes, non-parametric methods were applied. For two-group comparisons of continuous outcomes meeting parametric assumptions, Student’s *t* test or paired *t* test was used when variances were equal; Welch’s *t* test was applied if variances were unequal. When normality assumptions were violated or sample sizes were very small, Wilcoxon rank-sum tests were used. For comparisons involving more than two groups, one-way or two-way ANOVA was applied, including interaction terms when multiple factors were modeled. When assumptions of normality or homogeneity were violated, or for bounded continuous data, Kruskal-Wallis tests (non-factorial designs) or Aligned Rank Transform (ART) ANOVA (factorial designs) were applied.

Group differences in count outcomes were analyzed using generalized linear models (GLMs) with either a Poisson or negative binomial distribution, selected based on the presence of overdispersion. Model fit was assessed using Pearson residuals, and overdispersion was evaluated. For experiments with repeated measurements from individual animals, linear mixed-effects models (LMMs) were applied. Mouse identity was included as a random intercept to account for within-animal correlation, while genotype, treatment/model phase, axon status, and their interactions were treated as fixed effects. Model assumptions were evaluated using DHARMa residual diagnostics, including tests for goodness-of-fit (testUniformity) and dispersion (testDispersion). In the presence of heteroscedasticity, weighted mixed-effects models were fitted using the *nlme* package.

All post hoc pairwise comparisons were performed using estimated marginal means (EMMeans) with Bonferroni correction to adjust for multiple testing. All statistical tests were two-sided, and a *P* value or adjusted *P* value < 0.05 was considered statistically significant. Detailed statistical results, including exact *P* values, are provided in the figure legends and the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

In-house-generated GEM data have been deposited in Gene Expression Omnibus (GEO) under accession code GSE276929.The public bulk RNA-seq data from Bhlhe40/Bhlhe41 knockout microglia, and from yolk sac myeloid progenitors and microglia across multiple developmental stages used in this study are available in GEO under accession code GSE254233^33^ and GSE79818^22^. The single-cell RNA sequencing (scRNA-seq) datasets used in this study are available in the Cellxgene platform, including scRNA-seq data from human post-mortem white matter from healthy brains [https://cellxgene.cziscience.com/collections/9d63fcf1-5ca0-4006-8d8f-872f3327dbe9]^43^, the substantia nigra pars compacta of patients with Parkinson’s disease (PD) [https://cellxgene.cziscience.com/collections/b0f0b447-ac37-45b0-b1bf-5c0b7d871120]^47^, the dorsolateral prefrontal cortex of patients with AD [https://cellxgene.cziscience.com/collections/1ca90a2d-2943-483d-b678-b809bf464c30]^46^, fetal cerebellum between gestation week 10-18 [https://cellxgene.cziscience.com/collections/c114c20f-1ef4-49a5-9c2e-d965787fb90c]^45^, and neocortex between gestation week 14-25 [https://cellxgene.cziscience.com/collections/c8565c6a-01a1-435b-a549-f11b452a83a8]^44^. Source Data are provided with this paper and have been deposited in Figshare [10.6084/m9.figshare.30896234]. Source data are provided with this paper.

# Supplementary material for: Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination
**Source:** Nat Commun. 2026 Mar 27;17:5238. doi: 10.1038/s41467-026-71014-w
**Supplement:** Supplementary file 1 — Supplementary Information

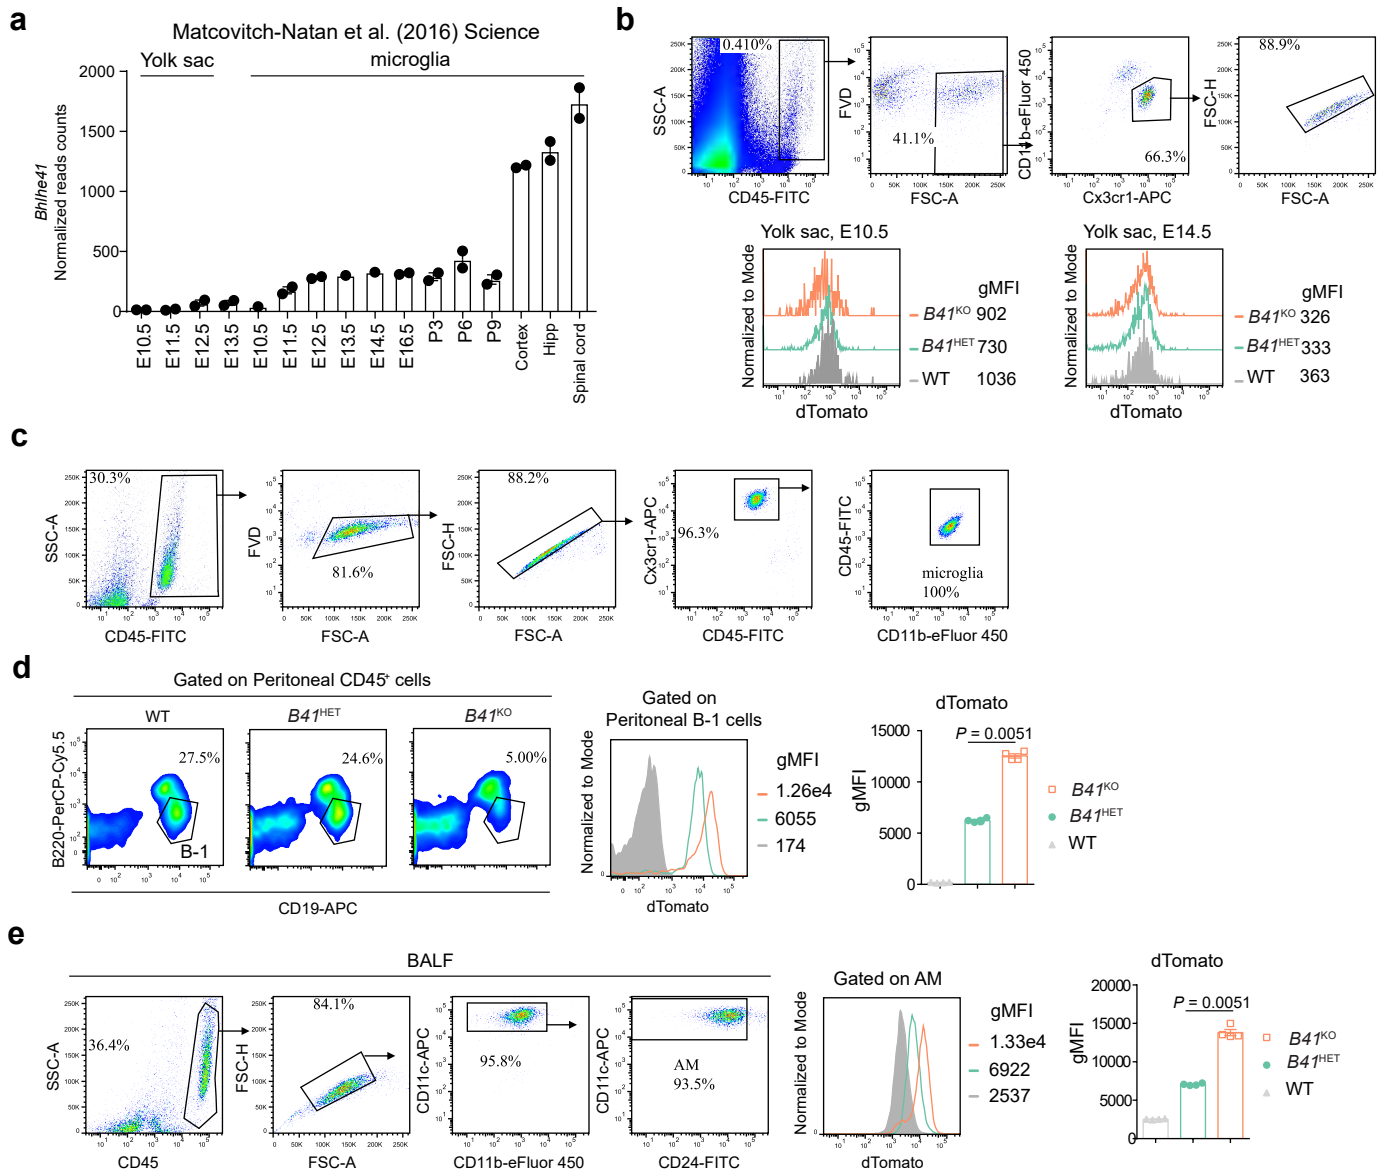

**Supplementary Figure 1. *Bhlhe41* expression in mouse primitive myeloid progenitors, peritoneal B-1 cells and alveolar macrophages.**

**a)** Analysis of *Bhlhe41* expression in yolk sac myeloid progenitors and microglia across embryonic, postnatal, and adult stages using public RNA sequencing data. Hipp, Hippocampus. E, embryonic. P, postnatal.

**b)** Flow cytometric analysis of *Bhlhe41* expression (dTomato<sup>+</sup>) in yolk sac myeloid progenitors from wildtype (WT), *Bhlhe41*<sup>dTomato-Cre/+</sup> (referred to as *B41*<sup>HET</sup>) and *Bhlhe41*<sup>dTomato-Cre/dTomato-Cre</sup> (referred to as *B41*<sup>KO</sup>) embryonic mice at E10.5 and E14.5. The upper panel shows the gating strategy for yolk sac myeloid progenitors.

**c)** The gating strategy for microglia in the mouse CNS, corresponding to **Fig. 1a**.

**d-e)** Flow cytometric analysis of *Bhlhe41* expression (dTomato<sup>+</sup>) in peritoneal B-1 cells

**d)** and **e)** alveolar macrophages (AM) from WT, *B41*<sup>HET</sup> and *B41*<sup>KO</sup> mice (n = 4 mice per genotype) at 8 weeks of age. BALF, bronchoalveolar lavage fluid. Fluorescence intensity histograms are normalized to their respective modes. Kruskal-Wallis test with Bonferroni-corrected post hoc comparisons (**d**, **e**). Data are presented as mean ± SEM. Source data are provided as a Source Data file.

**a**

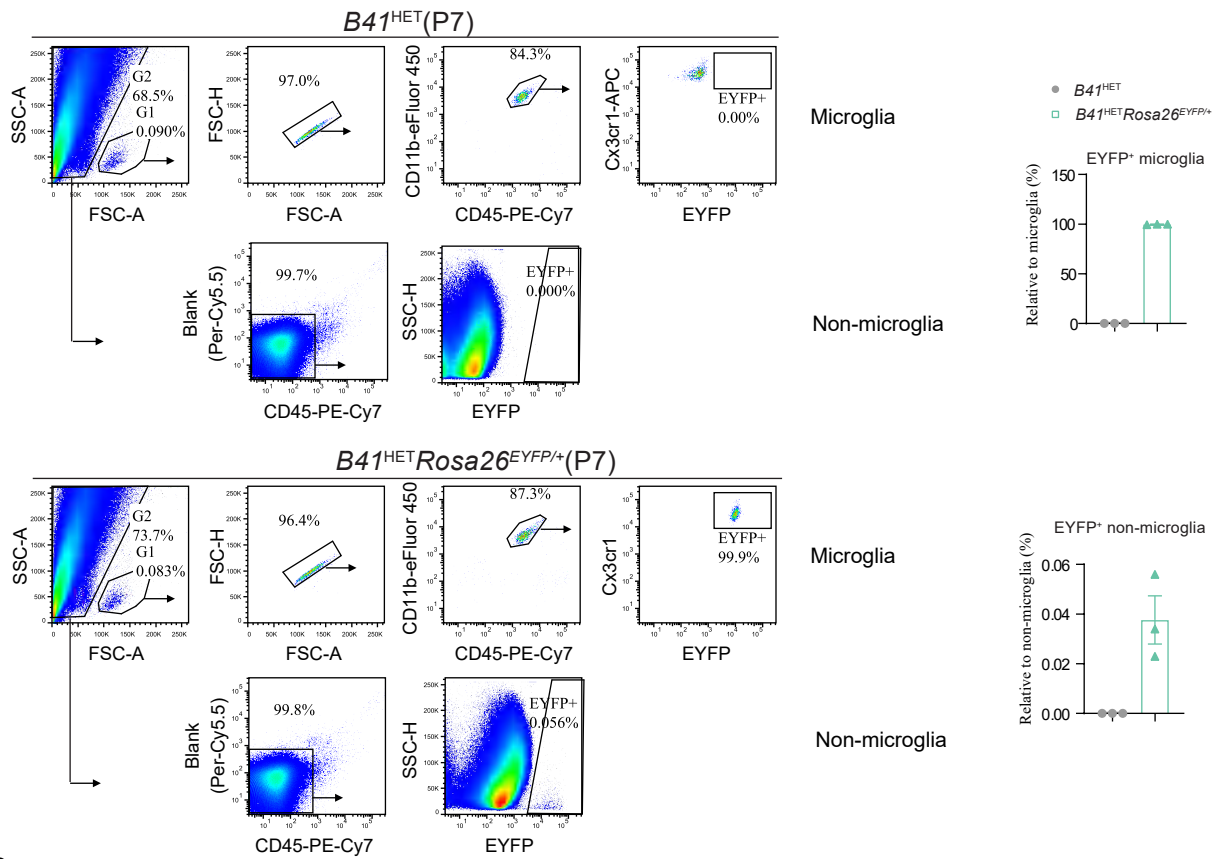

**b**

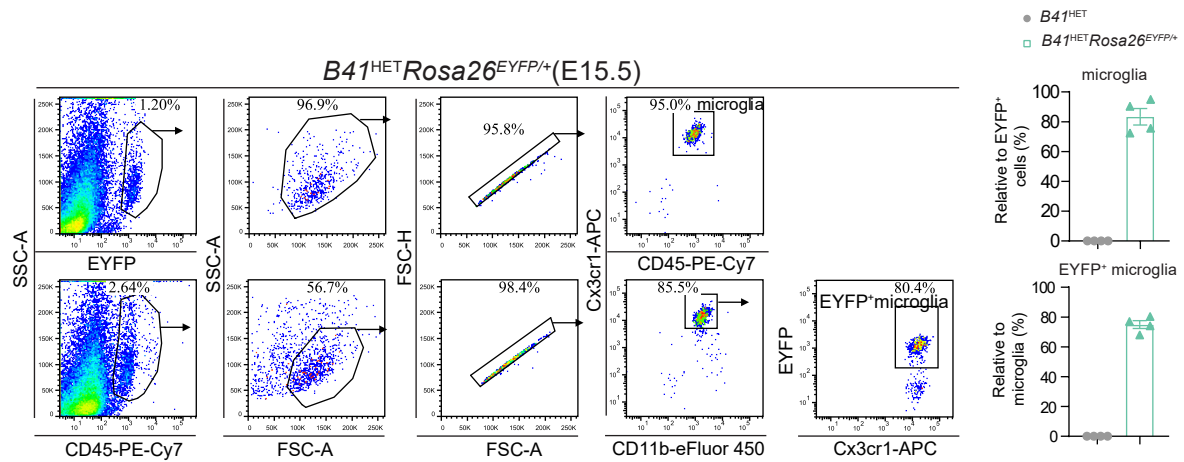

**Supplementary Figure 2. DNA recombination in the CNS of  $B4I^{\text{HET}}$  $Rosa26^{\text{EYFP/+}}$  mice.**

**a)** Flow cytometric analysis of EYFP<sup>+</sup> cells in microglia and other CNS-resident cells (non-microglia) from  $B4I^{\text{HET}}$  and  $B4I^{\text{HET}}$  $Rosa26^{\text{EYFP/+}}$  mice (n = 3 mice per genotype) at P7.

**b)** Flow cytometric analysis of EYFP<sup>+</sup> cells in 40% Percoll-enriched CNS cells from  $B4I^{\text{HET}}$  (n = 3 embryo) and  $B4I^{\text{HET}}$  $Rosa26^{\text{EYFP/+}}$  embryonic mice (n = 4 embryo) at E15.5. Data are presented as mean  $\pm$  SEM. Data are shown for descriptive purposes only with no inferential statistics applied. Source data are provided as a Source Data file.

**a**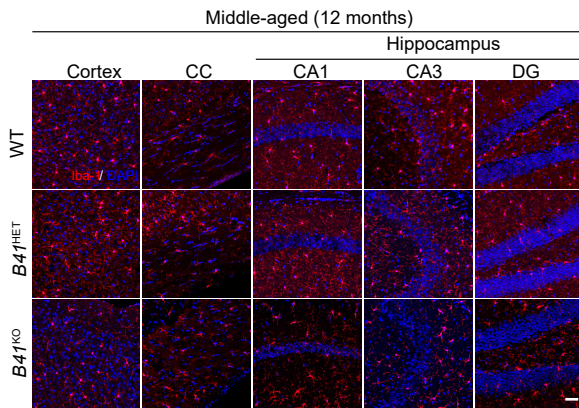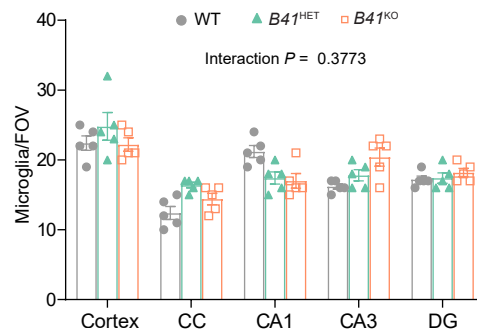**b**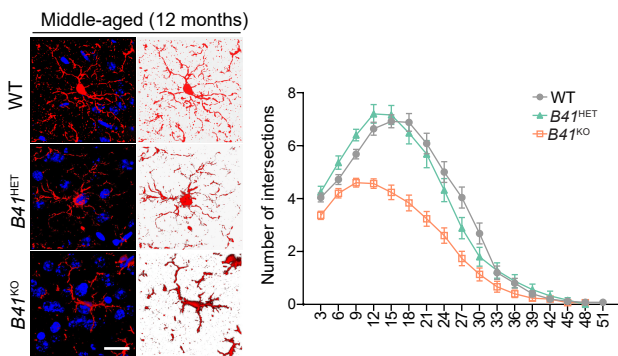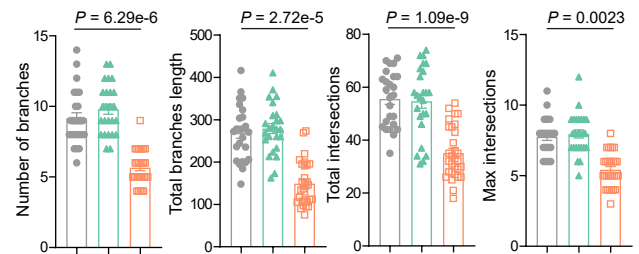**c**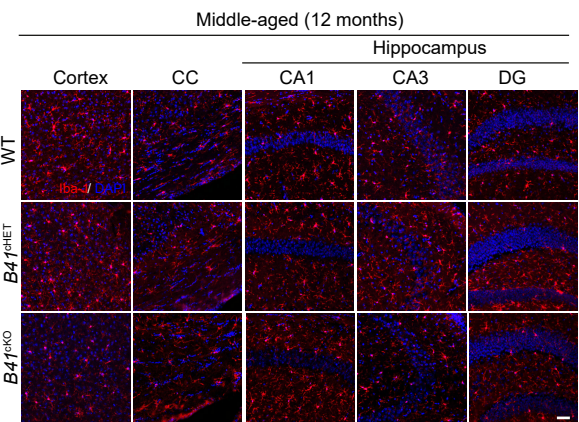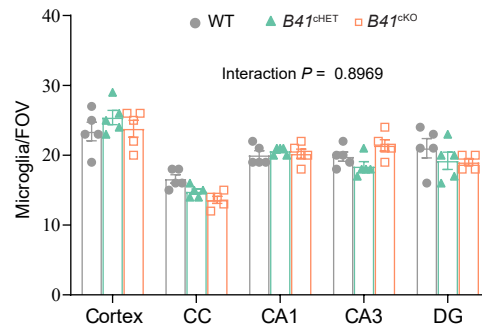**d**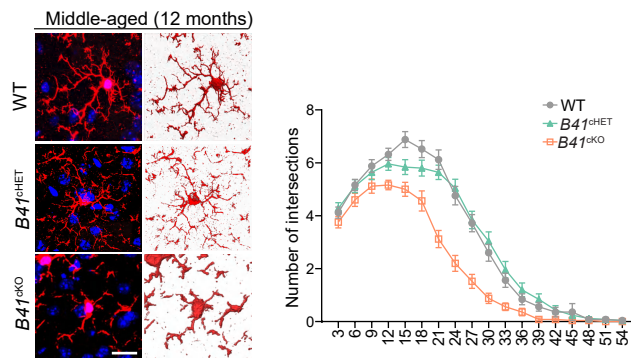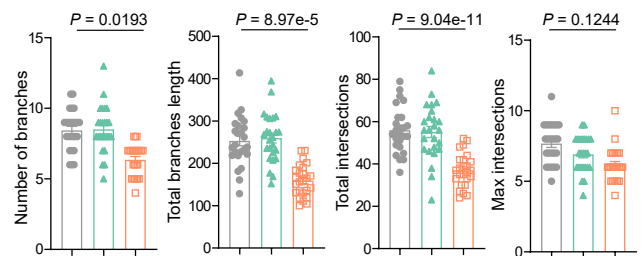

**Supplementary Figure 3. Middle-aged *Bhlhe41*-deficient microglia exhibiting dystrophic-like morphology.**

**a)** IF analysis of microglia (Iba-1<sup>+</sup>) in the cerebral cortex, CC and hippocampus of middle-aged WT, *B41*<sup>HET</sup> and *B41*<sup>KO</sup> mice (n = 5 mice per genotype).

**b)** Sholl analysis of microglial processes and branch intersections in a total of 16 microglia from middle-aged WT, *B41*<sup>HET</sup> and *B41*<sup>KO</sup> mice (n = 5 mice per genotype). Five microglia per mouse were quantified.

**c)** IF analysis of microglia (Iba-1<sup>+</sup>) in the cerebral cortex, CC and hippocampus of middle-aged WT, *B41*<sup>cHET</sup> and *B41*<sup>cKO</sup> mice (n = 5 mice per genotype).

**d)** Sholl analysis of microglial processes and branch intersections in middle-aged WT, *B41*<sup>cHET</sup> and *B41*<sup>cKO</sup> mice (n = 5 mice per genotype). Five microglia per mouse were quantified. Data are presented as mean ± SEM. Poisson generalized linear model (GLM) (two-sided, **a**, **c**); LMM for continuous data and negative binomial GLMM for count data (two-sided), with repeated measures from the same mouse accounted for as a random effect (**b**, **d**). All post hoc pairwise comparisons were adjusted using the Bonferroni correction (**b**, **d**). Scale bar for IF images in (**b**, **d**) is 10 μm, while the others are 50 μm. Source data are provided as a Source Data file.

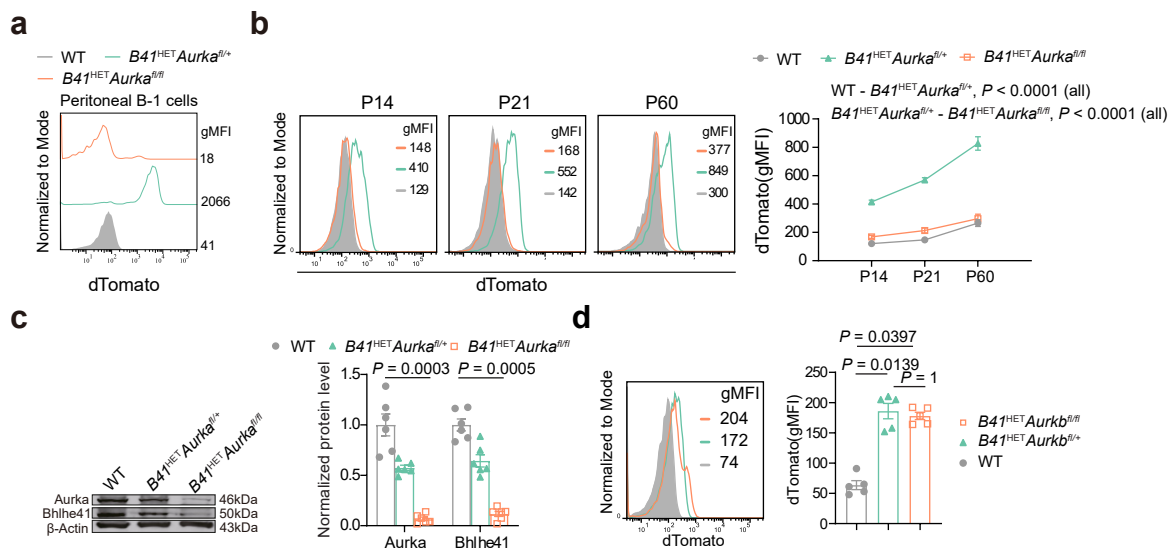

**Supplementary Figure 4. Loss of *Aurka* but not *Aurkb* reduces *Bhlhe41* expression in microglia.**

- a)** Representative flow cytometric analysis of *Bhlhe41* expression (dTomato<sup>+</sup>) in peritoneal B-1 cells (CD19<sup>+</sup>B220<sup>low</sup>CD43<sup>+</sup>) from WT, *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (n = 3 mice per genotype).
- b)** Flow cytometric analysis of *Bhlhe41* expression (dTomato<sup>+</sup>) in microglia from WT, *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (n = 3 mice per genotype per timepoint) at P14, P21 and P60. Fluorescence intensity histograms are normalized to their respective modes.
- c)** WB analysis of *Aurka* and *Bhlhe41* expression in microglia from WT, *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (n = 6 mice per genotype). Band intensities were quantified using ImageJ.
- d)** Flow cytometric analysis of *Bhlhe41* expression (dTomato<sup>+</sup>) in microglia from WT, *B41*<sup>HET</sup>*Aurkb*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurkb*<sup>fl/fl</sup> mice (n = 5 mice per genotype). Fluorescence intensity histograms are normalized to their respective modes. Data are presented as mean ± SEM. Two-way ANOVA on log2 transformed gMFI with Bonferroni-corrected post hoc comparisons (**b**); Kruskal-Wallis test with Bonferroni-corrected post hoc comparisons (**c**, **d**). Source data are provided as a Source Data file.

**a**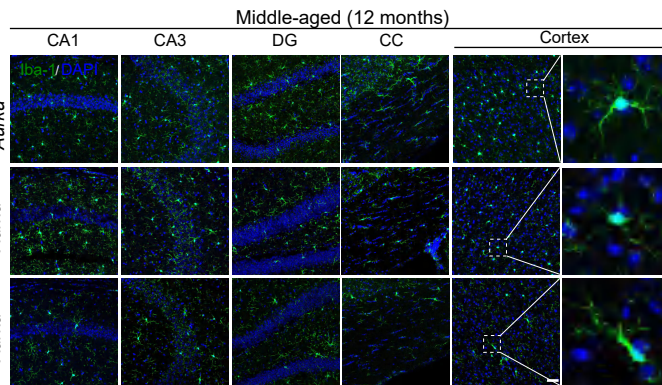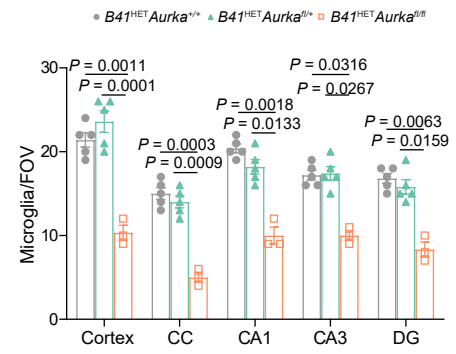**b**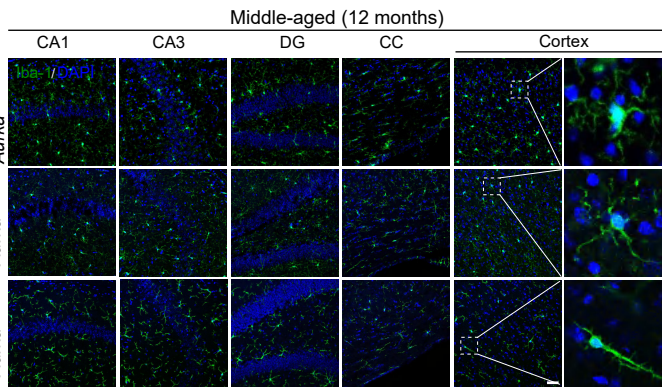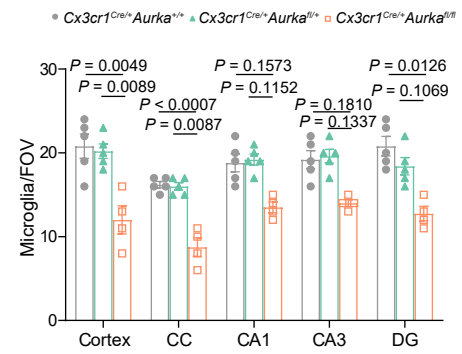

**Supplementary Figure 5. *Aurka* deficiency led to reduced microglia numbers and rod-shaped morphology in middle-aged mice.**

**a-b)** IF analysis of microglia (Iba-1<sup>+</sup>) in the cerebral cortex, CC and hippocampus of middle-aged **a)** WT (n = 5 mice), *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> (n = 5 mice) and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (n = 3 mice), and **b)** WT (n = 5 mice), *Cx3cr1*<sup>Cre/+</sup>*Aurka*<sup>fl/+</sup> (n = 5 mice) and *Cx3cr1*<sup>Cre/+</sup>*Aurka*<sup>fl/fl</sup> mice (n = 4 mice). Data are presented as mean ± SEM. Poisson GLM (two-sided, **a**, **b**) with Bonferroni-corrected post hoc comparisons. Scale bar for IF images: 50 μm. Source data are provided as a Source Data file.

**a**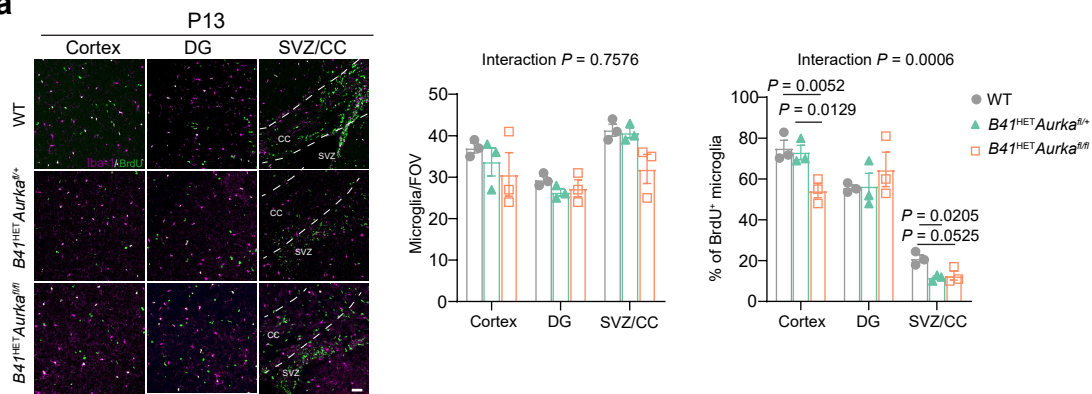**b**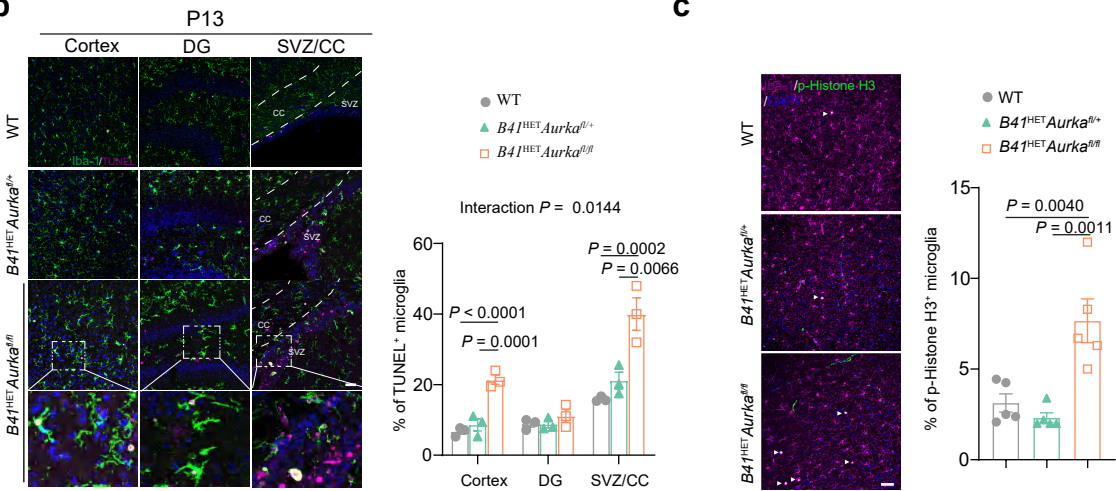**c**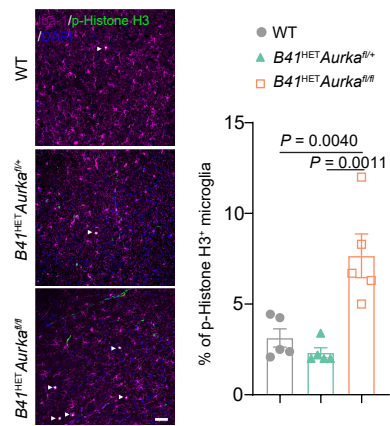**d**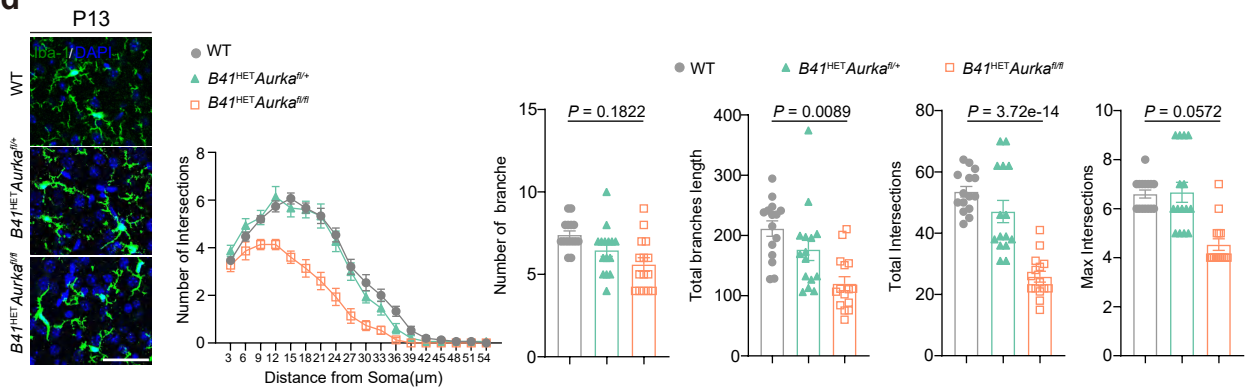

**Supplementary Figure 6. *Aurka* deficiency impairs infant microglial survival, mitosis and morphology.**

**a-c)** IF analysis of **a)** the proliferation (BrdU<sup>+</sup>), **b)** apoptosis (TUNEL<sup>+</sup>), and **c)** mitosis (p-Histone H3<sup>+</sup>) of microglia (Iba-1<sup>+</sup>) from infant WT, *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (P13, n = 3 mice per genotype). For the analysis of microglial proliferation, 100 µL of BrdU solution (10 mg/mL) were *i.p* injected once every 12 hours for 3 days before euthanasia.

**d)** Sholl analysis of microglial processes and branch intersections in infant WT, *B41*<sup>HET</sup>*Aurka*<sup>fl/+</sup> and *B41*<sup>HET</sup>*Aurka*<sup>fl/fl</sup> mice (P13, n = 3 mice per genotype). Five microglia per mouse were quantified. DG, dentate gyrus. SVZ, subventricular zone; CC, corpus callosum. Data are presented as mean ± SEM. Poisson GLM (two-sided, **a**); Two-way ANOVA on log2 transformed data (**b**); One-way ANOVA (**c**); LMM for continuous data and negative binomial GLMM for count data (two-sided), with repeated measures from the same mouse accounted for as a random effect (**d**). All post hoc pairwise comparisons were adjusted using the Bonferroni correction (**a-d**). Iba-1 (AF555, **a, c**) and TUNEL (AF594, **b**) shown in magenta (pseudocolor applied). Scale bar for IF images: 50 µm. Source data are provided as a Source Data file.

**a**

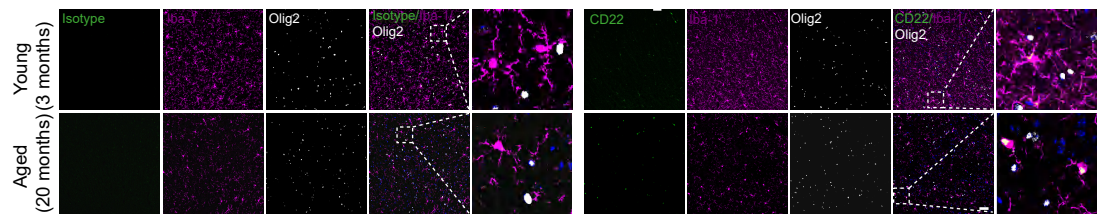

**b**

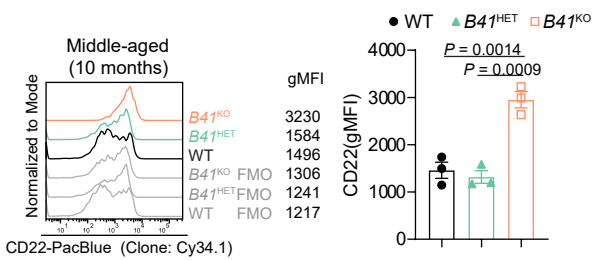

**c**

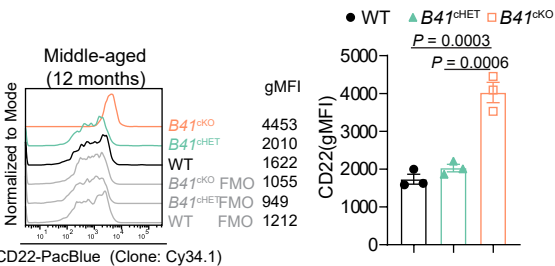

**Supplementary Figure 7. CD22 upregulation on aged- and *Bhlhe41*-deficient young microglia.**

**a)** Representative immunofluorescence images of CD22 expression in microglia (Iba-1<sup>+</sup>) and pan-oligodendrocyte lineage cells (Olig2<sup>+</sup>) from young (3 months, n = 3) and aged (20 months, n = 3) WT mice. Iba-1 (AF555) shown in magenta, Olig2 (AF647) shown in gray (pseudocolors applied). Scale bar for IF images: 50  $\mu$ m

**b-c)** Flow cytometric analysis of CD22 expression on microglia from middle-aged **a)** WT, *B41*<sup>HET</sup> and *B41*<sup>KO</sup> mice and **b)** WT, *B41*<sup>cHET</sup> and *B41*<sup>cKO</sup> mice using anti-CD22 (clone Cy34.1). n = 3 mice per genotype. Fluorescence intensity histograms are normalized to their respective modes. FMO, fluorescence minus one. Data are presented as mean  $\pm$  SEM. One-way ANOVA with Bonferroni-corrected post hoc comparisons (**b**, **c**). Source data are provided as a Source Data file.

**a**

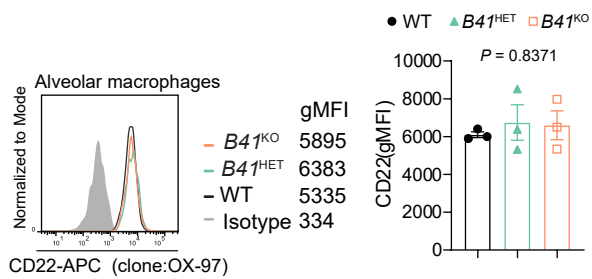

**b**

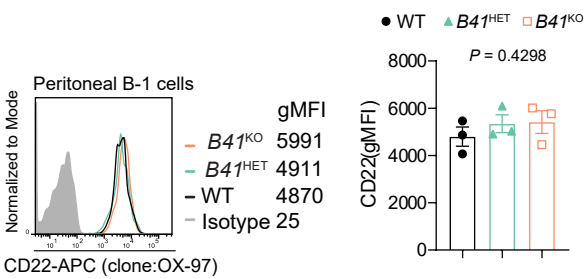

**Supplementary Figure 8. *Bhlhe41* deficiency does not affect CD22 expression on alveolar macrophages or peritoneal B-1 cells.**

**a-b)** Flow cytometric analysis of CD22 expression on **a)** alveolar macrophages and **b)** peritoneal B-1 cells from young WT, *B41*<sup>HET</sup> and *B41*<sup>KO</sup> mice (n = 3 mice per genotype). Fluorescence intensity histograms are normalized to their respective modes. Data are presented as mean ± SEM. Kruskal-Wallis test (**a**, **b**). Source data are provided as a Source Data file.

**a**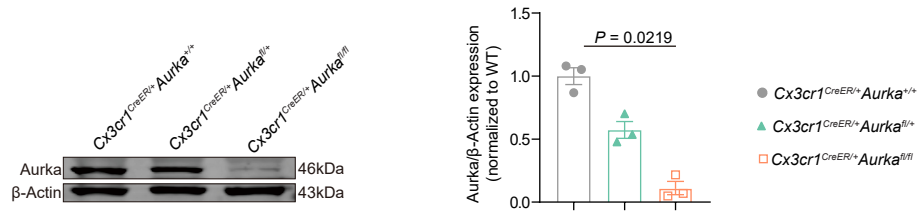**b**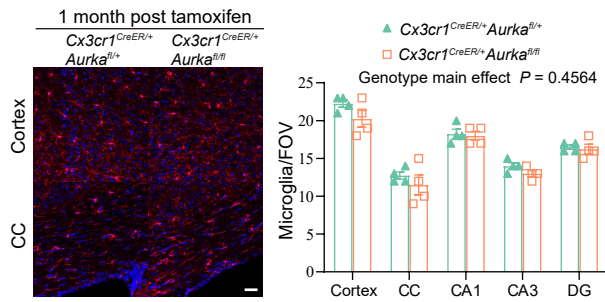**c**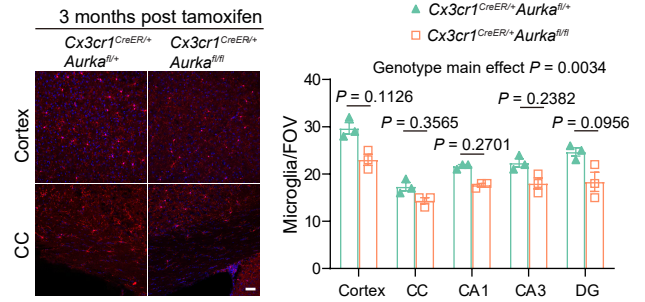

**Supplementary Figure 9. IF analysis of microglia in tamoxifen-induced microglia-specific *Aurka*-deficient mice.**

**a)** WB analysis of *Aurka* expression in *Cx3cr1<sup>CreER/+</sup>Aurka<sup>+/+</sup>*, *Cx3cr1<sup>CreER/+</sup>Aurka<sup>fl/+</sup>* and *Cx3cr1<sup>CreER/+</sup>Aurka<sup>fl/fl</sup>* mice (n = 3 mice per genotype) 1 month after administration of tamoxifen (75 mg/kg) for 5 consecutive days. Band intensities were quantified using ImageJ.

**b-c)** IF analysis of microglia in young *Cx3cr1<sup>CreER/+</sup>Aurka<sup>fl/+</sup>* and *Cx3cr1<sup>CreER/+</sup>Aurka<sup>fl/fl</sup>* mice **a)** 1 month (n = 4 mice per genotype) and **b)** 3 months (n = 3 mice per genotype) after administration of tamoxifen (75 mg/kg) for 5 consecutive days. CC, corpus callosum. Data are presented as mean ± SEM. Kruskal-Wallis test (**a**); Poisson GLM (two-sided, **b**, **c**); All post hoc pairwise comparisons were adjusted using the Bonferroni correction (**a**, **c**). Scale bar for IF images: 50 µm. Source data are provided as a Source Data file.

**a**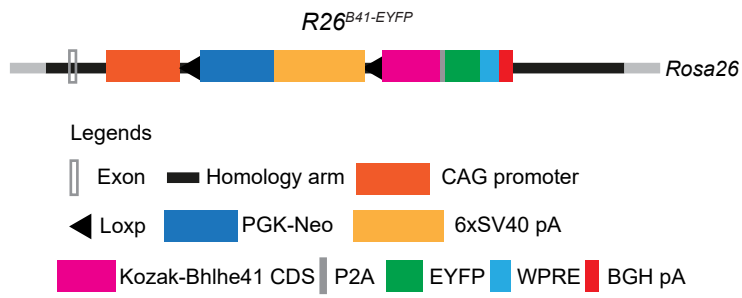**b**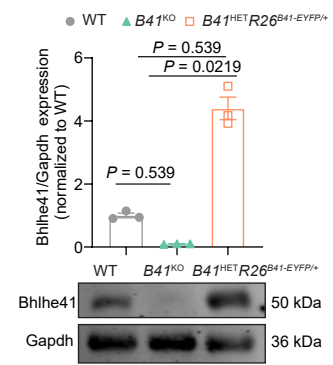

**Supplementary Figure 10. Generation and validation of *Bhlhe41* transgenic mice.**

**a)** Schematic representation of a *CAG* promoter-*loxP*-*PGK*-*Neo*-*6xSV40* *pA*-*loxP*-*Kozak*-*Bhlhe41* CDS-*P2A*-*EYFP*-*WPRE*-*BGH* *pA* cassette that was integrated into the *Rosa26* locus in *Rosa26<sup>Bhlhe41-EYFP</sup>* mice (referred to as *R26<sup>B41-EYFP</sup>*).

**b)** Validation of *Rosa26<sup>Bhlhe41-EYFP</sup>* mice by WB analysis of *Bhlhe41* expression in isolated microglia from *B41<sup>HET</sup>R26<sup>B41-EYFP/+</sup>* mice, alongside microglia from WT and *B41<sup>KO</sup>* mice (n = 3 mice per genotype). Band intensities were quantified using ImageJ. Data are presented as mean ± SEM. Kruskal-Wallis test with Bonferroni-corrected post hoc comparisons (**b**). Source data are provided as a Source Data file.

**a**

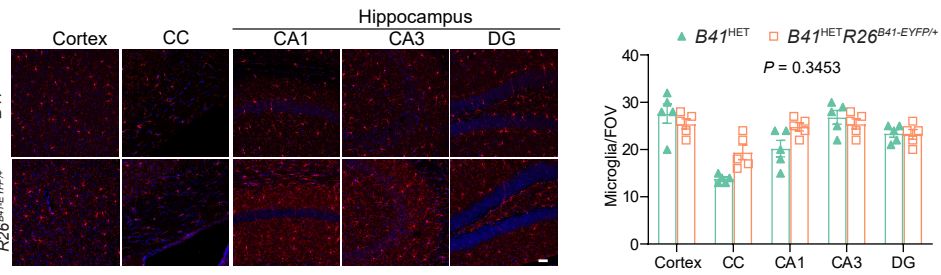

**b**

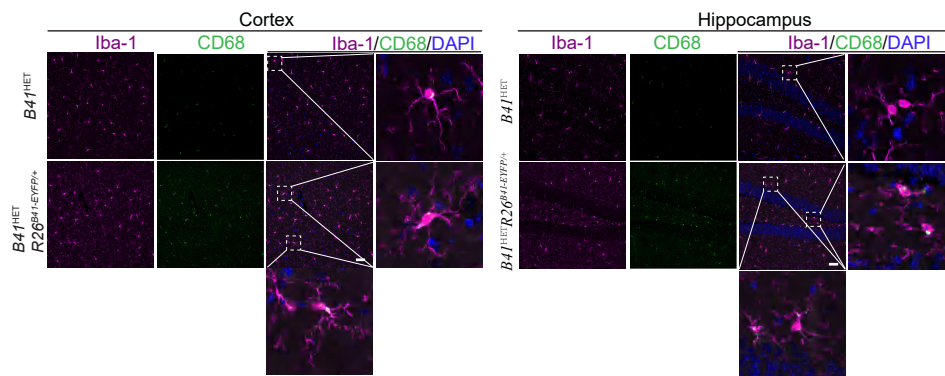

**Supplementary Figure 11. Microglia numbers and CD68 expression in microglial *Bhlhe41* transgenic mice.**

**a)** IF analysis of microglia (Iba-1<sup>+</sup>) in the cerebral cortex, CC and hippocampus of young *B41*<sup>HET</sup> and *B41*<sup>HET</sup>*R26*<sup>*B41-EYFP/+*</sup> mice (n = 5 mice per genotype) at 3 months of age.

**b)** Representative IF images of CD68 in the cerebral cortex and hippocampus of young *B41*<sup>HET</sup> and *B41*<sup>HET</sup>*R26*<sup>*B41-EYFP/+*</sup> mice (n = 5 mice per genotype). Data are presented as mean ± SEM. Poisson GLM (two-sided, **a**). Iba-1 (AF647) shown in magenta, CD68 (AF555) shown in green (pseudocolors applied). Scale bar for IF images: 50 μm. Source data are provided as a Source Data file.

a

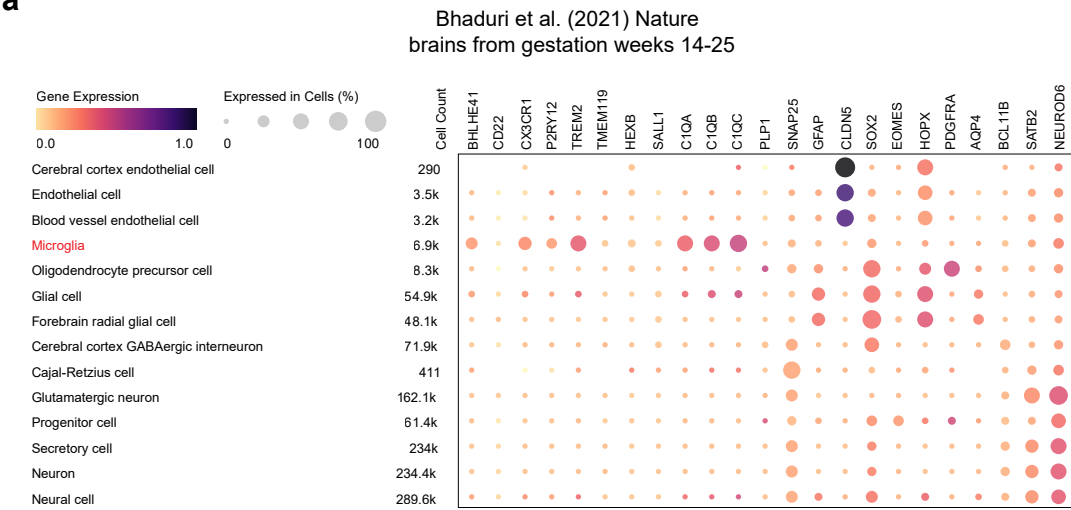

b

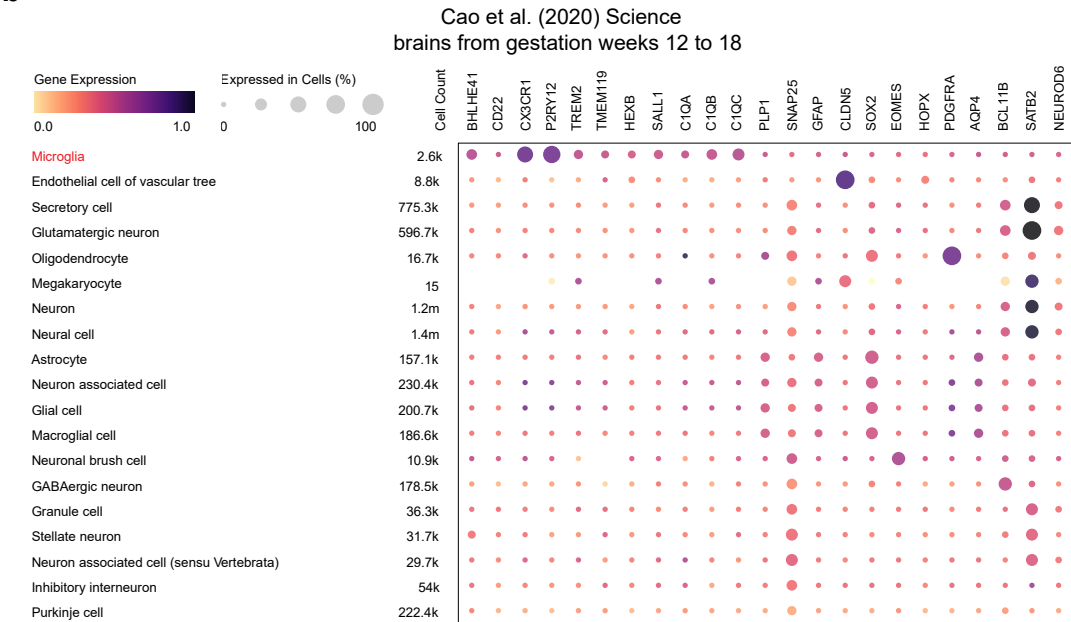

**Supplementary Figure 12. *BHLHE41* is highly expressed in human fetal microglia.**

**a-b)** UMAP plots illustrate the expression patterns of *BHLHE41*, CD22 and marker genes across various cell types in two independent scRNA-seq datasets from human fetal cerebellum. Dot plots were generated using the Cellxgene platform (<https://cellxgene.cziscience.com/gene-expression>).

**a**

Seeker et al. (2023) Acta Neuropathol Commun  
white matter from healthy brain

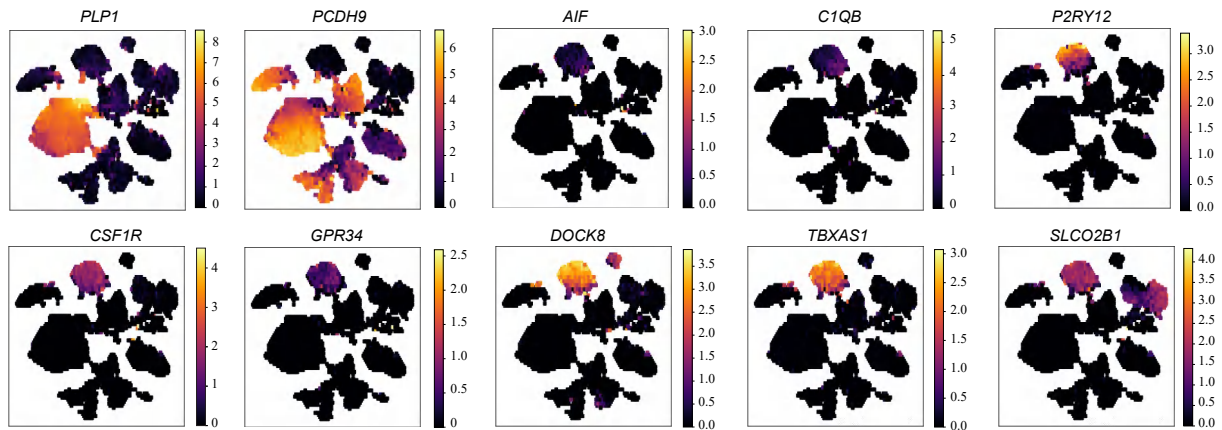

**b**

Gabitto et al. (2024) Nat Neurosci  
dorsolateral prefrontal cortex from AD and cognitively healthy controls

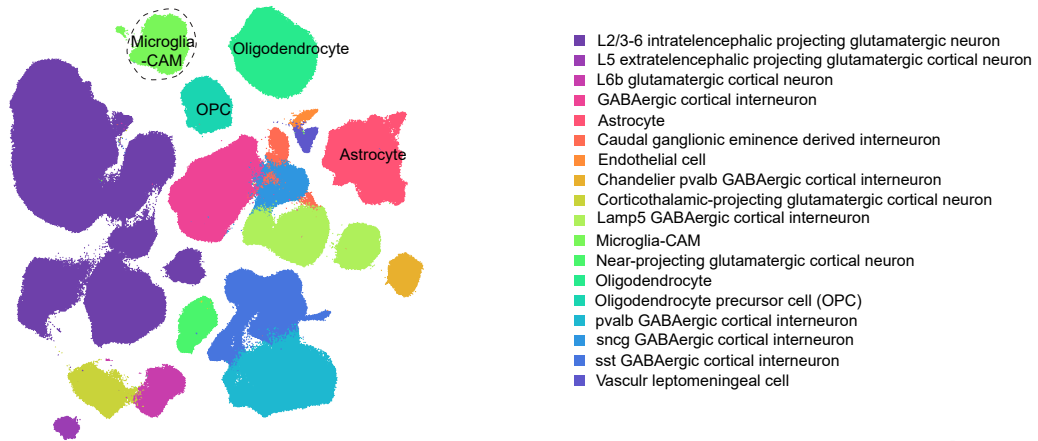

**c**

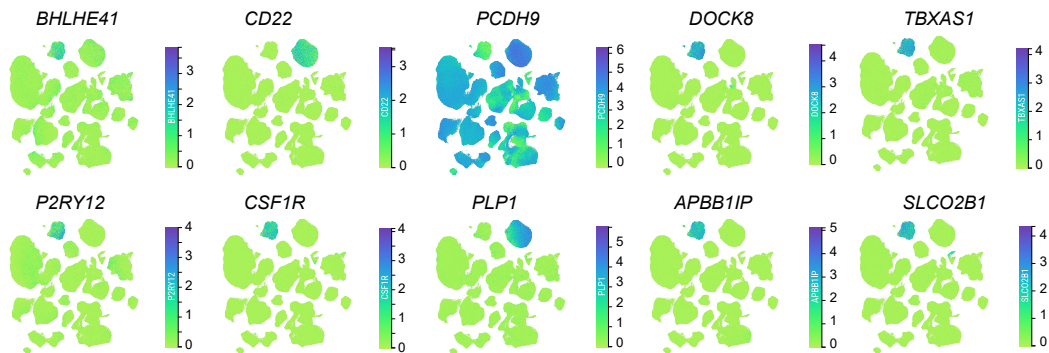

**d**

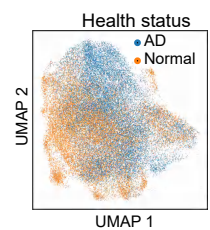

**Supplementary Figure 13. Subclusters and expression pattern of marker genes in human CNS cells.**

**a)** The UMAP plot illustrates the expression of *PCDH9* and the marker genes for microglia and oligodendrocytes in scRNA-seq data from human healthy white matter.

**b-d)** The UMAP plot visualizes **b)** cell clusters of human CNS cells, **c)** the expression of *BHLHE41*, *CD22* and marker genes of microglia and oligodendrocytes. Dot plots were generated using the Cellxgene platform (<https://cellxgene.cziscience.com/gene-expression>). **d)** microglia subsets from the prefrontal cortex of patients with Alzheimer's disease (AD) and cognitively healthy controls (Normal).

Supplementary Table 1. Primers for in-house generated mouse genotyping

| Mouse strains                  | Forward primer (5' to 3')                 | Reverse Primer (5' to 3')                   | PCR products                                                |
|--------------------------------|-------------------------------------------|---------------------------------------------|-------------------------------------------------------------|
| <i>Bhlhe41</i> <sup>dTo</sup>  | <i>ATACTGCACTGAAGAGG</i><br><i>GAGAGC</i> | <i>TCGCTTCAAGCTCCTTT</i><br><i>TGG</i>      | 366 bp for wildtype allele                                  |
| <i>mato-Cre/+</i>              | <i>ATACTGCACTGAAGAGG</i><br><i>GAGAGC</i> | <i>CTTGGAGCCGTACATGA</i><br><i>ACTG</i>     | 339 bp for transgenic allele                                |
| <i>Bhlhe41</i> <sup>fl/+</sup> | <i>GCTTTCCCTTGCTTGTC</i><br><i>GTC</i>    | <i>CGCTTTAGAGG</i><br><i>ACGTTTGAACCTTG</i> | 283 bp for wildtype allele and 351 bp for transgenic allele |
| <i>Aurkb</i> <sup>fl/+</sup>   | <i>TGGTCTCCCTATGTTGC</i><br><i>CTTAAA</i> | <i>GCCTGTAGATGAGTCAG</i><br><i>AGAGCTA</i>  | 192 bp for wildtype allele and 259 bp for transgenic allele |
| <i>Rosa26</i> <sup>Bhlhe</sup> | <i>GCAGGAGATGTTGAAGA</i><br><i>AAACCC</i> | <i>GGACTTGAAGAAGTCGT</i><br><i>GCTGC</i>    | 291 bp for transgenic allele                                |
| <i>41-EYFP/+</i>               | <i>CACTTGCTCTCCCAAAG</i><br><i>TCGCTC</i> | <i>ATACTCCGAGGCGGAT</i><br><i>CACAA</i>     | 453 bp for wildtype allele                                  |

Supplementary Table 2. Primers used for the ChIP-qPCR analysis

| Targeted genomic region             | ID in Figure 51 | Forward primer (5' to 3')              | Reverse Primer (5' to 3')                          | PCR product size | PCR product (5' to 3')                                                                                                                                                                                                                     |
|-------------------------------------|-----------------|----------------------------------------|----------------------------------------------------|------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Cd22</i> intron 11               | NC              | <i>GTTTGTGCTGG</i><br><i>CCTCTTTCA</i> | <i>GTCCACAGCA</i><br><i>AGGGTTTCAG</i>             | 93 bp            | <i>GTTTGTGCTGGCCTC</i><br><i>TTTCAAATGACTGTA</i><br><i>GCCCATCCCATCTC</i><br><i>CCTAGCACCTCTTC</i><br><i>AAGGCAGAGACGAA</i><br><i>CTGAAACCCTTGCTG</i><br><i>TGGAC</i>                                                                      |
| <i>Cd22</i> promoter-1403/-1394     | P1              | <i>AGCCTGGACA</i><br><i>AAGCAGCAT</i>  | <i>TTCTCTGCAG</i><br><i>TCACGTGTTG</i>             | 71 bp            | <i>AGCCTGGACAAAGC</i><br><i>AGCATGGAAATTCAT</i><br><i>CAGACATGGAAGAC</i><br><i>ACCCAAGCCAA CAC</i><br><i>GTG ACTGCAGAGAA</i>                                                                                                               |
| <i>Bhlhe41</i> promoter -1206/-1197 | P2              | <i>CACGTGACCC</i><br><i>GCTCCAG</i>    | <i>CGAGAACCGA</i><br><i>GAAGGAACCT</i><br><i>G</i> | 128 bp           | <i>CACGTG ACCCGCTC</i><br><i>CAGCCGCCCTGGCC</i><br><i>CGCGACCCAGATCC</i><br><i>GTCCCCGGAACCCA</i><br><i>AGCGCCGCTGCCCT</i><br><i>GGCCCTGCTGCGCT</i><br><i>CCAGTGCGCGTGCA</i><br><i>TTGGGGCCCAAGT</i><br><i>TCCTTCTCGGTTCTC</i><br><i>G</i> |
| <i>Bhlhe41</i> promoter -17/-8      | P3              | <i>CCGCGGATGG</i><br><i>TACGTTCC</i>   | <i>CGCTGGTAGT</i><br><i>TTGCTCTCAC</i>             | 102 bp           | <i>CCGCGGATGGTACG</i><br><i>TTCCG CACGTG AGC</i><br><i>TGGGTGCTGGTCTG</i><br><i>GCCGGCGACGCGC</i><br><i>GTGCCCTGTGGCCA</i><br><i>AACACTGCCCCGGAG</i><br><i>TGAGAGCAAACCTACC</i><br><i>AGCG</i>                                             |

# Supplementary material for: Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination
**Source:** Nat Commun. 2026 Mar 27;17:5238. doi: 10.1038/s41467-026-71014-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Shared differentially expressed genes in Bhlhe41-deficient microglia

# Supplementary material for: Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination
**Source:** Nat Commun. 2026 Mar 27;17:5238. doi: 10.1038/s41467-026-71014-w
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN software, v3.9; Leica Application Suite X, v3.9; BD FACS DIVA v9; Feature Extraction software, v11.5.1.1; LightCycler 480 v1.5.1.62; Image Studio v5.5.                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | R (v4.2.2) with the following packages: lme4 (v1.1-33), lmerTest (v3.1-3), emmeans (v1.11.1), DHARMa (v0.4.7), MASS (v7.3-60), nlme (v3.1-162), rstatix (v0.7.2), ARTool (v0.11.2), limma v3.54.2. Scanpy v1.11.5 package in Python (v3.12); Flowjo (v10.8.1); Image J (v1.54); GraphPad Prism v10; The codes for the scRNA-seq data analysis are available at <a href="https://github.com/YelinZhao-A/Microglia_BHLHE41">https://github.com/YelinZhao-A/Microglia_BHLHE41</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

In-house generated gene expression microarray data has been deposited in Gene Expression Omnibus (GEO) under accession code GSE276929 [<https://>

[www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276929](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276929). The public bulk RNA-seq data from Bhlhe40/Bhlhe41 knockout microglia, and from yolk sac myeloid progenitors and microglia across multiple developmental stages used in this study are available in GEO under accession code GSE254233[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254233>]33 and GSE79818[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79818>]22. The single-cell RNA sequencing (scRNA-seq) datasets used in this study are available in the Cellxgene platform, including scRNA-seq data from human post-mortem white matter from healthy brains [<https://cellxgene.cziscience.com/collections/9d63fcf1-5ca0-4006-8d8f-872f3327dbe9>] 43, the substantia nigra pars compacta of patients with Parkinson's disease (PD) [<https://cellxgene.cziscience.com/collections/b0f0b447-ac37-45b0-b1bf-5c0b7d871120>]47, the dorsolateral prefrontal cortex of patients with Alzheimer's disease (AD) [<https://cellxgene.cziscience.com/collections/1ca90a2d-2943-483d-b678-b809bf464c30>]46, fetal cerebellum between gestation week 10-18 [<https://cellxgene.cziscience.com/collections/c114c20f-1ef4-49a5-9c2e-d965787fb90c>] 45, and neocortex between gestation week 14-25 [<https://cellxgene.cziscience.com/collections/c8565c6a-01a1-435b-a549-f11b452a83a8>] 44. Source Data are provided with this paper and has been deposited in Figshare [<https://doi.org/10.6084/m9.figshare.30896234>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For in vitro experiments, at least three independent biological replicates per group were used, consistent with standard practice in the field to detect reproducible cellular phenotypes. For in vivo experiments, a minimum of four mice per group were included. These sample sizes were chosen based on prior experience and preliminary data, which indicated that they were sufficient to detect expected biological differences while minimizing the number of animals used. Formal power calculations were not performed.

Data exclusions

No data were excluded from the analyses.

Replication

All key in vivo experiments were conducted in at least two independent experiments to ensure reproducibility. Flow cytometry and immunofluorescence analyses were repeated in at least two independent experiments with consistent results. Single-cell RNA sequencing (scRNA-seq) analysis of CD22 in human microglia was validated using two independent datasets. All attempts at replication were successful for the key findings.

Randomization

Mice were first stratified by genotype and sex and then randomly allocated to experimental groups. Sex-matched mice of different genotypes were used in all experiments, except for cuprizone-induced demyelination and in vivo phagocytosis assays, which were performed exclusively in male mice to minimize biological variability.

Blinding

For experiments involving the CPZ-induced demyelination model, including Black-Gold II myelin staining, immunofluorescence analysis, and TEM of brain sections, investigators were blinded to group allocation during data collection and analysis. For other experiments (e.g. flow cytometric analysis of microglial phagocytosis and CD22), blinding was not applied as the outcomes were quantitative and objective measurements, minimizing potential bias.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

CD4 Monoclonal Antibody (GK1.5), eFluor™ 450, eBioscience Thermo Fisher Scientific Cat# 48-0041-82, CD11b Monoclonal Antibody (M1/70), eFluor™ 450, eBioscience Thermo Fisher Scientific Cat# 48-0112-82, CD16/CD32 Monoclonal Antibody (93), eBioscience ThermoFisher Scientific Cat# 14-0161-86, PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody, clone M1/70 BioLegend Cat# 101228, APC anti-mouse CD11c Antibody, clone N418 BioLegend Cat# 117310, APC anti-mouse CD19 Antibody, clone 6D5 BioLegend Cat# 115512, APC anti-mouse CD22 Antibody, clone OX-97 BioLegend Cat# 126110, APC Rat IgG1,  $\kappa$  Isotype Ctrl Antibody BioLegend Cat# 400411, FITC anti-mouse CD24 Antibody, clone M1/69 BioLegend Cat# 101806, FITC anti-mouse CD45 Antibody, clone 30-F11 BioLegend Cat# 103108, PE/Cyanine7 anti-mouse CD45 Antibody, clone 30-F11 BioLegend Cat# 103114, PerCP/Cy5.5 anti-mouse/human CD45R/B220 Antibody, clone RA3-6B2 BioLegend Cat# 103236, PerCP/Cyanine5.5 anti-mouse CX3CR1 Antibody, clone SA011F11 BioLegend Cat# 149010, APC anti-mouse CX3CR1 Antibody, clone SA011F11 BioLegend Cat# 149008, APC anti-mouse IFN- $\gamma$  Antibody, clone XMG1.2 BioLegend Cat# 505810, PE anti-mouse IL-17A Antibody, clone TC11-18H10.1 BioLegend Cat# 506904, Mouse anti-GFAP Antibody, clone 2E1.E9 BioLegend Cat# 644702, Mouse anti-NeuN Antibody, clone A60 Millipore Cat# MAB377, Rabbit anti-Iba-1 Antibody Wako Cat# 019-17409, Anti-Olig2 Antibody, clone 211F1.1 Sigma-Aldrich Cat# MABN50, Rabbit anti-Olig2 Proteintech Cat# 13999-1-AP, Rat anti-Mouse CD206 Monoclonal antibody, clone MR5D3 Bio-Rad Cat# MCA2235, Rabbit anti-RFP Antibody Rockland Cat# 600-401-379S, Goat anti-dTomato Biorbyt Cat# orb182397, InVivoMab anti-mouse CD22 Antibody, clone Cy34.1 BioXcell Cat# BE0011, IgG1 Isotype, clone MOPC-21 BioXcell Cat# BE0083, Mouse anti-phospho-Histone H3(Ser10) Cell Signaling Technology Cat# 9706S, Rat anti-BrdU Antibody, clone BU1/75 (ICR1) Abcam Cat# ab6326, Rat anti-CD68 Antibody, clone FA-11 Abcam Cat# ab53444, Rat Anti-Myelin Basic Protein Monoclonal Antibody, Clone 12 Abcam Cat# ab7349, Mouse anti-CD22, clone 2H1C4 Abcam Cat# ab181771, Donkey anti-Rabbit IgG (H + L) Antibody, Alexa Fluor 488 Conjugated Thermo Fisher Scientific Cat# A-21206, Donkey Anti-Rabbit IgG (H+L) Polyclonal Antibody, Alexa Fluor 555 Conjugated Thermo Fisher Scientific Cat# A-31572, Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647 Thermo Fisher Scientific Cat# A-32733, Goat Anti-Rat IgG (H+L) Antibody, Alexa Fluor 488 Conjugated Thermo Fisher Scientific Cat# A-11006, Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 Thermo Fisher Scientific Cat# A-21422, Rabbit anti-Bhlhe41 polyclonal Antibody Proteintech Cat# 12688-1-AP, Rabbit IgG Sangon Biotech Cat# D110502, Anti-Beta Actin Monoclonal antibody Proteintech Cat# 66009-1, Dylight 800, Goat Anti-Mouse IgG Abbkine Cat# A23910, Dylight 800, Goat Anti-Rabbit IgG Abbkine Cat# A23920, mouse anti-APC (1:100, CC-1, Merck, Cat: OP80), rabbit anti-degraded myelin basic protein antibody, Merck, Cat: AB5864, rabbit anti-Aurka polyclonal Antibody, Novus, Cat: NBP-1-51843, Anti-GAPDH, Sangon Biotech, Cat: D190090

Flow cytometric antibodies were 200x diluted for surface staining. For IF staining, antibodies dilutions are as below: mouse Anti-NeuN (1:100, Millipore, Cat: MAB377), mouse anti-Gfap (1:200, Biolegend, Cat: 644702), rabbit anti-Olig2 (1:500, Proteintech, Cat: 13999-1-AP), rabbit anti-Iba-1 (1:500, Wako, Cat: 019-19741), goat anti-dTomato (1:100, Biorbyt, Cat: orb182397), rabbit anti-RFP (1:200, Rockland, Cat: 600-401-379S), rat anti-CD206 (1:200, Bio-Rad, Cat: MCA2235), rat anti-BrdU (1:400, Abcam, Cat: ab6326), mouse anti-phospho-Histone H3(Ser10) (1:200, Cell Signaling Technology, Cat: 9706S), rat anti-CD68 (1:500, Abcam, Cat: ab53444), mouse anti-CD22 (1:500, Abcam, Cat: ab181771), rat anti-Mbp (1:1000, Abcam, Cat: ab7349), mouse anti-APC (1:100, CC-1, Merck, Cat: OP80), rabbit anti-degraded myelin basic protein antibody (1:2000, Merck, Cat: AB5864) and rabbit anti-Olig2 (1:500, Proteintech, Cat: 13999-1-AP), as well as matched secondary antibodies: matched AF488 (1:500, ThermoFisher Scientific, Cat: A-21206/A-11006), AF555 (1:500, ThermoFisher Scientific, Cat: A-31572/A-21422), AF647 (1:500, ThermoFisher Scientific, Cat: A-32733)-conjugated secondary antibody. For WB analysis, antibodies were diluted as below: rabbit anti-Bhlhe41 polyclonal Antibody (1:1000, Proteintech, Cat: 12688-1-AP), anti- $\beta$ -actin (1:50000, Proteintech, Cat: 66009-1), rabbit anti-Aurka polyclonal Antibody

(1:1000, Novus, Cat: NBP-1-51843) and Anti-GAPDH (1:5000, Sangon Biotech, Cat: D190090), Goat Anti-Mouse/Rabbit IgG Dylight 800 (1:10000, Abbkine, Cat: A23910/A23920).

#### Validation

All antibodies used in this study were commercially sourced and validated by the manufacturers. Detailed validation data are available on the manufacturer's official websites using the catalog numbers provided.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Cx3cr1Cre mice (Stock ID: 025524, JAX) and Cx3cr1CreER mice (Stock ID: 021160, JAX) were obtained from the Jackson Laboratory. Bhlhe41dTomato-Cre/+ (referred to as B41HET), Bhlhe41fl/fl, Aurkaf1/fl, Aurkb1/fl, and Rosa26Bhlhe41-EYFP/+ (referred to as R26B41-EYFP/+) mice were generated by Cyagen Biosciences Inc. All mice were maintained on the C57BL/6 genetic background. Age of mice used in each experiment is specified in the figure legends.

#### Wild animals

The study did not involve wild animals.

#### Reporting on sex

Sex-matched mice of different genotypes were generally used across experiments, except that cuprizone-induced demyelination experiments and in vivo phagocytosis assays were performed exclusively in male mice. Sex-disaggregated analyses were not performed, and sex-disaggregated sample numbers are not available for all experiments, as the study was not designed or powered to assess sex-specific effects.

#### Field-collected samples

The study did not involve samples collected from the field.

#### Ethics oversight

All mouse experiments were performed in accordance with the guidelines and regulations of Xuzhou Medical University and were approved by the Animal Experimental Ethics Committee of Xuzhou Medical University (Approval no: 202211S011).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

N/A

#### Novel plant genotypes

N/A

#### Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Prior to flow cytometric analysis, cell suspensions were made from yolk sac, brain, spinal cord, bronchoalveolar lavage fluid (BALF) and peritoneal cavity. Briefly, brains from embryos, newborn and adult mice, and spinal cord were minced and homogenized by gentle Dounce homogenization, followed by suspension in 40% Percoll and centrifugation at 800 g for 30 minutes at room temperature. Yolk sac from embryos were minced and incubated with 0.5 mg/mL Collagenase IV (ThermoFisher Scientific, Cat: 17104019) in RPMI 1640 medium with 1% FBS for one hour. BALF were collected by inserting a canula into the trachea following opening the chest cavity. 1 mL of pre-chilled PBS with 2 mM EDTA was used to flush the lung three times. Cell pellets were collected and washed using PBS with 1% FBS and 2 mM EDTA, and filtered through 70 µm mesh prior to labeling for flow cytometric analysis.

#### Instrument

BD FACS Aria III

|                           |                                                                                                                                                                                                                                                                                         |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | BD FACSDiva v9 and Flowjo v 10.8.1 were used to collect and analyze the flow cytometry data, respectively.                                                                                                                                                                              |
| Cell population abundance | Microglia were purified by flow cytometric sorting of FVD-CD45loCx3cr1+CD11b+ cells from 40% percoll-enriched cells from the brains of young B41HET and B41KO mice (10 - 15 mice per sample). About 1-2 millions microglia per sample with a purity > 90% were used for RNA extraction. |
| Gating strategy           | Cells were gated by FSC-A/SSC-A and/or CD45/SSC-A followed by gating on singlets (FSC-A/FSC-H). Live cells (FVD-) were gated prior to further analysis.                                                                                                                                 |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination
**Source:** Nat Commun. 2026 Mar 27;17:5238. doi: 10.1038/s41467-026-71014-w

## DHARMA residual

### QQ plot residuals

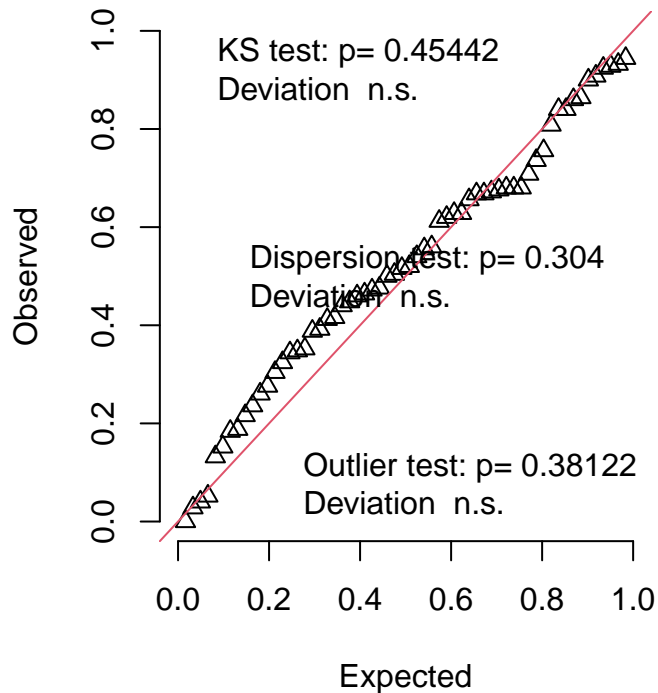

### DHARMA residual vs. predicted No significant problems detected

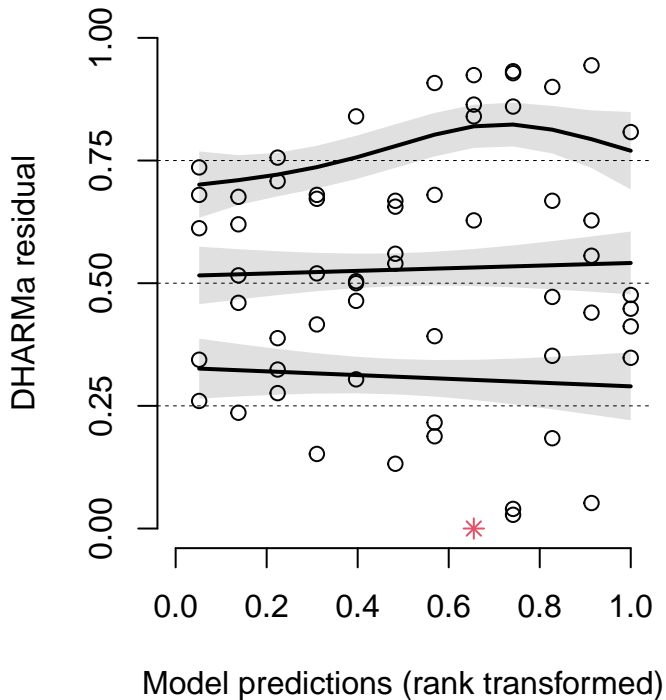

**Supplement:** Supplementary file 6 — Source Data

# Supplementary material for: Aurka-Bhlhe41 axis prevents premature aging-like microglial dysfunction and promotes remyelination
**Source:** Nat Commun. 2026 Mar 27;17:5238. doi: 10.1038/s41467-026-71014-w

## DHARMA residual

### QQ plot residuals

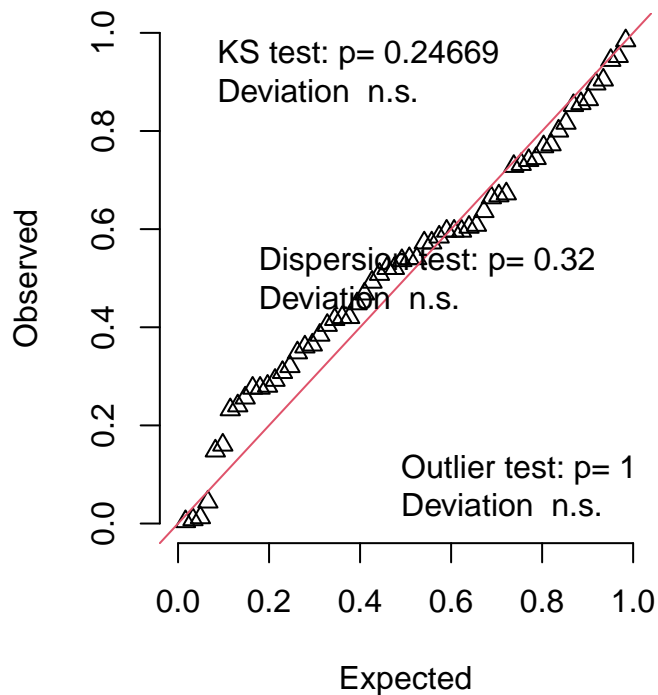

### DHARMA residual vs. predicted No significant problems detected

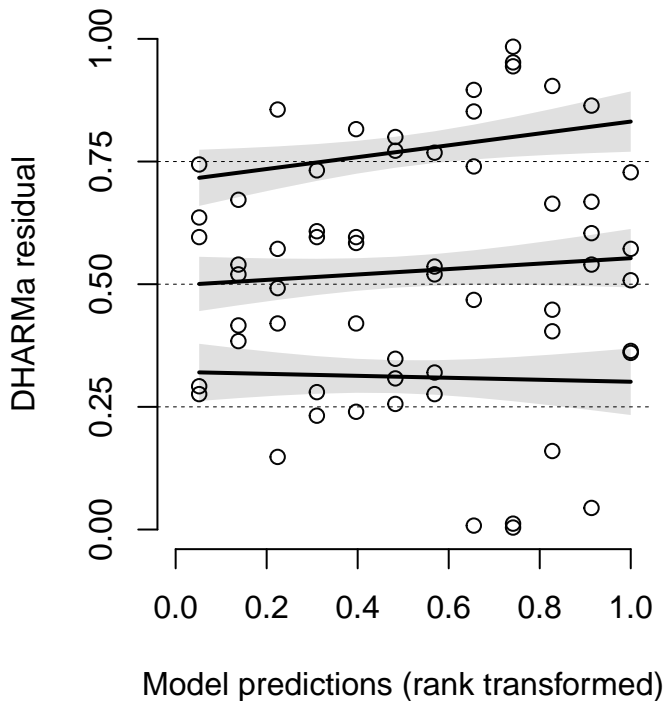

**Supplement:** Supplementary file 6 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

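The data are gene expression arrays of microglia sorted from the brains of 3-month-old mice, with 3 samples labelled *B41* HET and 3 labelled *B41* KO, each pooled from 10 to 15 mice according to the Methods. The labels speak of 3 mice per genotype, and the samples were taken as 3 pooled samples per genotype as the paper states. The authors deposited 1 scanner output per array, made with Feature Extraction 11.5.1.1, and a table of processed values for all arrays. The scanner output holds intensities that were background-subtracted and detrended within each array before they were deposited, with values near background replaced by a small positive estimate, and that are not normalized between arrays. The table deposited by the authors holds log2 values whose scale is not stated there. Its columns had the same quantiles in all 6 samples, and each ranked the probes as its own array did (Spearman correlation of 0.999999 to 1), so it was read as quantile-normalized log2 intensity. It has 56745 entries, 140 of them controls, and was used as an alternative.

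From the scanner output, control spots were left out, leaving 59305 of 62976 spots per array, and spots with an outlier flag, 95 to 136 per array, were left out on that array. The log2 of the processed intensity was quantile normalized over the 6 arrays and averaged over the spots of each of 56605 probes. Quantile normalization and limma are named in the Methods, with limma version 3.54.2 there. Here limma 3.58.1 in R 4.3.3 was used, with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. A probe was tested if each genotype had a value in at least 2 samples, which left 56601. Genotype was the only term, all 6 samples entered the model, and p-values were adjusted by the Benjamini-Hochberg method over all probes. No filter on dim probes was used, as the Methods name none. Calls needed an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more. The scanner output gives no gene names, so probes were named by matching their transcript accessions, without versions, to a table of RefSeq genes on GRCm38.p6. Of the probes, 33767 (59.7%) were named, among them 99.2% of those designed on curated RefSeq messenger RNA. Probes designed on Ensembl and other transcripts stayed unnamed. The design names mm9 as its genome, so no coordinates are given, and the table's positions served only to find the neighbours of Bhlhe41. Of 8057 genes with several probes, 76 were called on all of them, 940 on some, 7041 on none, and 2 in both directions.

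The genes named were chosen before the data were examined: *Bhlhe41* and *Bhlhe40*, genes the paper names from these arrays, *Aurka* and *Aurkb*, the receptors *Trem2*, *Mertk* and *Cx3cr1*, and the 5 probes with the largest increase and the 5 with the largest decrease, with the brightest probe for each named gene, among those called without overlap between the genotypes. Also chosen then were 21 gene lists: B cell, T and NK cell, dendritic cell, border macrophage, monocyte and neutrophil, endothelial, oligodendrocyte, astrocyte and neuron markers, genes on the Y chromosome and of X inactivation, homeostatic and disease-associated microglia, MHC class II, interferon response, phagocytic receptors, clock, cell cycle, ATF4 and amino acid response, hypoxia response and ex vivo activation. They were tested with limma's camera with a preset correlation of 0.01 between genes, and with fry beside it. A second list of 12 neutrophil genes and one of 12 border macrophage genes were written after the first results, before their own values were looked at.

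The model was tested on simulated data with the probes' own means and spreads in 3 arrays against 3. Of 200 probes changed out of 56559, 75% were called, 92% of those changed by 2 on the log2 scale and 58% of those changed by 1, none of them in the wrong direction, and 7 of the 157 calls were false. Of 21 simulated lists, 1 of them changed, camera called the changed one alone and fry called 2. These shares apply to that simulation.

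The alternatives were a shift of each array to its 75th percentile in place of quantile normalization, the authors' processed values, a filter for probes well above background on at least 3 arrays, outlier spots kept, limma with trend and robust variance, the replicate number as a block, the slide row as a block, each sample left out in turn, no fold threshold, a fold of 1.5 or more, the mean over the probes of a gene, the probe with the lowest p, fry, and camera with an estimated correlation. Background correction by normexp with an offset of 50 was planned on mean spot intensities and was run on median ones, and a fit of the authors' values with control probes kept and the largest-fold probe of each gene was added, both after seeing the data. All arrays lay on 1 slide and were scanned together, so slide and scan could not be tested as batches. A count of E-box motifs in promoters needs a genome sequence and is not reported here.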

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

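The paper discusses the shared genes, and 4 gene lists, all but 1 of whose genes lie outside them, differed between the samples labelled *B41* HET and *B41* KO by camera with Benjamini-Hochberg adjustment over 21 lists. The tests with second lists of neutrophil and border macrophage genes were set before those genes were looked at. The tests by other cell types, by Supplementary Data 1, by normalization, by slide row and by handling were chosen only after the results were seen. All 4 lists also passed with fry, and with the correlation between genes estimated from the data none of the 21 passed (smallest adjusted p 0.0725, with 4 lists at an unadjusted p under 0.05). The estimated correlation rests on 6 arrays. Of the 10 ways to split the 6 samples into groups of 3, the real one alone (1 of 10) gave as many as 4 lists past the threshold. Of the 9 other splits 2 gave lists past it too, at most 3. As 10 splits cannot give a share under 0.1, the splits cannot exclude chance.

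Monocyte and neutrophil markers had a median log2 fold change of -2.37 in the samples labelled *B41* KO (camera, adjusted p = 2.75e-14). Of 12 genes 11 were lower and 10 were called lower, 10 also when adjusted over the list alone. Every sample labelled *B41* KO lay lower than every sample labelled *B41* HET, with a gap of 2.17 between the list medians of the nearest samples and a range of at most 0.19 within a genotype. Among its genes were *Ngp* with a log2 signal of 12.66 in the samples labelled *B41* HET and a log2 fold change of -3.14, *S100a8* with 12.20 and -2.22, and *S100a9* with 11.63 and -2.52. *Ccr2* (-0.30) and *Vcan* (0.20) were not called. All but 1 of the 12 genes were well above background on all 6 arrays of these sorted cells, none is on another list, and 0 of them are among the shared genes. Quantile normalization and the slide are argued against, since the median was -2.36 with the 75th percentile shift and -2.26 with the slide row as a block, which rests on the 1 *B41* KO array in row 1. A lower share of microglia in the samples labelled *B41* HET could raise all other cell types there alike, or only some of them. Only the first was tested. Over the 8 other lists of cell types the medians of the samples labelled *B41* KO moved apart from this one, which lay -1.30 from the nearest, that of the border macrophage markers, with a range of at most 0.29 within a genotype. This argues against an equal rise of all other cell types as the whole cause. It cannot exclude a rise of some types alone, such as neutrophils, which would also lower the share of microglia. Genes of other lists were called lower too, such as *Clec10a* (-1.92) and *Cd209a* (-1.74) of dendritic cells. Others were *Ly6c1* (-1.79) and *Pecam1* (-1.68) of endothelial cells, of which *Pecam1* is among the shared genes. A candidate explanation is fewer neutrophils among the sorted cells of the samples labelled *B41* KO. On the second list of 12 neutrophil genes the median was -0.94, which fell short of the mark of -1 set before, although 9 genes were lower and 6 of them were called lower, led by *Itgb2l* (-2.77), *Pglyrp1* (-2.51) and *Hdc* (-2.48). *Cxcr2* (-0.09) and *Slpi* (0.005) of that list, at log2 signals of 6.02 and 5.27 in the samples labelled *B41* HET, did not change. *Csf3r* (0.02) and *Trem1* (0.21), at 14.53 and 14.59, were not lower either, where such levels would hide a small share of other cells and decide nothing. Lower expression of these genes by microglia without Bhlhe41 stays open too. That 0 of them are among the shared genes does not decide it, since Supplementary Data 1 holds only genes that also passed in the double knockout. The 2 explanations cannot be told apart, because the arrays measure sorted cells as a whole.

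Border macrophage markers had a median log2 fold change of -0.87 (camera, adjusted p = 3.49e-06). All 12 genes were lower and 5 were called lower, 9 when adjusted over the list alone. *Stab1*, with a log2 signal of 11.07 in the samples labelled *B41* HET, had a log2 fold change of -0.496, just short of the fold threshold, and *Cbr2*, which was called, had one of -1.44. *Lyve1* and *Mrc1* were not well above background in the samples labelled *B41* KO, so their fitted changes are not well measured. The median was -0.79 with the 75th percentile shift and -0.74 with the slide row as a block, which argues against quantile normalization and, from the 1 *B41* KO array in row 1, against the slide. With normexp on median signals, chosen after seeing the data, it was -0.25, so its size differed with the signal and background correction used. The second list of border macrophage genes had a median of -0.21, short of the mark of -0.5 set before, with 8 of 12 genes lower and 2 called lower, *Igfbp4* (-1.12) and *Dab2* (-0.59). The genes of the second list went both ways, so it does not decide. Fewer border macrophages among the sorted cells may account for the first list, and so may a change within microglia, which was not tested. They cannot be told apart, because the arrays measure sorted cells as a whole.

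MHC class II genes had a median log2 fold change of -0.52 (camera, adjusted p = 1.03e-05). Of 10 genes 9 were lower, 5 were called lower and 1, *H2-DMb1* (0.595), was called higher, and 9 passed when adjusted over the list alone. *Cd74* fell by 1.56 and *H2-Aa* by 2.30. The shared genes include 1 gene of the list, *Ciita*. The median was -0.53 with the 75th percentile shift and -0.53 with the slide row as a block, which argues against normalization and, from 1 *B41* KO array, against the slide. A biological difference between the genotypes and a different makeup of the sorted cells both stay open for this list and may act together, as neither was tested for it.

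Genes of ex vivo activation, which rise when cells are taken out of the tissue, had a median log2 fold change of -0.50 (camera, adjusted p = 2.71e-08). Of 15 genes 14 were lower and 7 were called lower, 12 when adjusted over the list alone, with the largest decrease for *Hspa1a* (-1.98). One gene of the list, *Atf3*, is also on the ATF4 list. The median was -0.46 with the 75th percentile shift and -0.49 with the slide row as a block, which argues against normalization and, from 1 *B41* KO array, against the slide. The highest sample labelled *B41* KO lay -0.46 from the lowest labelled *B41* HET in the list median, and samples of one genotype differed by at most 0.10. A difference in handling between the samples of the genotypes could give this, and so could Bhlhe41 itself. They cannot be told apart, because the samples of each genotype were separate pools and any difference in handling goes with the genotype.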

How the results depend on the processing

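The alternatives with normexp on median signals and with the authors' values, control probes and the largest-fold probe of each gene were chosen after seeing the data, and the others before the data were examined. Normexp on mean signals, a slide or scan block and the E-box count were not run.

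The number of genes called stayed within 1.5 times of 1287 under 10 of 19 alternatives and the number of probes called within 1.5 times of 2883 under 7 of 16, with the highest counts, 1780 genes and 3822 probes, without a fold threshold. With normexp on median signals 793 genes and 1501 probes were called, and the cause was not tested. With the slide row as a block 202 genes and 448 probes were called, of which 135 genes and 285 probes are among those called without it, and 18 of the shared genes. This model compares the 1 *B41* KO array of row 1 with the 3 *B41* HET arrays, so fewer samples inform it. With 1 sample left out, 368 to 698 genes, 796 to 1524 probes and 36 to 51 shared genes were called, with the fewest in each case without *B41* HET replicate 2, where fewer samples enter the fit. Apart from the replicate block, the other alternatives left between 58 and 114 shared genes called, against 80.

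The replicate numbers do not pair the samples, since the deviations of same-numbered samples from their genotype means had correlations of 0.13, -0.01 and 0.17 across probes. With the replicate block, 21 genes, 42 probes and 2 shared genes were called. The block takes 2 of the 4 residual degrees of freedom.

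With the 75th percentile shift the median log2 fold change of all probes was 0.13 against 0.01 with quantile normalization, and 1305 probes were called higher and 1523 lower (53.9% lower) against 971 and 1912 (66.3% lower). Counted by gene, 64.3% were lower against 73.8%.

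*Cd22* kept its direction under all 17 alternatives. The dimmest probe stood for it, and passed the threshold, with the lowest-p probe (log2 fold change 0.59) and with the largest-fold probe on the authors' values (0.60). The number of lists past the threshold was 4 with camera, 9 with fry and 0 with an estimated correlation, and 4 to 6 under all other alternatives, with a sample left out included. The 4 lists kept a negative median under each alternative, but that of the border macrophage markers was -0.25 with normexp against -0.87. The odds ratio of a call near *Bhlhe41* stayed below 1 at 5 and 20 Mb.

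Of 446 values of the named genes other than *Cd22* and the medians of the 4 lists under alternatives, 399 kept their direction and their side of the threshold, 29 no longer passed it, 4 newly passed it, and 14 changed sign, in 4 genes that were not called. *Mertk* was at 0.015 with the 75th percentile shift, 0.081 with normexp, 0.067 on the authors' values with either choice of probe, and between -0.23 and 0.11 with a sample left out, against -0.01. *Aurkb* was at -0.003 with normexp, -0.57 as the mean over its probes, -1.18 on the lowest-p and -1.20 on the largest-fold probe, and between -0.032 and 0.111 with a sample left out, against 0.03. With a sample left out *Bhlhe40* lay between -0.004 and 0.16 and *Ptprg* between -0.002 and 0.23. For *Aurkb* the choice of probe gives the 3 larger changes. The other changes of sign lay within the spread of the samples.

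Signal over background limits what can be read. On no array were 12429 of the 56605 probes well above background, and with 41656 probes well above background on at least 3 arrays tested, 1484 genes were called.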

Differences from the paper's values

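The paper lists 122 shared genes and 80 of them were called here in the listed direction. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with the authors' processed values (84), the filter on dim probes (82), trend and robust variance (82), no fold threshold (83), the mean over probes (82) and the lowest-p probe (109). It did not with the 75th percentile shift (77), outlier spots kept (79), a fold of 1.5 or more (76), the slide row block (18), the replicate block (2) or any sample left out (36 to 51). Of the alternatives chosen after seeing the values, the authors' processed values with control probes and the largest-fold probe of each gene gave 114 and normexp gave 58. With limma on the authors' processed values and control probes, also chosen after seeing the values, a probe with the paper's fold and P within 0.1% was found for each of the 122 genes, for 109 of them among the probes named here for the gene, which was the brightest probe for 72 and another for 37.

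For *Cacng1* the paper's reported log2 fold change is 5.13 and the value here is 4.93. The authors' processed values gave 5.13. The other alternatives set before the data were examined gave values from 4.88 to 4.96 and did not close the difference, and normexp, added after seeing the data, gave 4.58. For *Plaur* the paper's value is 1.91 and the value here 1.83. The authors' processed values gave 1.91 and the fit without *B41* HET replicate 1 gave 1.86, within the spread of the samples, and the others set before the data were examined did not, from 1.78 to 1.84.

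For *Upk1b* the paper's value is -2.65 and the value here -2.12. None of the alternatives set before the data were examined came within the spread of the samples, the closest being the mean over probes at -2.35. For *Fcgr2b* the paper's value is -1.02 and the value here -0.75. The slide row block (-0.90), the mean over probes (-0.89) and the lowest-p probe (-1.02) came within the spread, and the others set before the data were examined did not, from -0.83 to -0.68.

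For *Ptprg* the paper's value is 1.05 and the value here 0.14. The lowest-p probe gave 1.03, without passing the threshold, and the others set before the data were examined did not come within the spread, the closest being the mean over probes at 0.58. For *Ciita* the paper's value is -1.01 and the value here -0.19. The lowest-p probe gave -0.99 and passed the threshold, and the others set before the data were examined did not come within the spread, though the mean over probes at -0.59 also passed the threshold. For *Cd22* the paper's value is 0.60 and the value here 0.24. The lowest-p probe gave 0.59 and passed the threshold, and the others set before the data were examined did not come within the spread, with values from 0.15 to 0.39.

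The authors' processed values with control probes and the largest-fold probe, chosen after seeing the values, gave 5.13 for *Cacng1*, 1.91 for *Plaur*, -2.65 for *Upk1b*, -1.02 for *Fcgr2b*, 1.05 for *Ptprg*, -1.01 for *Ciita* and 0.60 for *Cd22*, and called all of them.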

Other observations

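The count of genes near *Bhlhe41* was planned before the data were examined. The tests of exchanged labels, of B cells, of the lower share and of other splits were chosen only after the results were seen, as was the reading of the count near *Bhlhe41*.

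*Bhlhe41* was not lower in the samples labelled *B41* KO. Exchanged labels of the groups are argued against by *Cacng1*, which the paper lists as higher in the double knockout too and which was higher by 4.93 in the samples labelled *B41* KO. An exchange of 1 sample between the groups is argued against by the gap of 4.83 between the lowest sample labelled *B41* KO and the highest labelled *B41* HET in *Cacng1*. What stays open is that a transcript of the allele is still made and measured by these probes, and this was not tested here. The promoter-driven reporter in Fig. 1a does not settle it, because the inserted cassette ends in a polyA. Which part of the transcript each probe covers was not established.

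The real split of the samples, 1 of 10, called 1287 genes and 80 shared genes. Each of the 9 other splits called 0 genes and 0 shared genes. As 10 splits cannot give a share under 0.1, the splits cannot exclude chance for either.

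Of the called probes 66.3% were lower in the samples labelled *B41* KO, and 53.9% with the 75th percentile shift. Quantile normalization may therefore give part of the excess of lower calls. Which scaling is the truer cannot be told apart, as no probe is known to be unchanged.

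*Cd22* is also a B cell gene, and more B cells in the samples labelled *B41* KO could raise it. The 13 B cell markers found had a median log2 fold change of -0.14, *Cd79a* (-0.99) and *Bank1* (-0.62) were called lower, and the largest increase was that of *Cr2* (0.23), which argues against more B cells. A change within microglia stays open in these arrays, which measure sorted cells as a whole. The paper has other evidence for it. By flow cytometry it reports more CD22 protein on gated microglia of *B41* KO mice and of the microglia-specific knockout. It also reports binding of Bhlhe41 to the *Cd22* promoter.

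Mice homozygous for an allele also carry the interval around it. Within 10 Mb of *Bhlhe41* 4 of 91 genes well above background were called (4.40%) against 1203 of 18304 others (6.57%), an odds ratio of 0.654 (95% interval 0.174 to 1.74, two-sided Fisher's exact test, p = 0.526). With 4 called genes a modest excess is not excluded, and whether some of these calls come from the interval cannot be told apart. The p was 0.131 at 5 Mb and 0.655 at 20 Mb.

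Other genes named in the study did not pass the threshold on their brightest probe. *Bhlhe40* had a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.708 from limma), with values from 7.82 to 7.99 in the samples labelled *B41* HET and from 7.83 to 8.15 in those labelled *B41* KO. *Aurka* was at -0.27 (adjusted p = 0.371), *Aurkb* at 0.03 (adjusted p = 0.899), *Trem2* at 0.20 (adjusted p = 0.302), *Mertk* at -0.01 (adjusted p = 0.988) and *Cx3cr1* at -0.25 (adjusted p = 0.137). The signs of *Bhlhe40*, *Aurkb* and *Mertk* change under other settings. The dimmer *Aurkb* probe had a log2 fold change of -1.18 (adjusted p = 0.0386), and the other *Cx3cr1* probe one of 0.08.

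The remaining lists did not pass the threshold with camera, apart from the alternatives named below. Their median log2 fold changes were 0.14 for T and NK cell, -0.09 for dendritic cell, 0.02 for endothelial, -0.02 for oligodendrocyte, 0.07 for astrocyte and 0.10 for neuron markers. They were -0.06 for homeostatic microglia, 0.07 for disease-associated microglia, 0.03 for the interferon response, 0.05 for phagocytic receptors, -0.06 for clock genes, -0.29 for cell cycle genes (adjusted p = 0.0571), -0.05 for the ATF4 and amino acid response and 0.24 for the hypoxia response (adjusted p = 0.0716). The 4 genes on the Y chromosome had a median of -0.27, and *Xist*, the X inactivation gene found, was not well above background on any array. The median and mean differ in sign for endothelial (mean -0.30), oligodendrocyte (0.05), disease-associated microglia (-0.01) and interferon response (-0.08) lists, where camera's direction followed the mean except for disease-associated microglia, and the ATF4 list was called neither by camera, with an upward direction, nor by fry, with a downward one. Fry passed 5 further lists. With camera, cell cycle genes passed on the authors' processed values (adjusted p = 0.0439), the mean over probes (0.0228) and the lowest-p probe (0.0358). They also passed with the largest-fold probe (0.0252), without *B41* HET replicate 2 (0.0268) and without *B41* KO replicate 3 (0.0331). The hypoxia response passed without *B41* HET replicate 2 (0.0378) and without *B41* KO replicate 3 (0.0331). Under the other alternatives neither list passed with camera.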
